# Sex-Specific Regulation of Gene Expression Networks by Surfactant Protein A (SP-A) Variants in Alveolar Macrophages in Response to *Klebsiella pneumoniae*

**DOI:** 10.3389/fimmu.2020.01290

**Published:** 2020-06-24

**Authors:** Nithyananda Thorenoor, Yuka Imamura Kawasawa, Chintan K. Gandhi, Joanna Floros

**Keywords:** surfactant protein A, surfactant protein-A1, surfactant protein-A2, alveolar macrophage, *Klebsiella pneumoniae*, TNF, TP-53, cell cycle signaling

## Abstract

Surfactant protein A (SP-A) in addition to its surfactant-related functions interacts with alveolar macrophages (AM), the guardian cells of innate immunity in the lungs, and regulates many of its functions under basal condition and in response to various pressures, such as infection and oxidative stress. The human SP-A locus consists of two functional genes, *SFTPA1* and *SFTPA2*, and one pseudogene. The functional genes encode human SP-A1 and SP-A2 proteins, respectively, and each has been identified with several genetic variants. SP-A variants differ in their ability to regulate lung function mechanics and survival in response to bacterial infection. Here, we investigated the effect of hSP-A variants on the AM gene expression profile in response to *Klebsiella pneumoniae* infection. We used four humanized transgenic (hTG) mice that each carried SP-A1 (6A^2^, 6A^4^) or SP-A2 (1A^0^, 1A^3^), and KO. AM gene expression profiling was performed after 6 h post-infection. We found: (a) significant sex differences in the expression of AM genes; (b) in response to infection, 858 (KO), 196 (6A^2^), 494 (6A^4^), 276 (1A^0^), and 397 (1A^3^) genes were identified (*P* < 0.05) and some of these were differentially expressed with ≥2 fold, specific to either males or females; (c) significant SP-A1 and SP-A2 variant-specific differences in AM gene expression; (d) via Ingenuity Pathway Analysis (IPA), key pathways and molecules were identified that had direct interaction with TP53, TNF, and cell cycle signaling nodes; (e) of the three pathways (TNF, TP-53, and cell cycle signaling nodes) studied here, all variants except SP-A2 (1A^3^) female, showed significance for at least 2 of these pathways, and KO male showed significance for all three pathways; (f) validation of key molecules exhibited variant-specific significant differences in the expression between sexes and a similarity in gene expression profile was observed between KO and SP-A1. These results reveal for the first time a large number of biologically relevant functional pathways influenced in a sex-specific manner by SP-A variants in response to infection. These data may assist in studying molecular mechanisms of SP-A-mediated AM gene regulation and potentially identify novel therapeutic targets for *K. pneumoniae* infection.

## Introduction

Bacterial mediated infectious lung diseases are an important worldwide cause of morbidity and mortality. *K. pneumoniae* is the leading bacterial cause of community and hospital-acquired respiratory infection (1, 2). It is an encapsulated gram-negative bacterium that resides in the environment such as in soil, surface waters and, on medical devices (3, 4). More importantly, *K. pneumoniae* colonizes in human mucosal surfaces, including the gastrointestinal tract and oropharynx (3–5). From these sites, it can gain entry to other tissues and cause a wide range of infections, e.g., pneumonia, urinary tract infections, bacteremia, and liver abscesses (6). Pulmonary infections caused by *K. pneumoniae* are particularly concerning as these are often characterized by a rapid clinical course, leaving a very short time for effective antibiotic treatment (7). This in turn results in high levels of morbidity and mortality. It has been observed that acute inflammatory responses (within hours of infection) include recruitment of neutrophils in the air spaces of the lungs and pulmonary edema in humans as well as in mice (8–10). Alveolar macrophages (AM) play a critical role in the clearance of bacteria from the lung through phagocytosis and depletion of AM resulting in a reduced killing of *K. pneumoniae in-vivo* (11). To control the infection an early inflammatory response occurs as AM produces inflammatory cytokines. These are essential for a rapid and effective immune response during the early stages of lung infection, as well as during the progression of infection (12, 13).

The effects of sex and sex hormones on pulmonary infection in humans and animals are well-established (14). Males typically exhibit weaker humoral and cell-mediated immune responses (15), and delayed lung maturation (16, 17) compared to females. It has also been observed that the number and the activity of cells involved in innate immunity differ between sexes (18, 19) as well as in lung diseases (20–24). Animal models of respiratory infection have shown that sex influences susceptibility, and severity of disease (25–32) and that sex hormones play a role (33). Therefore, it is important to identify and study the factors that can influence the incidence, susceptibility, and severity of lung diseases. Among them, innate host defense and sex are important contributing factors.

Pulmonary surfactant proteins, particularly the hydrophilic surfactant proteins (SPs), serve as a first line of contact for inhaled bacteria entering the lung and are thought to play a role in colonization and pathogenesis. SP-A is a member of the collectin family with an N-terminal collagen-like domain and a C-terminal carbohydrate recognition domain that recognizes and binds to debris, pathogens, and allergens (34, 35). Besides that, SP-A also influences multiple AM-mediated host defense functions such as chemotaxis (36), enhancement of phagocytosis and bacterial killing by macrophages (37), and proliferation of dendritic cells (38–40). Unlike in rodents and most mammals, the human SP-A genetic locus consists of two functional genes, *SFTPA1* and *SFTPA2*, and one pseudogene (41, 42) encoding SP-A1 and SP-A2 proteins, respectively, and each gene has been identified with several genetic and splice variants (41, 43, 44).

Several studies have identified differences between SP-A1 and SP-A2 in both qualitative (i.e., functional, biochemical, and/or structural) (45–48), and quantitative (regulatory) functions (46, 49–55). In particular, these include surfactant secretion modulation (46), cytokine production (56–58), and phagocytosis by AM (47, 48, 59). Moreover, differences in the structure and posttranslational modification of SP-A1 and SP-A2 have been observed (60). However, both SP-A1 and SP-A2 are required to make tubular myelin, an extracellular form of surfactant (52). It is of interest that the SP-A1 and SP-A2 variants differentially affect the AM proteomic expression profile, the AM actin cytoskeleton (61–63), the AM miRNome (64), as well as the miRNome of alveolar type 2 cells (65), and the biophysical properties and structure of surfactant (66). Despite, our knowledge of the diverse functions of SP-A1 and SP-A2, there are still gaps in our understanding of how SP-A influences host defense and the cell types it affects during lung infection, particularly AMs.

The AM is the primary effector cell for lung innate immunity and exhibits a unique phenotype (67) that is influenced by SP-A (29, 30, 68–70), although the extent of this effect is not fully understood. Previous work has demonstrated the importance of SP-A, among others, on AM expression and survival. After administration of a single exogenous dose of SP-A to SP-A-KO mice, the SP-A rescued AM proteome was more like that of wild type mice (71), and the survival after *K. pneumoniae* infection was improved significantly in the SP-A rescued KO mice (32). Moreover, SP-A2 variants enhance bacterial phagocytosis more effectively than SP-A1 variants (47, 48). Previous studies have shown sex differences in lung function and disease susceptibility (29, 31, 32, 72, 73), and in risk, incidence, and pathogenesis of various lung diseases (74, 75). Human and animal studies have shown an increased incidence of respiratory infections and severity of pneumonia in males (23, 27). Furthermore, sex-dependent survival was observed in wild type and SP-A-KO mice in response to *K. pneumoniae* infection, with females exhibiting higher survival compared to males, and that pattern reversed after oxidative stress (29), with females exhibiting lower survival compared to males. A differential effect of sex on AM proteome (62) as well as the AM miRNome of a single gene product (SP-A1 or SP-A2) or both gene products (SP-A1 and SP-A2, co-ex) in response to oxidative stress has been observed (64, 76). In addition, the SP-A1 and SP-A2 variants have been shown to play a crucial role in the differential outcome of airway function with significant sex- and variant-specific differences in both males and females in response to *K. pneumoniae* infection (73). However, the underlying mechanisms and the impact of SP-A1 and/or SP-A2 gene products on AM gene regulation in response to *K. pneumoniae* infection remain unknown.

In the present study, we hypothesized that genetic variants of SP-A differentially regulate AM gene expression in response to infection. Toward this hTG mice that carried SP-A1 (6A^2^, 6A^4^) or SP-A2 (1A^0^, 1A^3^), and KO are infected with *K. pneumoniae* and the gene expression profiling of AM was studied. We found: (a) significant differences in gene expression among variants, as well as sex differences; (b) Ingenuity Pathway Analysis (IPA) revealed key pathways and molecules involved in TP53, TNF, and cell cycle signaling nodes. All variants except SP-A2 (1A^3^) female, showed significance for at least 2 of the three pathways studied, and KO male showed significance for all three pathways; (c) validation of key molecules exhibited variant-specific significant differences in their expression between sexes, and a similarity in the gene expression profile of KO and SP-A1 mice was observed. These data may assist in studying molecular mechanisms of SP-A-mediated AM gene regulation and potentially identify novel therapeutic targets for *K. pneumoniae* infection.

## Methods

### Animals

All mice used in the present study were 12 weeks of age. In this study, we used humanized transgenic (hTG) mice that carried SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^0^, 1A^3^) variant, as well as SP-A knockout (KO) mice. hTG mice were generated on the C57BL6/J SP-A (KO) background (52). The animals used in this study were maintained as described previously (32, 73). Briefly, the animals were raised and maintained under approved housing in a pathogen-free condition, at the Penn State College of Medicine animal facility. Both males and females were used in this study. The females were synchronized with regard to the estrous cycle as described previously (32, 73). A total of 86 mice (56 for gene expression analysis and 30 for qRT-PCR analysis) were used. The Penn State University College of Medicine Institutional Animal Care and Use Committee (IACUC) approved all procedures involving animals.

### Expression of SP-A1 and SP-A2 Variants: Western Blot Analysis

Equal amounts (20 μg) of bronchoalveolar lavage fluid from SP-A1 and SP-A2 hTG mice were separated by sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE), transferred to PVDF membrane, and the expression levels of SP-A variants (1A^0^, 1A^3^, 6A^2^, 6A^4^) were detected by Western blotting with specific antibodies. Samples from 2 males and 2 females were individually analyzed. Blots were incubated with hSP-A antibody (1:2500 dilution) recognizes both SP-A1 and SP-A2, whereas, the SP-A2 specific antibody (Aviva-ARP64034_P050, 1:2500 dilution) is specific to SP-A2 protein, and goat anti-rabbit (IgG) HRP-conjugated secondary antibody (1:5000 dilution) were used and detected by ECL method as shown in Figure 1.

**Figure 1:**
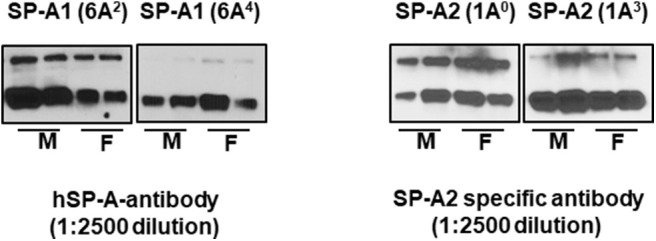
The expression levels of SP-A variants in BAL of males (M) and females (F) were monitored by western blot analysis. The hSP-A antibody (1:2500 dilution) recognizes both SP-A1 and SP-A2 proteins, whereas, the SP-A2 antibody (Aviva-ARP64034_P050, 1-2500 dilution) is specific to SP-A2 protein (no such antibody is available for SP-A1) and does not recognize SP-A1 proteins.

### Preparation of Bacteria

*K. pneumoniae* bacteria (ATCC 43816) were obtained from American Tissue Culture Collection (Rockville, MD) and prepared as described previously (29, 30, 32, 73). Fifty μl of a suspension containing ~450 CFU were used to infect each mouse. The CFU/ml values were calculated based on the standard curve obtained at OD_660_ of the bacterial suspension.

### Infection of Mice With *K. pneumoniae*

The mice were anesthetized and infected with bacteria as described previously (29, 30, 32, 73, 77). Briefly, humanized transgenic (hTG) mice, SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^0^, 1A^3^), and SP-A-KO male and female mice (*n* = 4/group) were anesthetized with a mixture of ketamine and xylazine and infected with *K. pneumoniae* (~450 CFU/mouse) in 50 μl of PBS oropharyngeal as described previously (77). The SP-A2 (1A^0^) mice were studied at a different time point (6, 18, and 24 h). Based on the finding of the SP-A2 (1A^0^) and previous studies (52, 71), we selected the 6 h time point for subsequent study of SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^3^), and KO. Furthermore, we postulated that this time interval would allow us to study early AM gene expression changes in response to bacterial infection.

### Mouse Alveolar Macrophage Isolation

Mouse AM were obtained from both male and female mice by bronchoalveolar lavage (BAL) at 6, 18, and 24 h (SP-A2 (1A^0^) or 6 h after infection for SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^3^) and KO (*n* = 4/group), as described previously (71). In brief, AMs were obtained by performing BAL with PBS containing 1 mM EDTA, using a volume equal to lung capacity (i.e., 6 times with 0.5 mL) a total of 3 ml. The fluid was instilled and withdrawn 3 times with chest massage during withdrawal, then centrifuged at 150 × g for 5 min at 4°C and the cell pellet washed with 1 mL of PBS containing, 1 mM EDTA. Cells were counted to obtain total cell counts (~2.5 × 10^6^ cells/mouse) before being frozen at −80°C for subsequent gene expression studies.

### RNA Preparation, Library Construction, and Sequencing

Total RNA was extracted using mirVana kit (#AM1560, Ambion, Waltham, MA). The extracted RNAs were quantified and quality checked using a BioAnalyzer RNA-6000 Pico Kit (Agilent Technologies, Santa Clara, CA) at the Penn State College of Medicine Genomic Core Facility. QuantSeq 3' mRNA-Seq Library Prep Kit FWD from Illumina (Lexogen, Vienna, Austria) was used to generate mRNA-Seq libraries as per manufacturer's recommendation, followed by deep sequencing on an Illumina HiSeq-2500 as per the manufacturer's instructions. Briefly, 0.5–1 ng of total RNA was subjected to the first cDNA strand which is initiated by oligo dT priming. The synthesis of the second cDNA strand is performed by random priming, in a manner that DNA polymerase is efficiently stopped when reaching the next hybridized random primer, so only the fragment closest to the 3′ end gets captured for later indexed adapter ligation and PCR amplification. The processed libraries were assessed for fragment size distribution and quantity using a BioAnalyzer High Sensitivity DNA kit (Agilent Technologies). Pooled libraries were denatured and loaded onto a TruSeq Rapid flow cell on an Illumina HiSeq 2500 (Illumina) and run for 50 cycles using a single-read recipe (TrueSeq SBS kit v3, Illumina) according to the manufacturer's instructions. Illumina CASAVA pipeline (released version 1.8, Illumina) was used to obtain de-multiplexed sequencing reads (fastq files) passed the default purify filter. These were further subjected to QuantSeq data analysis pipeline on a Bluebee genomics analysis platform (Bluebee, Cambridge, MA). The differentially expressed genes (DEG) between males and females were identified by using edgeR test method (78) and TCC v1.14.0 R package (79). The DEG are selected based on their fold change and their *P*-value (*P* < 0.05) for further analyses. We chose genes for further analysis based on their *P*-value (*P* < 0.05) and their expression levels (≥2-fold change) in AM cells from *K. pneumoniae* infected mice. The fold differences for the identified genes between males and females were determined by dividing a specific individual male gene value by the corresponding specific female gene value and vice versa for the same gene.

### Ingenuity Pathway Analysis

Ingenuity Pathway Analysis (IPA, www.qiagen.com/ingenuity Qiagen, Redwood City) was used to identify signaling network pathways and identify biological functions and regulatory networks of the differentially expressed genes in our experimental conditions. IPA analysis was performed on the genes that met the cut-off 2.0-fold up or downregulation in the male and female groups in the studied comparisons. Biological functions were identified via the Ingenuity Pathways Knowledge Base. We compared gene expression changes associated with the canonical pathway. We assessed the cellular and molecular classification of genes from the dataset with corresponding *P*-values (*P* < 0.05). All identified gene functions and networks are supported by the published literature in the Ingenuity Pathways Knowledge Base. The IPA software utilizes Fisher's exact test to obtain a *P*-value to identify the probability of association of the dataset to the canonical pathway, functions, and network associated with the dataset by assigning a score to the pathway.

### Real-Time PCR

For individual gene expression assays, SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^0^, 1A^3^), and KO mice were infected with bacteria for 6 h and AMs were isolated as mentioned above. AMs were lysed by the addition of QIAzol Lysis Reagent (Qiagen, Germantown, MD). Total RNA was purified with Direct-zol RNA Mini-Prep kit (#R2052, Zymo Research, Irvine, CA), and RNA concentration was quantified by Nanodrop. RNA was reverse transcribed using RT2 first Stand kit (3220401, Qiagen), according to the manufacturer's protocol. The expression levels of ADAMTSL4, AKT1, AURKA, BCL3, BCL10, BTK, BUB1B, C1QC, CCL9, CCNA1, CCND1, CCRL2, CDK1, CDK2, CDKN1A, CDKN1B, CFLAR, CKAP2, CTTNB1, CXCL2, CXCR6, ERP44, ESPL1, FKBP5, FOSL1, GAPDH, GBP2, IER5, IFITM2, IRF1, KAT2B, LSP1, MARCO, MGMT, MMP12, MT2, MYC, MYD88, MYO1E, NKX3-1, PPARA, PPARG, PRDM1, PSMB8, RAG1, RCC2, RELA, RSAD2, RTP4, SAMHD1, STAT1, STAT3, STAT5a/b, TACC2, TAP1, TAP2, TCF4, TIE1, UHRF1, and ZFP36L1, were measured with real-time PCR with RT2 SYBR green ROX qPCR master mix (#330520, Qiagen) on a QuantStudio 12K Flex Real-Time PCR system (Applied Biosystems, Waltham, MA) at the Pennsylvanian State University College of Medicine Genomic Core Facility. AM cell samples from 3 mice/infection (males and females) in triplicates/animal were individually analyzed and quantified relative to GAPDH mRNA expression. The relative expression levels of genes were determined by the 2^−Δ*CT*^ method (ΔCT was calculated as follows: ΔCT = CT _gene−of−interest_ − CT _housekeepinggene_).

### Statistical Analysis

The statistical difference of the gene expression level in male compared to female and vice versa was evaluated by the two-tailed *t*-test and non-parametric Mann–Whitney *U*-test. All the data points are means ± standard deviation. All the analyses were performed using Graph-Pad Prism software version 5.0 (Graph-Pad Software, San Diego, USA). Values of *P* < 0.05 were considered statistically significant.

## Results

### Differential Expression of Genes in SP-A2 (1A^0^) Male and Female Mice Infected With *K. pneumoniae* and Studied at Different Time Points Post-Infection

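AMs were lavaged from SP-A2 (1A0) mice, which are humanized transgenic mice that carry a human SP-A2 variant and lack mouse SP-A, after infection with K. pneumoniae at a dose of about 450 CFU. Each mouse gave 1 QuantSeq library, in which a read marks the 3′ end of a transcript. For 6 h and 24 h the authors' tables give normalized counts, that is, the reads counted on a gene divided by 1 size factor per library. The headings of these tables name the GRCm38 genome, and the aligner and the counting program are not given in the sources used here. In each library the values were whole multiples of a single step, so the reads were recovered from them (100% of the values within 0.02 of a whole number). In the female library JFRm60 at 24 h the step lay so close to 1 that the values and the recovered reads were nearly equal. At 6 h the 4 male libraries held 539368 to 1089474 reads (median 703900) and the 4 female libraries 579596 to 1550635 (median 701400). At 24 h the 4 male libraries held 381629 to 540492 reads (median 462300), fewer than any of the 4 female libraries with 607173 to 762007 (median 660400). At this depth a gene near the minimum mean of 10 normalized counts rests on few reads per library, and counting error limits its precision. The sample list names 5 mice of each sex at 24 h. The sample labels leave open the sex of library JFRm58 and the line and time of the female library JFRm74. This is because library names in the list appear to stand 1 place off the titles. Both are columns of the authors' 24 h table of 1A0 mice. With JFRm58 as male and JFRm74 as female, the paper's 24 h ratios were matched within 1% for 8 of 8 and 13 of 13 genes. The main 24 h groups here thus differ from those behind the paper's ratios. Both libraries were left out of the main comparison. The 18 h libraries were not analysed here. Males were compared with females by limma with a mean-variance trend on log2 (normalized counts + 1), over genes with a mean of at least 10, and p-values were adjusted by the Benjamini-Hochberg method. Log2 fold changes are male minus female, and fold differences are ratios of group means, as in the paper. With 4 mice against 4, the smallest two-sided p of an exact permutation test is 0.0286.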

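Sex-linked genes were examined in each library as a check of the labels. Xist (ENSMUSG00000086503, chromosome X of GRCm38, 103460366 to 103483254) is transcribed from the inactive X chromosome and overlaps the antisense gene Tsix, and whether the counting used strand is not given in the sources used here. At 6 h Xist had 1224 ± 384 normalized counts in females (SD, n = 4) and 84.2 ± 168 in males (SD, n = 4), where 3 male libraries had 0 and the male library JFRm39 had 337. The limma log2 fold change was −8.09 (SE 1.30, adjusted p = 0.0272). By DESeq2 and by the authors' own p-values, with log2 fold changes of −3.87 and −1.07, Xist was not called at 6 h. Ddx3y (ENSMUSG00000069045, chromosome Y, 1260771 to 1286629) had 80.9 ± 41.0 normalized counts in males and 0 in each of the 4 female libraries. At 24 h the female mean of Xist was 776 ± 114 and the male mean 7.98 ± 15.0 (SD, n = 4 each; limma log2 fold change −8.01, SE 0.87, adjusted p = 0.00257). Ddx3y had 40.7 ± 27.7 normalized counts in the 24 h males and was again 0 in all 4 female libraries. Sftpa1, the mouse gene removed in these mice, had at most 6.98 normalized counts at 6 h, but whether its 3′ tag lies inside the deleted part is not given in the sources used here, so this gene checks no label.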

At first, the expression of genes from AMs of SP-A2 (1A^0^) male and female mice was analyzed to identify differentially expressed genes in response to infection at different time points (6, 18, and 24 h). 

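At 6 h, 6724 genes had a mean of at least 10 normalized counts, and 394 of them differed between males and females at an unadjusted limma p under 0.05, with 254 higher and 140 lower in males. About 336 (336.2) would pass by chance. After adjustment by limma 2 genes were left, Xist and Ddx3y, and among the other genes 0 passed, with a smallest adjusted p = 0.140. DESeq2 left 15 genes after adjustment and edgeR on the recovered reads left 1. At 24 h, 6109 genes were tested and 183 passed the unadjusted threshold, 84 higher and 99 lower in males, where 305.4 would do so by chance. Both chance numbers are nominal. Other splits of the libraries into 4 and 4 called a median of 229 genes at 6 h and 157 at 24 h. Counts as large as the real one came from 8 of 35 splits at 6 h and 15 at 24 h, the real one included. The highest other counts were 720 and 1424. At 24 h the split with 1424 had males and females on each side, and 337 genes passed the adjustment in it. A grouping other than sex thus separates the 24 h libraries more strongly. Only Xist passed the adjustment by limma at 24 h, against 2 genes by DESeq2 and 0 by edgeR, which called 174 genes at the unadjusted threshold. In 178 genes at 6 h (2.65%) and 145 at 24 h (2.37%) all male values lay on one side of all female values, where chance gives 2.86%. A minimum mean of 50 lowered the calls to 169 at 6 h and 50 at 24 h, and no minimum raised them to 659 and 459. Leaving out 1 male library, JFRm42, raised the 6 h calls from 394 to 666, of which 61 passed the adjustment. The adjusted count at 6 h was 0 without JFRm41 or JFRm40, 1 without JFRm39, JFRm64 or JFRm46, and 4 without JFRm63. Rescaling the 6 h libraries to equal totals shifted the median log2 fold change of all genes by −0.12 and lowered the share of calls that were higher in males from 64.5% to 51.6%. Of the 276 genes that the paper's Supplementary File 1 lists at 6 h, 273 reached the minimum mean, 207 (75.0% of the list) were called here, and all 273 had the paper's direction.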

We identified, 276 genes (after 6 h infection), 381 genes (after 18 h infection), and 183 genes (after 24 h infection) differentially expressed with a *P*-value <0.05 in both male and female SP-A2 (1A^0^) mice (Supplementary File 1). To identify specific gene expression changes in response to infection, we compared the expression levels of genes significantly either increase (≥2-fold) or decrease (≤2-fold) in males compared females (M/F) and vice versa at different time points. Out of 276 genes identified after 6 h infection, the expression of 169 genes significantly increased ≥2-fold and 75 genes significantly decreased ≤ 2-fold in males compared to females, and vice versa (Table 1, Supplementary File 1). 

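Among the genes called at 6 h, 222 were at least 2-fold higher and 120 at least 2-fold lower in males by the ratio of means. Without JFRm42 these counts were 376 and 228, without JFRm41 146 were higher, and without JFRm65 69 were lower. Il1b (ENSMUSG00000027398, chromosome 2 of GRCm38, 129364570 to 129371139) had 2913 ± 1587 normalized counts in males and 410 ± 455 in females (SD, n = 4 each), a limma log2 fold change of 3.13 (SE 0.62, adjusted p = 0.170). Its exact permutation p was 0.0571, and with each library left out in turn its log2 fold change stayed between 2.65 and 3.80. S100a8 had 7337 ± 5596 normalized counts in males against 835 ± 1386 in females, and S100a9 had 4684 ± 3411 against 471 ± 823 (SD, n = 4 each). Their log2 fold changes were 3.54 (SE 1.19) and 4.28 (SE 1.28), and neither passed the adjustment by limma (adjusted p = 0.687 and 0.684). For both genes the spread within each sex was wide and the sexes overlapped, with exact permutation p-values of 0.114 and 0.0857. In each of these 3 genes the male library JFRm42 lay below the other 3 males.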

We identified, a total of 32 genes that had expression value between > 0.5 – <2-fold change either increase or decrease in males compared to females and vice versa (Table 1, Supplementary File 1). At the 18 h infected mice, out of 381 genes, 146 and 148 genes had expression levels ≥2-fold or ≤2-fold, respectively, in males compared to females, and vice versa (Table 1, Supplementary File 1). A total of 87 genes identified after 18 h post-infection had expression value between > 0.5–2-fold change either increase or decrease in males compared to females and vice versa (Table 1, Supplementary File 1). 

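Among the genes called at 24 h in SP-A2 (1A0) mice, 72 were at least 2-fold higher and 80 at least 2-fold lower in males. Single libraries moved these counts. The higher count was 112 without JFRm71, and the lower count was 156 without JFRm67, 129 without JFRm78 and 48 without JFRm59. Tor1b (ENSMUSG00000026848, chromosome 2 of GRCm38, 30952959 to 30959015) had 84.9 ± 56.1 normalized counts in males and 21.1 ± 13 in females (SD, n = 4 each), a limma log2 fold change of 1.92 (SE 0.62, adjusted p = 0.997), with an exact permutation p of 0.0857. Lrrc17 (ENSMUSG00000039883, chromosome 5, 21543559 to 21575904) had 54.9 ± 12.4 in males and 136 ± 42.2 in females (SD, n = 4 each), a log2 fold change of −1.27 (SE 0.37, adjusted p = 0.997 by limma). Every male value of Lrrc17 lay below every female value (exact permutation p = 0.0286).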

Whereas, at the 24 h post-infection, out of 183 genes, 79 and 66 genes had expression levels ≥2-fold or ≤ 2-fold, respectively in males compared to females, and vice versa (Table 1, Supplementary File 1). A total of 38 genes identified after 24 h post-infection had expression value between > 0.5 – <2-fold change either increase or decrease in males compared females and vice versa (Table 1, Supplementary File 1). Next, we compared genes at two different time points in males and females (≥2-fold or ≤ 2-fold, males compared to females and vice versa), and found 37 genes to be in common at 6 and 18 h post-infection (Figure 2, Table 2), 8 genes were in common at 6 and 24 h post-infection (Figure 2, Table 3), and 13 genes were in common at 18 and 24 h post-infection (Figure 2, Table 4). 

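Of the genes tested at both times, 22 were called at 6 h and at 24 h, where 10.3 would be shared by chance (one-sided Fisher's exact test across genes, p = 0.000527), although genes are not independent replicates. Between the sexes 7 of them had the same direction at both times, Xist, Ddx3y, Hba-a1, Hba-a2, Hbb-bs, Timp2 and mt-Tm, and 15 had opposite directions (31.8% the same, exact binomial p = 0.134). All 15 were higher in males at 6 h and lower at 24 h. The shared count fell to 12 without JFRm41 (exact p = 0.148) and to 11 without JFRm71 (exact p = 0.464), and rose to 36, 48 and 49 without JFRm70, JFRm67 and JFRm78. The share with the same direction passed the exact binomial threshold without JFRm42 (25.8%), JFRm63 (26.9%), JFRm70 (16.7%), JFRm67 (14.6%) or JFRm78 (12.2%). Without JFRm71 this share lay on the other side of an even split. With no minimum mean, 67 genes were shared, and with a minimum of 50 there were 7. Of the 8 genes of Table 3, 6 were called here at 6 h and 4 at 24 h, all 8 in the direction of the table at both times. At 24 h the groups are unlike, since the table's ratios equal, within 1%, those of the libraries used here for 2 of 8 genes. With JFRm58 and JFRm74 added they do so for 8 of 8, and Ifi203 and Rab44 were then called at 24 h too.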

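Nod1 (ENSMUSG00000038058, chromosome 6 of GRCm38, 54923949 to 54972612) had 97.5 ± 18.8 normalized counts in males and 42.5 ± 26.6 in females at 6 h (SD, n = 4 each; limma log2 fold change 1.35, SE 0.46, adjusted p = 0.687). At 24 h its male mean of 47.1 ± 14.4 lay below the female mean of 85.2 ± 14.5 (log2 fold change −0.87, SE 0.37), with no overlap between the sexes (exact permutation p = 0.0286). The 24 h call was lost without any 1 of JFRm70, JFRm76, JFRm67, JFRm78, JFRm71 or JFRm59, with log2 fold changes from −0.90 to −0.77, and with no minimum mean (−0.87). Samd9l had log2 fold changes of 1.99 (SE 0.75) at 6 h and −1.47 (SE 0.56) at 24 h. The call of Samd9l was lost at 6 h without JFRm39 (1.51) or JFRm40 (1.78), and at 24 h without JFRm71 (−1.42) or JFRm59 (−1.23). Rnf213 and Mt2 were not called at either time by limma in the main comparison but were by DESeq2. In the main comparison limma called Ifi203 and Rab44 at 6 h only, while DESeq2 called Ifi203 at 24 h as well. Ifi203 belongs to a family of near-identical genes, and its value is uncertain. At 6 h, 33 of the 37 genes of Table 2 were called. Its first 5 genes, Marcks, Btg2, Hcar2, S100a6 and Gadd45b, had log2 fold changes from 1.76 (Hcar2) to 2.48 (Gadd45b), and limma's adjusted p-values ran from 0.590 to 0.687. At 24 h, 7 of the 13 genes of Table 4 were called. Among them were Hba-a1, Bst2, Tor1b, Lrrc17, mt-Nd6 and the pseudogene Gm8995, whose reads a near-identical gene could share. The groups are unlike, since the table's ratios equal, within 1%, those of the libraries used here for 2 of 13 genes. With JFRm58 and JFRm74 added they do so for 13 of 13, and mt-Tv, Ndufs8, Rpl37a and Tgs1 were then called. Bst2 and Gm8995 were not called by DESeq2 (log2 fold changes −0.87 and −1.14) or by edgeR on the recovered reads (−0.90 and −1.17). Among those 7, Tor1b and Lrrc17 kept an unadjusted limma p under 0.05 with each library left out in turn. The 18 h side of Tables 2 and 4 was not analysed here.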

The Hba-a1 (hemoglobin alpha, adult chain 1) gene is identified to be in common in all the time points studied in response to infection (Tables 2–4). 

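Hba-a1 (ENSMUSG00000069919, chromosome 11 of GRCm38, 32283511 to 32284465) had 1815 ± 1775 normalized counts in males and 189 ± 218 in females at 6 h (SD, n = 4 each), a limma log2 fold change of 3.74 (SE 0.92, adjusted p = 0.545) that stayed between 2.59 and 4.58 with each library left out. At 24 h it had 348 ± 225 in males and 120 ± 67.6 in females (SD, n = 4 each), a log2 fold change of 1.41 (SE 0.53, adjusted p = 0.997 by limma). The sexes overlapped at both times, with an exact permutation p of 0.0857 at each. The 24 h call was lost without JFRm77 (1.05), JFRm76 (1.18) or JFRm60 (1.16). Hba-a2 is a near-identical copy of Hba-a1, so the division of reads between the 2 genes is uncertain. Its log2 fold changes were 4.16 (SE 1.02) at 6 h and 1.16 (SE 0.51) at 24 h, and the 24 h call was lost without JFRm70 (1.19), JFRm77 (1.16), JFRm76 (0.93), JFRm78 (0.77) or JFRm59 (0.95), and by DESeq2 (0.95) and edgeR (0.92).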

Since the 6 h time point resulted in significant differences in AM gene expression and also based on previous findings (52, 71), we focused our subsequent study for the other SP-A variants i.e., SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^3^) and KO on the 6 h time point in order to identify early-stage gene expression changes after infection.

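The called genes were 5.86% of the genes tested at 6 h and 3.00% at 24 h, where nominally 5% would pass by chance. Their median ratio of male to female means was 2.24 at 6 h and 0.555 at 24 h. Whether the difference between the sexes itself differed between the time points was not tested. From the differences at 6 h and from earlier findings, the paper reasons that this time point serves to identify early-stage changes after infection.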

**Table 1:** The total number of genes identified with ≥2-fold change at different time points (6, 18, and 24 h) in SP-A2 (1A^0^) males compared to females after *K. pneumoniae* infection are shown.

	**SP-A2 (1A**^****0****^**)** **Male vs. female**	
**Gene variant # of genes identified**
	**≥2-fold change (increase)**	**≤2-fold change (decrease)**
6 h (*n* = 276)	169* (22)	75* (10)
18 h (*n* = 381)	146* (28)	148* (59)
24 h (*n* = 183)	79* (20)	66* (18)

* *Number of genes significantly changed ≥2-fold either increase or decrease in males compared to females (M/F). In parenthesis, genes that had expression value between > 0.5 – <2-fold change either increase or decrease in males compared females (M/F) are shown. All comparisons with or without the cut-off value had P-value < 0.05*.

**Figure 2:**
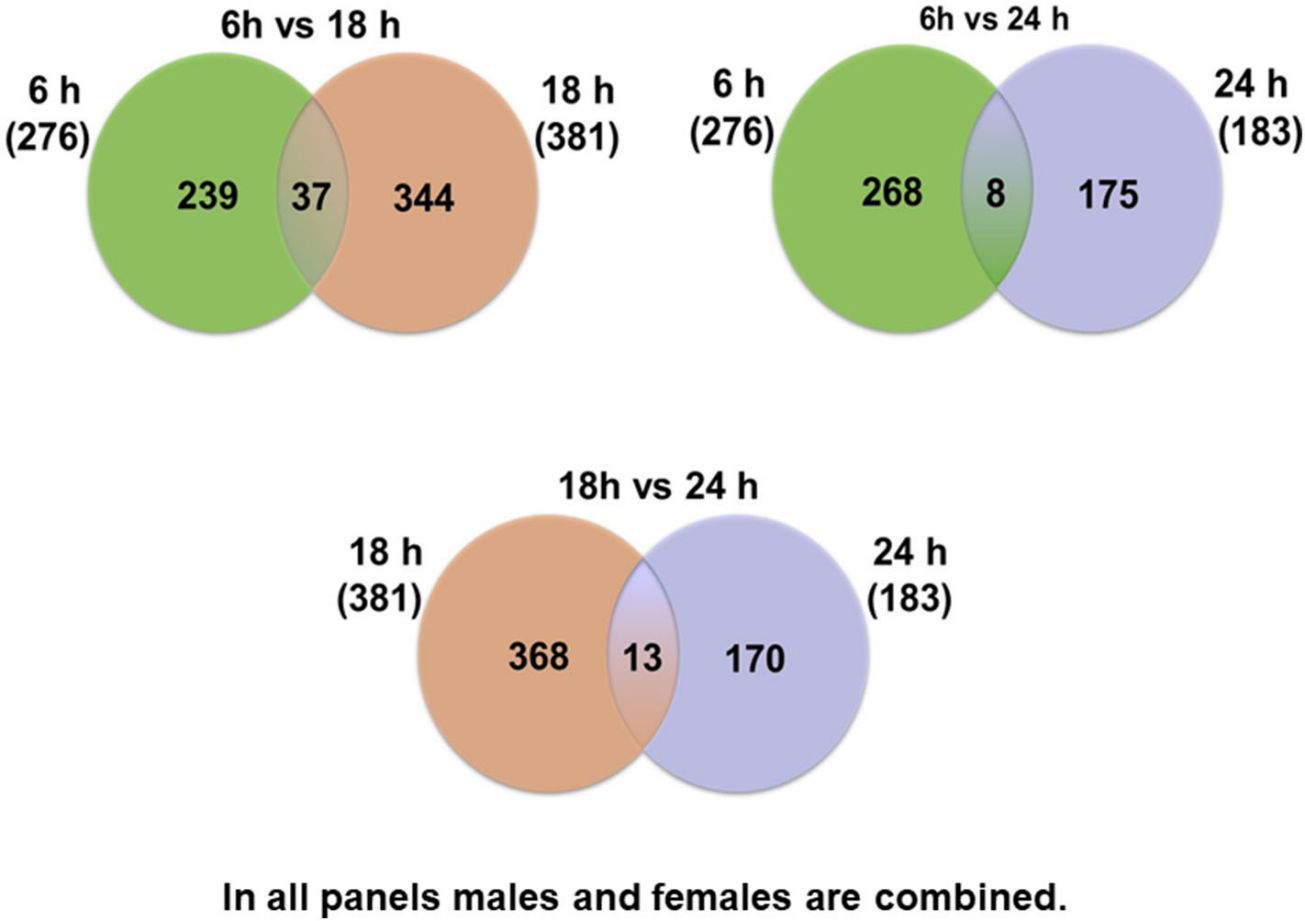
Comparison of the number of genes affected by *K. pneumoniae* in males and females at different time points. The Venn diagrams show genes identified in common after comparison of two different time points. Thirty-seven genes were in common between 6 vs. 18 h, and 239 were unique for the 6 h time point and 344 were unique for the 18 h time point. Eight genes were identified in common between 6 vs. 24 h, and 268 were unique for the 6 h time point and 175 were unique for the 24 h time point. The comparisons between 18 vs. 24 h revealed 13 genes in common in both groups and 368 unique for the 18 h and 170 unique for the 24 h time point.

**Table 2:** Relative expression levels of genes identified in common that changed ≥2-fold increased or ≤ 2-fold decreased at the 6 and 18 h time points in SP-A2 (1A^0^) males compared to females (M/F), and vice vera after *K. pneumoniae* infection are shown.

**Gene symbol**	**6 h**			**18 h**		
	**M vs. F**	**F vs. M**	***P*-value**	**M vs. F**	**F vs. M**	***P*-value**
Marcks	5.7460	0.1740	0.000089	2.7000	0.3704	0.001748
Btg2	4.0105	0.2493	0.000236	3.1590	0.3166	0.030556
Hcar2	3.9256	0.2547	0.000251	4.0331	0.2479	0.000005
S100a6	4.3518	0.2298	0.000370	3.3733	0.2964	0.000000
Gadd45b	5.6437	0.1772	0.000546	3.0560	0.3272	0.017165
Zfp36	5.0443	0.1982	0.000623	3.6399	0.2747	0.001794
Cd14	4.5731	0.2187	0.001439	4.2935	0.2329	0.011648
Ptafr	3.8673	0.2586	0.001631	4.2266	0.2366	0.000202
Junb	2.8988	0.3450	0.004945	2.6903	0.3717	0.003759
Slc25a37	3.4459	0.2902	0.004990	2.6604	0.3759	0.022788
Cd2	0.3728	2.6824	0.005315	0.4408	2.2688	0.022468
Hba-a1*	9.6062	0.1041	0.005981	0.4338	2.3052	0.015265
RP23-59N15.4	5.0270	0.1989	0.006044	5.9803	0.1672	0.000588
mt-Ta	2.6127	0.3827	0.006904	3.5170	0.2843	0.001029
mt-Tq	3.0148	0.3317	0.007714	1.9598	0.5103	0.020162
Snx20	2.2940	0.4359	0.007715	2.2880	0.4371	0.021775
Trib1	2.7831	0.3593	0.008952	2.3894	0.4185	0.009813
Clec4d	3.3064	0.3024	0.009817	4.1494	0.2410	0.002481
Zfp36l1	2.9784	0.3357	0.010499	2.9442	0.3397	0.001794
Mbp	0.3419	2.9252	0.010910	3.1897	0.3135	0.024033
Cmtm7	3.0588	0.3269	0.011060	2.7641	0.3618	0.030862
Gys1	2.6634	0.3755	0.013845	0.3495	2.8612	0.024641
1200014J11Rik	0.4144	2.4132	0.017435	2.4349	0.4107	0.023370
Gdf15	1.8999	0.5263	0.020232	2.6002	0.3846	0.002174
Ier5	2.0183	0.4955	0.021404	1.9254	0.5194	0.045583
Arl4c	2.9374	0.3404	0.021631	2.5632	0.3901	0.013733
Lck	4.6324	0.2159	0.028625	4.5117	0.2216	0.000796
S100a8	8.7843	0.1138	0.030529	3.5413	0.2824	0.000181
Gga1	1.9733	0.5068	0.032244	2.2715	0.4402	0.043944
Mxd1	5.2531	0.1904	0.032654	3.0207	0.3311	0.000770
Clec5a	2.3036	0.4341	0.034274	0.3721	2.6876	0.011033
Ccr1	2.3035	0.4341	0.037209	2.1519	0.4647	0.048452
mt-Tm	1.9731	0.5068	0.038017	1.9757	0.5061	0.029326
Adora2a	2.7494	0.3637	0.040193	3.8980	0.2565	0.006020
Ier3	4.7039	0.2126	0.042962	2.2038	0.4538	0.001985
Hif1a	2.5693	0.3892	0.044278	2.0839	0.4799	0.022312
Tbkbp1	2.2167	0.4511	0.049618	2.2612	0.4422	0.036860

* *Identified in all studied time points*.

**Table 3:** Relative expression levels of genes identified in common that changed ≥2-fold increased or ≤ 2-fold decreased at the 6 and 24 h time points in SP-A2 (1A^0^) males compared to females (M/F), and vice versa after *K. pneumoniae* infection are shown.

**Gene symbol**	**6 h**			**24 h**		
	**M vs. F**	**F vs. M**	***P*-value**	**M vs. F**	**F vs. M**	***P*-value**
Hba-a2	7.5810	0.1319	0.03314	2.65	0.3770	0.0055
Rnf213	2.8878	0.3463	0.04376	0.27	3.6470	0.0087
Ifi203	3.5553	0.2813	0.00288	0.31	3.2390	0.0088
Nod1	2.2943	0.4359	0.02315	0.49	2.0484	0.0149
Mt2	0.4431	2.2569	0.01686	0.52	1.9203	0.0302
Rab44	3.2471	0.3080	0.00166	0.55	1.8026	0.0333
Samd9l	5.0088	0.1996	0.00234	0.44	2.2910	0.0379
Hba-a1*	9.6062	0.1041	0.00598	4.01	0.2492	0.0001

* *Identified in all studied time points*.

**Table 4:** Relative expression levels of genes identified in common that changed ≥2-fold increased or ≤ 2-fold decreased at the 18 and 24 h time points in SP-A2 (1A^0^) males compared to females (M/F), and vice versa after *K. pneumoniae* infection are shown.

**Gene symbol**	**18 h**			**24 h**		
	**M vs. F**	**F vs. M**	***P*-value**	**M vs. F**	**F vs. M**	***P*-value**
Bst2	2.0864	0.4793	0.03311	0.3552	2.8152	0.00195
Tor1b	0.3214	3.1113	0.00297	3.3859	0.2953	0.00246
Lrrc17	2.2032	0.4539	0.02549	0.4665	2.1434	0.00537
Gba	0.4121	2.4266	0.0142	2.2229	0.4499	0.00619
mt-Nd6	3.2300	0.3096	0.03552	0.3490	2.8652	0.0078
Gm8995	2.2180	0.4509	0.01838	0.3575	2.7969	0.00982
mt-Tv	3.5025	0.2855	0.00848	0.4122	2.4263	0.02662
Irf1	3.2370	0.3089	0.00919	0.3665	2.7285	0.02888
Siae	0.2506	3.9905	0.00666	3.1088	0.3217	0.0351
Ndufs8	0.3328	3.0050	0.01062	1.8580	0.5382	0.03568
Rpl37a	0.6047	1.6538	0.03723	1.5528	0.6440	0.03766
Hba-a1*	0.4338	2.3052	0.01526	4.0131	0.2492	0.00014
Tgs1	0.3697	2.7051	0.02498	1.6874	0.5926	0.04624

* *Identified in all studied time points*.

### Sex Differences in AMs Gene Expression in Response to *K. pneumoniae*

The relative expression levels of the significant genes (*P* < 0.05) in the AMs of male vs. female mice after infection were analyzed. The two-tailed *t*-test and non-parametric Mann–Whitney *U-*test resulted in significant sex difference between genes identified from males and females at the 6 h, and 24 h time point (Figures 3A,C), whereas the genes identified at 18 h (Figure 3B) time point did not have any significant difference between males and females of SP-A2 (1A^0^). 

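For the comparison of the listed genes between the sexes, the mean log2 (normalized counts + 1) over the called genes was taken in each library, so that mice and not genes were the replicates. At 6 h this mean was 5.66 ± 0.46 in males and 5.02 ± 0.47 in females (SD, n = 4 each), a difference of 0.64 (exact two-sided permutation test, p = 0.0857). At 24 h it was 4.86 ± 0.20 in males and 4.98 ± 0.16 in females (SD, n = 4 each), a difference of −0.12 (exact two-sided permutation test, p = 0.314). With genes taken as the units and 100000 resamples, a permutation of the ranks gave p = 1e-05 at 6 h, the smallest it can give, and p = 0.404 at 24 h. Each gene entered as its ratio of male to female means and as the reciprocal. Both were permuted as separate values, which makes these p-values too small. The genes were chosen on the same libraries, so neither p is independent evidence. With the 2 genes that passed the adjustment, Xist and Ddx3y, as the list, the 6 h difference was −0.93. Xist is high in females and Ddx3y in males, so this value does not bear on the other called genes.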

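The library means of log2 (CPM + 1) over the genes called in each line at 6 h were compared between the sexes by the exact two-sided permutation test. In SP-A1 (6A2) mice they were 6.35 ± 0.22 in males and 5.73 ± 0.11 in females (SD, n = 4 each), a difference of 0.62 (exact p = 0.0286). In SP-A1 (6A4) mice they were 5.37 ± 0.02 and 5.61 ± 0.14, a difference of −0.24 (exact p = 0.0286). In SP-A2 (1A3) mice they were 5.68 ± 0.15 and 6.08 ± 0.13, a difference of −0.40 (exact p = 0.0286). In the 1A3 male library JF22 hemoglobin genes took 24.6% of the reads, which lowers the CPM of its other genes. Without JF22 the 1A3 difference was −0.32. In KO mice the 2 means were 6.16 ± 0.03 and 6.16 ± 0.06, and their difference of 2.9e-05 had an exact p of 1. The KO list holds 1139 genes higher and 1096 lower in males, so its mean over both directions nearly cancels and does not measure how far the single genes differ. A permutation of the ranks with genes as the units gave p = 1e-05, the smallest of 100000 resamples, in each of the 3 transgenic lines and p = 0.0248 in KO. Here too each ratio and its reciprocal were permuted as separate values, so these p-values are too small. The KO value therefore decides nothing. Because the genes were selected on these libraries, a difference in a list follows in part from the selection. With the 3 genes past the adjustment, Xist, Ddx3y and Eif2s3y, as the list, the SP-A1 (6A4) difference was 0.44. These genes are all sex-linked, so this value does not bear on the other called genes.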

A similar analysis resulted in significant sex differences in the expression of AM genes in other SP-A variants, i.e., SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^3^), as well as in KO males and females at 6 h post-infection (Figures 4A-D).

**Figure 3:**
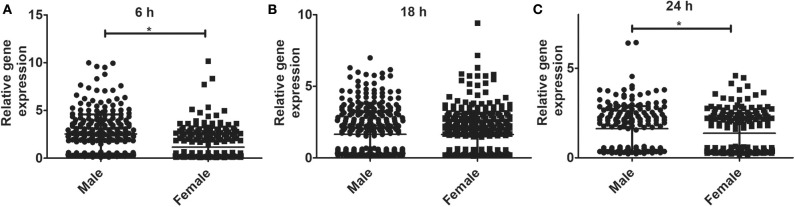
Gene expression in AMs of SP-A2 (1A^0^) male and female after infection with *K. pneumoniae*. Comparisons between genes identified in males and females after 6 h (276 genes), 18 h (381 genes), and 24 h (183 genes) of infection (*n* = 4/group). Significant differences were observed in the expression of genes at the 6 h and 24 h time points between males and females **(A,C)**, with no significant differences at the 18 h time point **(B)**. Significant differences *P* < 0.05 between sexes are noted with an asterisk (*).

**Figure 4:**
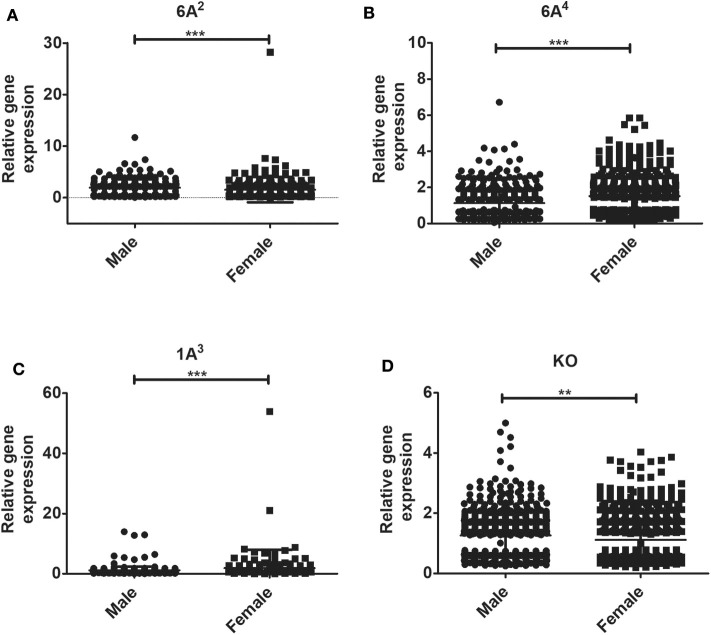
Gene expression in AMs of SP-A1 (6A^2^, 6A^4^) and SP-A2 (1A^3^) variants as well as KO male and female after *K. pneumoniae* infection at the 6 h time point. A total of 196 genes (SP-A1 (6A^2^), **(A)**, 494 genes (SP-A1 (6A^4^), **(B)**, 397 genes (SP-A2 (1A^3^), **(C)** and 858 genes (KO, **D**) were identified with a *P*-value < 0.05 (*n* = 4/group). Significant sex differences in the expression of genes were observed for all variants studied and the KO. The significant differences (*P* < 0.01 and *P* < 0.001) between sexes are noted with an asterisk (** and ***).

### Differential Expression of Genes in SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^3^) and KO Males and Females Mice Infected With *K. pneumoniae*

In response to infection, we identified 196 genes [SP-A1 (6A^2^)], 494 genes [SP-A1 (6A^4^)], 397 genes (SP-A2 (1A^3^)] and 858 genes (KO) with a *P*-value < 0.05 in both males and females (Supplementary File 2). 

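For SP-A1 (6A2, 6A4), SP-A2 (1A3) and KO mice, the last of which lack SP-A, the authors' tables give the read count of each gene in each library and CPM, the count divided by the library total on a scale common to all libraries. These tables list fewer genes than those of the 1A0 mice, 12182 for 6A2 and 17216 for the other 3 lines, they name no genome build, and the filter behind the lists is not stated in the paper's text. Library totals lay between 611298 and 2999049 reads in 6A2 (median 1684000 in males and 2306000 in females) and between 1616156 and 3218721 in 6A4 (2329000 and 2428000). They lay between 2018547 and 3092792 in 1A3 (2579000 and 2248000) and between 1934207 and 2768166 in KO (2351000 and 2336000). At a mean of 10 CPM, the minimum used here, a gene rests on few reads in the smaller libraries. The counts were compared by edgeR's quasi-likelihood test with TMM normalization, 4 male against 4 female libraries in each line. Values are given as CPM. Xist had 818 ± 654 CPM in 6A2 females, 893 ± 200 in 6A4, 1075 ± 334 in 1A3 and 523 ± 104 in KO (SD, n = 4 each). In the female library X3 of 6A2 it had 0.358 CPM, while the other 3 females of that line had 765 CPM or more, and Ddx3y had 0 there. In males the means of Xist were 2.86 (6A2), 0.0777 (6A4), 1.07 (1A3) and 1.58 (KO) CPM. Ddx3y had 105 ± 19.5, 76.2 ± 33.2, 55.2 ± 8.98 and 68.2 ± 13.3 CPM in the males of these lines, in that order, and 0 to 0.517 CPM in every female library. Sftpa1 had at most 4.27 CPM in 6A4, 1A3 and KO and is not listed in the 6A2 table, and it checks no label for the reason given for 1A0 mice.

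**Figure D1:**
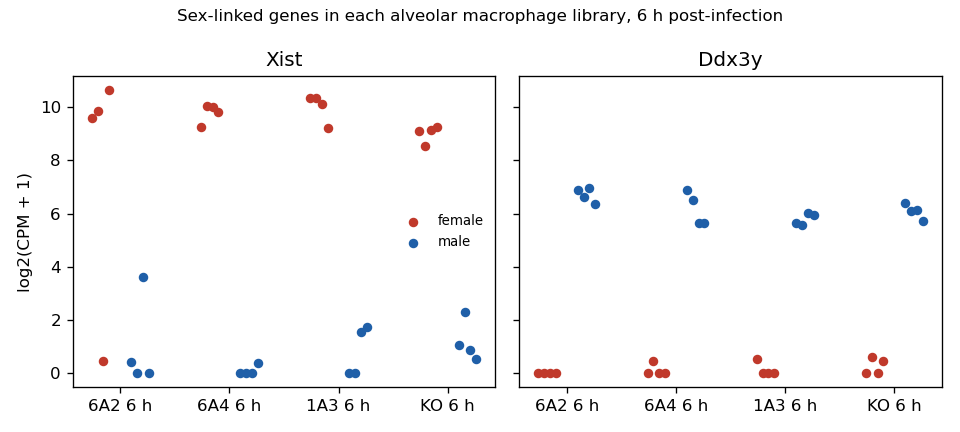
Xist and Ddx3y in each library of the 4 lines studied at 6 h only, as log2 (CPM + 1), with 1 point per library and sexes by the table headings or, for 6A2, by Supplementary File 2. Ddx3y separates all males from all females, and Xist does so with 1 exception, the female library X3 at 0.358 CPM.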

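In SP-A1 (6A2) mice 8211 genes were tested. Between the sexes 240 differed at an unadjusted edgeR p under 0.05 (143 higher and 97 lower in males). Nominally 410.6 would by chance, but the other splits of these 8 libraries into 4 and 4 called 134 to 287 genes, with a median of 192. Ddx3y alone passed the adjustment by edgeR, and among genes outside the sex-linked ones 0 passed. The 6A2 libraries of the same sex were less alike than those of 6A4, 1A3 and KO. Their mean correlation with the others of their sex was 0.55 to 0.70, against 0.86 to 0.94 in those 3 lines. Counts of calls are therefore not like for like between 6A2 and these lines, and a low count need not mean a small difference. DESeq2 called 450 genes unadjusted and 9 adjusted, limma on log2 CPM 445 and 0, and with no minimum mean edgeR called 1058, the largest move among the alternatives. In SP-A1 (6A4) mice 346 of 8096 genes were called (149 higher, 197 lower), against 404.8 by chance, and the 3 past the adjustment were Xist, Ddx3y and Eif2s3y, so that again 0 other genes passed. There DESeq2 gave 374 genes unadjusted and 6 adjusted, and limma 321 and 3. In SP-A2 (1A3) mice 981 of 8157 were called (385 higher, 596 lower), against 407.9 by chance, and 9 passed the adjustment (130 by DESeq2 and 48 by the authors' p-values). In KO mice 2235 of 7679 genes were called (1139 higher, 1096 lower), against 384 by chance, and 1045 passed (554 higher, 491 lower). Genes with no overlap between the sexes were 294 (3.58%), 233 (2.88%), 471 (5.77%) and 1442 (18.8%) in these lines, in that order, against 2.86% by chance. The chance numbers of called genes are nominal here too. Other splits called a median of 311.5 genes in 6A4, 313.5 in 1A3 and 258.5 in KO. Counts as large as the real one came from 7 of 35 splits in 6A2 and 13 in 6A4, the real one included. In 1A3 and KO only the real split gave as many, although another 1A3 split called 912. Without the 6A2 library X3, 2 genes passed the adjustment. In 1A3, without JF24 652 genes were called and 3 passed, and the adjusted count was 46 without JF20, 3 without JF17 and 2 without JF21, JF22 or JF23. In KO it was 562 without JF2 and 660 without JF3. Rescaling to equal totals lowered the share of calls higher in males from 43.1% to 32.6% in 6A4 and from 39.2% to 17.2% in 1A3 (19.0% by limma on log2 CPM). Of the genes the paper lists in Supplementary File 2, 150 of 196 (6A2), 271 of 494 (6A4), 341 of 397 (1A3) and 835 of 858 (KO) were called here.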

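In SP-A1 (6A2) mice, 103 of the called genes were at least 2-fold higher and 54 at least 2-fold lower in males by the ratio of mean CPM. Without the female library X2 the higher genes numbered 182 and without X3 177. In this line the female library X3 lacks Xist, and the male library X7 holds the highest values of several skeletal muscle genes, with 1523 CPM of Ckm.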

Out of 196 genes identified from AMs from SP-A1 (6A^2^) after infection, 97 and 61 genes had expression levels ≥2-fold or ≤2-fold, respectively, in males compared to females, and vice versa (Table 5, Supplementary File 2). Thirty-eight genes had expression value between >0.5 – <2-fold change either increase or decrease in males compared to females and vice versa (Table 5, Supplementary File 2). In the case of SP-A1 (6A^4^), 494 genes were identified, 54 and 119 genes had expression levels ≥2-fold or ≤2-fold in males compared to females, and vice versa (Table 5, Supplementary File 2). 

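In SP-A1 (6A4) mice, 26 called genes were at least 2-fold higher and 84 at least 2-fold lower in males. There were 55 higher genes without the female library JF11, and 144 or 140 lower genes without JF9 or JF14. Marco (ENSMUSG00000026390), a scavenger receptor of macrophages, had 1076 ± 170 CPM in males and 2560 ± 1038 in females (SD, n = 4 each), an edgeR log2 fold change of −1.24 (SE 0.28, adjusted p = 0.871). All 4 male values lay below all 4 female values (exact permutation p = 0.0286), and the log2 fold change stayed between −1.45 and −0.97 with each library left out. Tap2 had 161 ± 86.8 CPM in males and 324 ± 114 in females, a log2 fold change of −1.01 (SE 0.39, adjusted p = 0.992 by edgeR), and its call was lost without JF11 (−0.72) or JF15 (−0.999).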

The levels of 321 genes had expression value between >0.5 – <2-fold change either increase or decrease in males compared to females and vice versa (Table 5, Supplementary File 2).

**Table 5:** The total number of genes identified from SP-A1 and SP-A2 variants and KO males and females with ≥2-fold change after *K. pneumoniae* infection (6 h) are shown.

**Gene variant and # of genes identified**	**Male vs. female**	
	**≥ 2-fold change (increase)**	**≤ 2-fold change (decrease)**
SP-A2 (1A^0^) (*n* = 276)	169* (22)	75* (10)
SP-A1 (6A^2^) (*n* = 196)	97* (18)	61* (20)
SP-A1 (6A^4^) (*n* = 494)	54* (187)	119* (134)
SP-A2 (1A^3^) (*n* = 397)	11* (204)	62* (120)
KO (*n* = 858)	93* (416)	90* (259)

* *Number of genes significantly changed ≥2-fold either increase or decrease in males compared to females (M/F). In parenthesis, genes that had expression value between >0.5 – <2-fold change either increase or decrease in males compared to females (M/F) are shown. All comparisons with or without the cut-off value had P-value <0.05*.

In a similar analysis with SP-A2 (1A^3^), 397 genes were identified, 11 and 62 genes had expression level ≥2-fold or ≤2-fold, respectively, in males compared to females, and vice versa (Table 5, Supplementary File 2). 

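In SP-A2 (1A3) mice, 47 called genes were at least 2-fold higher and 266 at least 2-fold lower in males. A minimum mean of 50 CPM gave 9 and 79, and the fold from the fitted log2 change gave 55 and 222. Rnase2a (ENSMUSG00000047222) had 1.41 ± 0.444 CPM in males and 152 ± 180 in females (SD, n = 4 each), an edgeR log2 fold change of −6.64 (SE 1.07, adjusted p = 0.0446). It belongs to a family of similar ribonuclease genes that could share its reads, and its value is uncertain. Mmp12 (ENSMUSG00000049723), a macrophage metalloelastase, had 6.08 ± 2.07 CPM in males and 329 ± 412 in females (SD, n = 4 each), a log2 fold change of −5.72 (SE 0.94, adjusted p = 0.0446 by edgeR). In both genes the female SD was larger than the female mean, and still every female value lay above every male value (exact permutation p = 0.0286). Without 1 library in turn, the log2 fold changes ran from −7.03 to −5.38 and from −6.10 to −4.27. Apart from these and the sex-linked Xist, Ddx3y and Eif2s3y, the genes past the adjustment were Agpat1, Arg1, Itgam and Ltb, named after their values were seen. With the sex-linked genes left out of the tests, 0 genes passed the adjustment by edgeR and 976 passed unadjusted. Marco had 1074 ± 432 CPM in males and 2359 ± 195 in females (log2 fold change −1.08, SE 0.23, adjusted p = 0.134 by edgeR), and Tap1 had 37.5 ± 4.50 and 113 ± 61.6 (−1.52, SE 0.34, adjusted p = 0.154 by edgeR). By qRT-PCR in other mice the paper reports MARCO and MMP12 higher in males of this line, the reverse of these values, and TAP1 similar. Of 19 genes compared this way in 1A3, 8 had the paper's direction.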

The levels of 324 genes had expression value between >0.5 – <2-fold change either increase or decrease in males compared females, and vice versa (Table 5, Supplementary File 2). Whereas, in KO, 858 genes were identified, and 93 and 90 genes had their expression level ≥2-fold or ≤2-fold, respectively, in males compared to females and vice versa (Table 5, Supplementary File 2). 

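In KO mice, 289 called genes were at least 2-fold higher and 334 at least 2-fold lower in males. Hamp (ENSMUSG00000050440), which encodes the iron regulator hepcidin, had 67.6 ± 23.4 CPM in males and 11.6 ± 4.08 in females (SD, n = 4 each), an edgeR log2 fold change of 2.57 (SE 0.33, adjusted p = 0.000497). Retnla (ENSMUSG00000061100) had 1.06 ± 0.563 CPM in males and 40.1 ± 43.2 in females (log2 fold change −5.19, SE 1.01, adjusted p = 0.00467 by edgeR). Hamp and Retnla showed no overlap between the sexes (exact permutation p = 0.0286 for each), and each kept its direction and an unadjusted p under 0.05 with every library left out that could be tested. Among the genes the paper discusses, Cdk1 fell by 0.96 on the log2 scale in males (SE 0.22, adjusted p = 0.00964 by edgeR) and Tap2 had 277 ± 68.4 CPM in males against 109 ± 43.6 in females (log2 fold change 1.36, SE 0.27, adjusted p = 0.00503 by edgeR). Fkbp5 had a log2 fold change of −0.64 (SE 0.18, adjusted p = 0.0313 by edgeR), with an overlap between the sexes (exact permutation p = 0.0571), and it was not called by the authors' own p-values (−0.62). By qRT-PCR in other mice the paper reports CDK1 higher in KO females, the direction found here. For TAP2 (higher in KO females) and FKBP5 (higher in KO males) it reports the reverse of these values. Of 27 genes compared this way in KO, 11 had the paper's direction.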

The levels of 675 genes had expression value between >0.5 – <2-fold change either increase or decrease in males compared females and vice versa (Table 5, Supplementary File 2).

### Differences in Gene Expression Between Gene-Specific Variants in Response to Infection

#### SP-A1

The bacterial infection resulted in significant differences in AM gene expression between males and females of 6A^2^ and 6A^4^ variants. 

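Among genes tested in both lines, 8 were called in SP-A1 (6A2) and in SP-A1 (6A4) mice, where 8.87 would be shared by chance (one-sided Fisher's exact test across genes, p = 0.668). They were Xist, Ddx3y, Eif2s3y, Fbxw5, Fkbp5, Ikbkb, Smarcb1 and Ssh2, the last 2 named after their values were seen, and 6 of them had the same direction in both lines (exact binomial p = 0.289). The shared count rose to 14 without X1, X8, JF10 or JF15, 15 without X4, 16 without JF14 and 17 without X2, and the overlap passed the exact threshold without X2 (p = 0.0319), X8 (p = 0.0120) or JF10 (p = 0.0254). Fbxw5 (ENSMUSG00000015095) had 97.3 ± 20.1 CPM in males and 19.4 ± 10.2 in females of 6A2, and 36.6 ± 10.6 and 21.6 ± 3.22 in 6A4 (SD, n = 4 each). Its edgeR log2 fold changes were 2.34 (SE 0.62, adjusted p = 1.00) and 0.79 (SE 0.29, adjusted p = 0.992), and the sexes did not overlap in either line (exact permutation p = 0.0286 in each), but the 6A4 call was lost without JF14 (0.54). Fkbp5 (ENSMUSG00000024222) had 119 ± 87.3 against 283 ± 95.3 CPM in 6A2 and 301 ± 145 against 147 ± 60.7 in 6A4, so males were lower in the first line (−1.25, SE 0.45) and higher in the second (1.04, SE 0.35). The 6A4 call of Fkbp5 was lost without JF13 (0.72). By qRT-PCR in other mice the paper reports FKBP5 higher in females of both lines, the reverse of the 6A4 value. Ikbkb was higher in males in both lines (0.84, SE 0.38, and 0.46, SE 0.21), and single libraries decided both calls. The calls of Ikbkb were lost without X1 (0.69), X3 (0.86), X4 (0.69), X5 (0.77), X6 (0.69) or X7 (0.89) in 6A2, and without JF11 (0.38), JF12 (0.34), JF13 (0.46), JF14 (0.45), JF15 (0.48) or JF16 (0.46) in 6A4. Socs3 was called in 6A2 (−1.34, SE 0.56) but not in 6A4 (−1.27, SE 0.64). Without X2 (−0.85), X4 (−1.23), X5 (−1.34), X6 (−1.15) or X8 (−1.17) its 6A2 call was lost, and without JF10 (−1.62), JF12 (−1.53) or JF13 (−1.70) it was called in 6A4, as it was with no minimum mean (−1.25). Ikbkb was not called in 6A4 by DESeq2 (0.46) or after rescaling to equal totals (0.44).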

Five genes with significantly changed levels were found to be in common between SP-A1 (6A^2^ vs. 6A^4^) variants in both males and females (Supplementary Figure 1A, Table 6), 191 (out of 196) genes are specific to 6A^2^, and 489 (out of 494) are specific to 6A^4^ (Supplementary File 3).

**Table 6:** Genes identified to be in common in males and females of SP-A1 (6A^2^ vs. 6A^4^) and their expression levels in response to infection (post 6 h).

**Gene symbol**	**SP-A1 (6A**^****2****^**)**			**SP-A1 (6A**^****4****^**)**		
	**M vs. F**	**F vs. M**	***P*-value**	**M vs. F**	**F vs. M**	***P*-value**
Xist	0.3690	2.7099	0.000001	0.7587	1.3181	0.000001
Fbxw5	5.0250	0.1990	0.000198	1.6996	0.5884	0.008145
Socs3	0.3991	2.5059	0.019144	0.4135	2.4185	0.023588
Fkbp5	0.4209	2.3760	0.021115	2.0533	0.4870	0.021180
Ikbkb	1.8006	0.5554	0.036103	1.3621	0.7342	0.020937

*The expression levels of all the genes shown above are significantly changed either increased ≥2-fold or decreased ≤2-fold in males compared to females (M/F), and vice versa*.

#### SP-A2

In response to infection in 1A^0^ and 1A^3^, significant changes in gene expression between the variants were observed. 

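At 6 h, 94 genes were called in both SP-A2 lines, 1A0 and 1A3, where 42.8 would be shared by chance (one-sided Fisher's exact test across genes, p = 1.2e-14). Between the lines 12 genes had the same direction and 82 opposite directions (exact binomial p = 5.6e-14). This test takes genes as independent and is not a test across mice. Of the 82 genes, 69 were higher in males in 1A0 and lower in males in 1A3 and 13 the reverse. With the mean of a list of neutrophil marker genes as a covariate, chosen after seeing the values, 31 genes were shared and 21 of them opposite. With lists of equal length, 7 of 100 pairs of splits of the libraries, the real one included, gave as large a share in 1 direction. Chance cannot therefore be excluded for the direction. Without JFRm42, 143 genes were shared, and without JF19, 60. Marcks (ENSMUSG00000069662) had 260 ± 188 normalized counts in males and 45.3 ± 35.7 in females of 1A0, and 25.1 ± 8.65 and 178 ± 139 CPM in 1A3 (SD, n = 4 each). Its log2 fold change was 2.43 (SE 0.65, adjusted p = 0.590 by limma) in the first line and −2.71 (SE 0.54, adjusted p = 0.103 by edgeR) in the second. Cd52 (ENSMUSG00000000682) had 561 ± 178 against 234 ± 41.0 normalized counts in 1A0 and 530 ± 80.8 against 784 ± 183 CPM in 1A3, with no overlap between the sexes in either line (exact permutation p = 0.0286 in each). Its 1A3 call was lost without JF18 (−0.29), JF22 (−0.48) or JF23 (−0.49). Mmp8 and Ets2 were higher in males in 1A0 (log2 fold changes 2.21 and 1.94) and lower in 1A3 (−1.46 and −1.36), as was Hcar2 in 1A3 (−0.87). The call of Mmp8 in 1A0 was lost without JFRm41 (1.72), and that of Hcar2 in 1A3 without JF19 (−0.47), JF23 (−0.73) or JF24 (−0.79). Il1b had a log2 fold change of −2.28 (SE 0.72) in 1A3, which rested on the female library JF19 (−0.79 without it). S100a8 had −2.55 (SE 1.00) in 1A3 and lost its call without JF19 (−1.15), JF21 (−2.20), JF23 (−2.24) or JF24 (−2.26). S100a9 had −2.82 (SE 1.32) and was not called, except without JF18 (−3.21), JF20 (−3.16) or JF22 (−5.84), after rescaling to equal totals (−3.16), with no minimum mean (−2.82), with the authors' p-values (−2.78) and by limma on log2 CPM (−3.93). Hba-a1 was higher in males in 1A3 as well (4.07, SE 1.27), where 1 male library, JF22, decided the call (1.80 without it). The difference between the lines was not tested. Of the 31 genes of Table 7, 29 were called here in 1A0 and 30 in 1A3, all 31 in the table's direction in both lines.

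**Figure D2:**
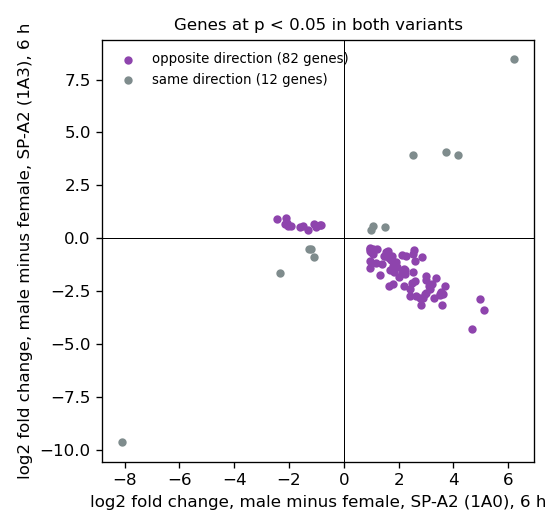
Log2 fold changes (male minus female) at 6 h of the 94 genes called in both SP-A2 lines, 1A0 on the x axis and 1A3 on the y axis, with 1 point per gene. Most points, 82 of 94, lie in the quadrants of opposite direction, 69 of them higher in 1A0 males and lower in 1A3 males.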

Thirty-one genes with significantly changed levels were found to be in common between SP-A2 (1A^0^ vs. 1A^3^) variants in both males and females (Supplementary Figure 1B, Table 7), and 245 (out of 276) genes are specific to 1A^0^ and 366 (out of 397) are specific to 1A^3^ (Supplementary File 3).

**Table 7:** Genes identified to be in common in males and females of SP-A2 (1A^0^ vs. 1A^3^) and their expression levels in response to infection (post 6 h).

**Gene symbol**	**SP-A2 (1A**^****0****^**)**			**SP-A2 (1A**^****3****^**)**		
	**M vs. F**	**F vs. M**	***P*-value**	**M vs. F**	**F vs. M**	***P*-value**
Marcks	5.7460	0.1740	0.000089	0.1409	7.0953	0.000387
Hcar2	3.9256	0.2547	0.000251	0.5103	1.9598	0.029532
Mmp8	5.8419	0.1712	0.000283	0.3390	2.9497	0.000347
Cd52	2.4022	0.4163	0.000366	0.6767	1.4778	0.032191
Ets2	4.1299	0.2421	0.000594	0.3624	2.7591	0.008474
Zfp36	5.0443	0.1982	0.000623	0.2009	4.9779	0.000001
Il1b	7.0992	0.1409	0.001554	0.1858	5.3821	0.003893
Ptafr	3.8673	0.2586	0.001631	0.3820	2.6177	0.044783
Grina	2.9707	0.3366	0.003259	0.6000	1.6665	0.017180
Btg1	2.7333	0.3659	0.003423	0.6250	1.5999	0.035135
Junb	2.8988	0.3450	0.004945	0.4618	2.1655	0.013529
Hba-a1	9.6062	0.1041	0.005981	13.9534	0.0717	0.000160
Bub1b	0.3247	3.0802	0.006720	1.3657	0.7322	0.037102
C3	2.5675	0.3895	0.007019	0.4196	2.3832	0.000217
Slco2b1	0.2867	3.4882	0.007774	1.5336	0.6521	0.019160
Irg1	7.1090	0.1407	0.009863	0.1385	7.2226	0.021020
Cdh1	0.4963	2.0150	0.012214	0.5022	1.9911	0.023057
Dgat1	3.4779	0.2875	0.016083	0.4271	2.3415	0.003079
Neurl1b	0.4998	2.0007	0.016627	1.4055	0.7115	0.006639
Gdf15	1.8999	0.5263	0.020232	0.3664	2.7290	0.000576
Ncor2	0.4623	2.1629	0.021449	1.5294	0.6539	0.004735
Tap1	7.0453	0.1419	0.021486	0.3311	3.0204	0.000002
Fcgr3	2.0423	0.4896	0.025231	0.6300	1.5872	0.022757
Krt79	0.5853	1.7086	0.029096	1.4907	0.6708	0.004495
S100a8	8.7843	0.1138	0.030529	0.1406	7.1117	0.014119
Gga1	1.9733	0.5068	0.032244	0.5886	1.6991	0.002916
Hba-a2	7.5810	0.1319	0.033145	12.9415	0.0773	0.000299
S100a9	9.9365	0.1006	0.034441	0.1133	8.8224	0.025052
Slc7a11	2.3295	0.4293	0.035834	0.2750	3.6359	0.002163
Vimp	0.4725	2.1162	0.038036	0.6624	1.5095	0.026797
Ier3	4.7039	0.2126	0.042962	0.2160	4.6307	0.004553

*The expression levels of all the genes shown above are significantly changed either increase ≥2-fold or decrease ≤2-fold in males compared to females (M/F), and vice versa*.

### Differences Between SP-A1 and SP-A2 variants in response to infection

The SP-A2 (1A^0^) males and females exhibited significant changes in the expression of AM genes (*n* = 276) in response to infection compared to SP-A1 (6A^2^) genes (*n* = 196). 

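Between SP-A2 (1A0) and SP-A1 (6A2) mice, 14 of the genes tested in both were called in both at 6 h, where 10.7 would be shared by chance (one-sided Fisher's exact test across genes, p = 0.185). They include Xist and Ddx3y, and 8 had the same direction in both lines (57.1%, exact binomial p = 0.790). The shared count was 7 without JFRm41, 8 without JFRm39 or JFRm40 and 22 without JFRm42. The overlap passed the exact threshold without JFRm63 (p = 0.0468), JFRm46 (p = 0.0290), X2 (p = 0.0215), X7 (p = 0.0119) or X8 (p = 0.0116). It also did with edgeR on the recovered reads of 1A0 (19 genes, exact p = 0.00195) and with limma on log2 CPM in 6A2 (33 genes, exact p = 0.00239). The share with the same direction passed the binomial threshold without JFRm65 (90%), JFRm46 (76.5%) or X4 (77.8%). Without X6 the share lay on the other side of an even split.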

Ten genes were identified to be in common (Supplementary Figure 1C, Supplementary File 3), with 266 genes being specific to 1A^0^ and 186 to 6A^2^. 

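Between SP-A2 (1A0) and SP-A1 (6A4) mice, 25 of the genes tested in both were called in both, where 14.6 would be shared by chance (one-sided Fisher's exact test across genes, p = 0.00542). Of these, 9 had the same direction, among them Xist, Ddx3y, Hba-a1, Hba-a2, Hbb-bs and Hbb-bt, and 16 the opposite one (exact binomial p = 0.230). Without the 6A4 library JF12, 39 genes were shared. The overlap no longer passed the exact threshold without JFRm41 (p = 0.0888), JFRm42 (p = 0.0764), JFRm64 (p = 0.0603), JF13 (p = 0.0520), JF15 (p = 0.0647) or JF16 (p = 0.380), nor with the authors' own p-values (19 genes, exact p = 0.160). The share with the same direction, 36.0%, passed the binomial threshold without JF11 (75%) or JF12 (30.8%), on opposite sides of an even split.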

A similar comparison between 1A^0^ vs. 6A^4^ resulted in the identification of 276 vs. 494 genes, respectively, with 15 genes being in common between variants (Supplementary Figure 1D, Supplementary File 3), and 261 genes were specific to 1A^0^ and 479 genes to 6A^4^.

The SP-A2 (1A^3^), males and females, exhibited significant changes in the expression of AM genes in response to infection compared to SP-A1 (6A^2^) (397 and 196, respectively). Fourteen genes were identified in common in both variants (Supplementary Figure 1E, Supplementary File 3), and 384 genes were specific to 1A^3^ and 182 genes to 6A^2^. 

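Of the genes tested in both SP-A2 (1A3) and SP-A1 (6A2) mice, 35 were called in both here, where 25.4 would be shared by chance (one-sided Fisher's exact test across genes, p = 0.0300). Their directions were the same for 18 and opposite for 17 (exact binomial p = 1.00). The muscle genes Ckm, Mylpf and Myh4 are among the 35, named after their values were seen, and in 6A2 they are highest in the male library X7. A list of other skeletal muscle genes, chosen after seeing the values, had a mean of 6.18 on the log2 scale in the 1A3 male library JF24, beside 0.50 to 0.97 in the other 1A3 males. Without JF24, 22 genes were shared. The overlap no longer passed the exact threshold without any 1 of JF18, JF19, JF20, JF21, JF24, X1, X2, X4 or X5 (p between 0.0512 and 0.171), nor without the sex-linked genes (32 genes, exact p = 0.0819) or after rescaling to equal totals (26 genes, exact p = 0.190). Without JF22, 70.6% of the shared genes had the same direction, which passed the binomial threshold.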

A similar comparison between 1A^3^ vs. 6A^4^ resulted in the identification of 397 and 494 genes, respectively. Thirty-one genes were identified in common between variants (Supplementary Figure 1F, Supplementary File 3), and 366 genes were specific to 1A^3^ and 463 genes to 6A^4^.

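Here 60 genes were called in both SP-A2 (1A3) and SP-A1 (6A4) mice, where 38.4 would be shared by chance (one-sided Fisher's exact test across genes, p = 0.000245). The direction was the same for 51 and opposite for 9 (exact binomial p = 3.1e-08). Both tests take genes as independent and are not tests across mice. Among 100 pairs of splits of the libraries, the real one included, 8 shared as many genes. With lists of equal length 23 did, and 21 gave as large a share in 1 direction. Chance cannot therefore be excluded for either result. Among the genes of the same direction are Xist, Ddx3y and Eif2s3y, the X-linked genes Kdm5c and Kdm6a, and Marco and Tap2, which were lower in males in both lines. Kdm5c and Kdm6a were named after their values were seen. Without JF9, 45 genes were shared (exact p = 0.0991), and without JF11 the share with the same direction fell from 85.0% to 57.1% and no longer passed the binomial threshold.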

### Differences Between KO and SP-A1 or SP-A2 Variants

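The KO, SP-A1 (6A4) and SP-A2 (1A3) tables hold read counts for the same 17216 genes, so the difference of the sex effect between these 3 lines was tested in 1 model over their 24 libraries, by an interaction term in edgeR. Of 8001 genes tested, 1669 had an unadjusted p under 0.05 and 415 passed the Benjamini-Hochberg adjustment. A likelihood ratio test in DESeq2 gave 1704 and 673, edgeR with no minimum mean 2658 and 240, and edgeR without the libraries at a group boundary of the sample list 1401 and 75. Leaving out 1 library in turn left between 102 and 557 genes past the adjustment. The count fell by more than a factor of 1.5 without the KO female libraries JF2 (102) and JF3 (230) and without the KO male libraries JF6 (227), JF7 (195) and JF8 (191). The same test was not run for 1A0 and 6A2.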

The KO exhibited significant changes in the expression of genes in response to infection in males and females compared to SP-A variants as shown in Supplementary Figures 2A–D. From the AMs of KO males and females, a total of 858 genes were identified. 

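Of the genes called in KO mice, 126 were called in SP-A2 (1A0) mice as well, where 102 (101.6) would be shared by chance (one-sided Fisher's exact test across genes, p = 0.00210), and 95 of them had the same direction (exact binomial p = 9.6e-09, which takes genes as independent, as do the tests of direction that follow, and is not a test across mice). Without JFRm42, 208 genes were shared. The overlap no longer passed the exact threshold without JF2 (p = 0.0569), JF3 (p = 0.112), JF8 (p = 0.318), JFRm41 (p = 0.120), JFRm39 (p = 0.0753) or JFRm40 (p = 0.558), nor by DESeq2 (p = 0.0756), at a minimum mean of 50 (p = 0.628), with the authors' p-values (p = 0.160) or without the libraries at a group boundary of the sample list (p = 0.227). Without those boundary libraries the share of the same direction was 57.4% and no longer passed the binomial threshold, and with the neutrophil list as a covariate, chosen after seeing the values, it was 33.3%, in the opposite direction and past the threshold. With SP-A2 (1A3) mice 330 genes were shared, where 259.6 would be by chance (exact p = 3.5e-08). However, 232 of them had opposite directions and 98 the same (exact binomial p = 1.1e-13). This shared count was 218 without JF24. With lists of equal length, 5 of 100 pairs of splits of these libraries, the real one included, shared as many genes. As large a share in 1 direction came from 16, so chance cannot be excluded for either. With SP-A1 (6A2) mice 78 genes were shared, where 61.3 would be by chance (exact p = 0.00717), and 49 had the same direction (62.8%, exact binomial p = 0.0308). This overlap no longer passed without JF2 (p = 0.210), JF8 (p = 0.0792) or X2 (p = 0.0945), each by the exact test, and the share of the same direction no longer passed without JF2 (60.7%), JF3 (61.8%), JF6 (60%), JF7 (57.6%), JF8 (60.9%), X2 (60.3%), X3 (56.6%), X6 (45.6%) or X7 (52.9%). With SP-A1 (6A4) mice 93 genes were shared, where 87.6 would be by chance (exact p = 0.261), 46 in the same and 47 in opposite directions (exact binomial p = 1.00). That overlap passed without JF8 (p = 0.0157), JF11 (p = 0.00147) or JF14 (p = 0.00221), each by the exact test, and its share of the same direction passed without JF9 (30.9%), JF11 (73.7%), JF12 (33.7%), JF14 (21.6%) or JF15 (72.6%), on both sides of an even split.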

Out of 858 genes 40, 142, 27, and 42 genes were identified in common to 1A^0^, 1A^3^, 6A^2^, and 6A^4^, respectively (Supplementary Figures 2A–D, Supplementary File 3).

### Ingenuity Pathway Analysis and Validation of the Expression of Key Molecules

To understand and integrate the AM gene expression, IPA was performed for genes whose expression was significantly altered ≥2-fold by *K. pneumoniae* infection, at the 6 h time point between males and females, from SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^0^, 1A^3^), and KO mice.

Based on the IPA results, we subsequently studied key pathways and found that the TP53, TNF, and cell cycle signaling nodes had direct interaction with 4 or more molecules in at least one of the studied variants. Although the TNF node in SP-A2 (1A^0^) males did not have 4 or more direct interactions, large number of genes (40–70% higher than any other node) with ≥2-fold change had indirect interaction with TNF node. Our subsequent analysis and gene validation were focused on molecules involved in these pathways. The functional relationship plots for SP-A2 (1A^0^) males and females are shown in Figure 5, and these indicate that many of the genes that had expression levels ≥2-fold in males vs. females have been reported to have direct (solid lines) or indirect (dashed lines) associations with TP53 (females), TNF (males), and cell cycle signaling nodes (males and females). A similar analysis of the genes identified, from males and females of SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^3^) variants, and KO, whose expression was ≥2-fold in response to infection also showed the association of genes with TP53, TNF, and cell cycle signaling nodes with direct (solid lines) and indirect (dashed lines) (Supplementary Figure 3) indicating that among SP-A variants these pathways may be differentially activated and to a varying degree in response to infection.

**Figure 5:**
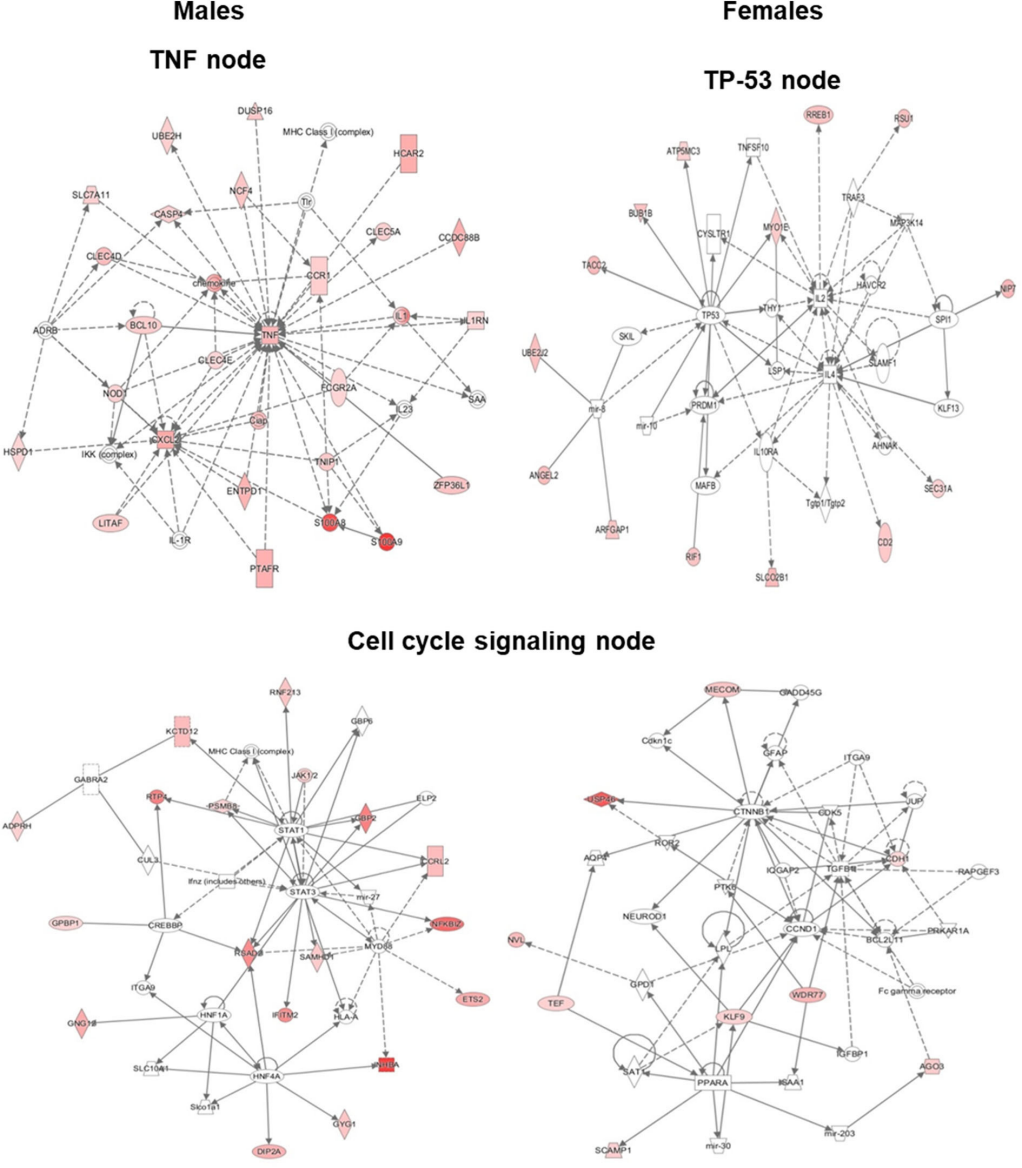
Ingenuity pathway analysis (IPA). The diagram depicts biological networks of genes whose expression was ≥2-fold (shown in color) in the AMs of SP-A2 (1A^0^) males vs. females at the 6 h post-infection time point. The diagram shows reported direct (solid lines) and indirect (dashed lines) interactions for these genes. (**Left**) genes and pathways in male mice; (**Right**) genes and pathways in female mice. Each gene or group of genes is represented as a node. Molecules that are significantly altered ≥2 are represented as node in red. Node shapes represent functional classes of gene products: Square for cytokines, Concentric (double) circle for complex/group, Diamonds for enzymes and peptidases, Ovals for transcription regulators and transmembrane receptors, Triangle for phosphatases and kinases, Rectangles for ligand-dependent nuclear receptors, G-protein coupled receptors, and ion channels, Trapezoids for transporters and microRNAs.

The cell cycle signaling node was significant (*P* < 0.05) in SP-A2 (1A^0^) males and females, SP-A1 (6A^2^) males, SP-A2 (1A^3^) females, and KO males (Figure 5, Supplementary Figure 3). The TP-53 node (*P* < 0.05) was significant in both males and females in SP-A1 (6A^2^ and 6A^4^) and KO, but only in females in SP-A2 (1A^0^) (Figure 5, Supplementary Figure 3). The TNF node (*P* < 0.05) was significant only in SP-A2 (1A^0^) males and KO males (Figure 5, Supplementary Figure 3). None of the TP-53, TNF, or cell cycle nodes were significant in SP-A2 (1A^3^) males or any other pathways (Figure 5, Supplementary Figure 3).

From these pathways, we selected the following genes for further analysis (i.e., validation), ADAMTSL4, AKT1, AURKA, BCL3, BCL10, BTK, BUB1B, C1QC, CCL9, CCNA1, CCND1, CCRL2, CDK1, CDK2, CDKN1A, CDKN1B, CFLAR, CKAP2, CTTNB1, CXCL2, CXCR6, ERP44, ESPL1, FKBP5, FOSL1, GBP2, IER5, IFITM2, IRF1, KAT2B, LSP1, MARCO, MGMT, MMP12, MT2, MYC, MYD88, MYO1E, NKX3-1, PPARA, PPARG, PRDM1, PSMB8, RAG1, RCC2, RELA, RSAD2, RTP4, SAMHD1, STAT1, STAT3, STAT5a/b, TACC2, TAP1, TAP2, TCF4, TIE1, UHRF1, and ZFP36L1 (Figure 5, Supplementary Figure 3). The expression of the selected set of genes was evaluated by qRT-PCR from AMs of SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^0^, 1A^3^), and KO male and female mice exposed to infection.

#### TNF-Node (Pro-Inflammatory Responses)

The expression level of BCL3, BCL10, and CCRL2 (6A^4^, 1A^0^, 1A^3^, and KO), GBP2 (6A^2^, 6A^4^, 1A^0^, 1A^3^, and KO), MYD88 (KO, 1A^0^, and 6A^2^), RTP4 (KO, 1A^0^, and 6A^4^), IFITM2 (1A^0^, 1A^3^, and 6A^4^), ZFP36L1 (1A^0^, 1A^3^), STAT1 (1A^3^), RSAD2 (6A^2^), and PSMB8 (6A^4^) (Figure 6) was similar between males and females in response to infection. However, in response to infection, male mice exhibited higher expression levels of CXCL2 (KO, 1A^3^, and 6A^2^), SAMHD1 (1A^0^, 1A^3^), RSAD2, STAT1, and STAT3 (1A^0^), MYD88 and PSMB8 (1A^3^), BCL3, BCL10, CCRL2, IFITM2, RTP4, and ZFP36L1 (6A^2^), compared to females (Figure 6). The female mice exhibited higher expression levels of CXCL2 (1A^0^, 6A^4^), PSMB8 (KO, 1A^0^, and 6A^2^), IFITM2 (KO), MYD88 (6A^4^), RSAD2 (KO, 6A^4^, and 1A^3^), SAMHD1 (KO, 6A^2^, and 6A^4^), STAT1 (KO, 6A^2^, and 6A^4^), STAT3 (KO, 6A^2^, 6A^4^, and 1A^3^), ZFP36L1 (KO, 6A^4^), and RTP4 (1A^3^) compared to males in response to infection (Figure 6).

**Figure 6:**
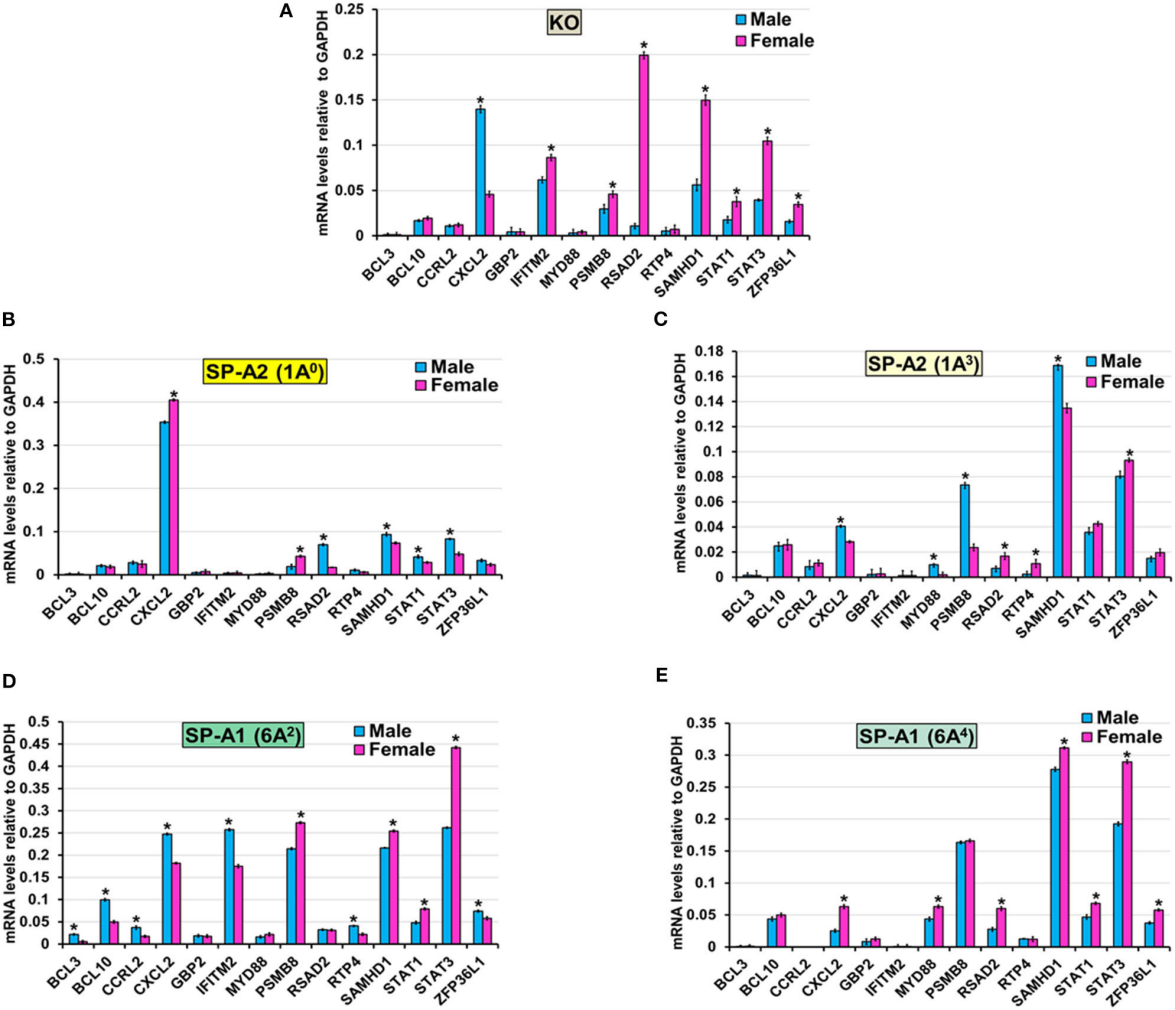
Effect of infection on the expression of genes involved in the TNF-node in SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^0^, 1A^3^), and KO male and female. The expression level of genes involved in direct and indirect interactions with TNF shown in Figure 5A and Supplementary Figure 3 (BCL3, BCL10, CCRL2, CXCL2, GBP2, IFITM2, MYD88, PSMB8, RSAD2, RTP4, SAMHD1, STAT1, STAT3, and ZFP36L1) were measured in KO **(A)**, SP-A2 (1A^0^) **(B)**, SP-A2 (1A^3^) **(C)**, SP-A1 (6A^2^) **(D)** and SP-A1 (6A^4^) **(E)**. The expression levels were normalized to GAPDH and the significant differences (*P* < 0.05) between sexes are noted with an asterisk (*).

#### TP-53-Node

The expression level of ADAMTSL4, AURKA, BUB1B, CXCR6, ESPL1, FOSL1, IER5, MGMT, MT2, MYO1E, PRDM1, and UHRF1 (KO, 1A^0^, 1A^3^, 6A^2^, and 6A^4^), TACC2 (KO, 1A^3^, 6A^2^, and 6A^4^), ERP44 (KO, 1A^3^), CKAP2 (1A^0^, 1A^3^, 6A^2^, and 6A^4^), KAT2B (1A^0^, 1A^3^, and 6A^4^), RCC2 (1A^0^, 6A^4^), BTK (1A^3^, 6A^2^, and 6A^4^), C1QC (KO, 1A^0^, 1A^3^, and 6A^4^), RELA (1A^0^, 1A^3^, 6A^2^, and 6A^4^), CFLAR (6A^2^), and AKT1(6A^4^) was similar between males and females in response to infection (Figure 7). However, in response to infection, male mice exhibited higher expression levels of CFLAR, and FKBP5 (KO, 1A^3^), AKT1, and CCL9 (1A^3^, 6A^2^), C1QC (6A^2^), LSP1 (1A^3^, 6A^2^, and 6A^4^), CKAP2, and KAT2B (KO), TACC2 (1A^0^), RCC2 (1A^3^, 6A^2^), PPARG (1A^3^, 6A^4^), and ERP44 (6A^2^) compared to females (Figure 7). The female mice exhibited higher expression levels of AKT1, BTK, CCL9, and LSP1 (KO, 1A^0^), PPARG (KO, 1A^0^, and 6A^2^), CFLAR, and ERP44 (1A^0^, 6A^4^), CCL9 (KO, 1A^0^, and 6A^4^), RCC2, and RELA (KO), KAT2B (6A^2^) and FKBP5 (1A^0^, 6A^2^, and 6A^4^) compared to males in response to infection (Figure 7).

**Figure 7:**
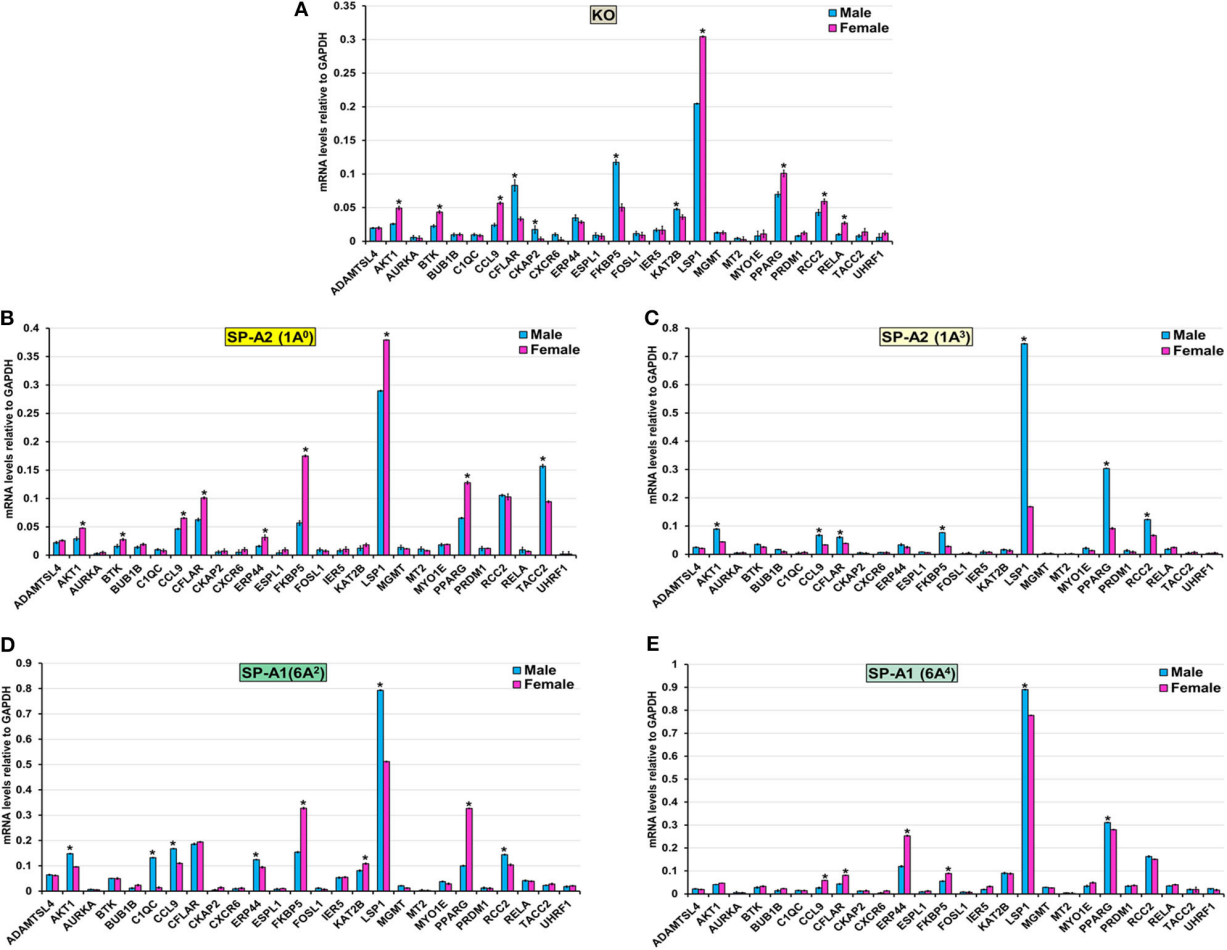
Effect of infection on the expression of genes involved in the TP53-node in SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^0^, 1A^3^), and KO male and female. The expression level of genes involved in direct and indirect interactions with TP-53 shown in Figure 5A and Supplementary Figure 3 (ADAMTSL4, AKT1 AURKA, BTK, BUB1B, C1QC, CCL9, CFLAR, CKAP2, CXCR6, ERP44, ESPL1, FKBP5, FOSL1, IER5, KAT2B, LSP1, MGMT, MT2, MYO1E, PPARG, PRDM1, RCC2, RELA, TACC2, and UHRF1) were measured in KO **(A)**, SP-A2 (1A^0^) **(B)**, SP-A2 (1A^3^) **(C)**, SP-A1 (6A^2^) **(D)** and SP-A1 (6A^4^) **(E)**. The expression levels were normalized to GAPDH and the significant differences (*P* < 0.05) between sexes are noted with an asterisk (*).

#### Cell Cycle

The expression level of CCNA1, NKX3-1, PPARA, RAG1, and TIE1 (KO, 1A^0^, 1A^3^, 6A^2^, and 6A^4^), CCND1, and IRF1 (KO, 1A^0^, 1A^3^, and 6A^4^) CDK2 (1A^0^, 1A^3^, and 6A^4^), CDK1 (6A^2^, 6A^4^, and 1A^3^), MMP12 (1A^0^, 6A^2^), MYC (1A^0^, 1A^3^, and 6A^4^), STAT5a/b (1A^0^, 6A^4^) TAP2 (6A^2^, 6A^4^, and 1A^3^), TAP1 (6A^2^, 1A^3^), CDKN1A (6A^4^) and TCF4 (KO, 1A^3^ and 6A^4^) was similar between males and females in response to infection (Figure 8). However, in response to infection, male mice exhibited higher expression levels of CDKN1B, and CTNNB1 (KO, 1A^3^), TCF4 (1A^0^, 6A^2^), TAP1, and TAP2, (1A^0^), CDKN1A, (1A^3^, 6A^2^), MARCO, and MMP12 (1A^3^), CCND1, CDK2, IRF and MYC (6A^2^) compared to females (Figure 8). The female mice exhibited higher expression levels of CDK1, and CDKN1A (KO, 1A^0^), CDK2 (KO), MARCO (KO, 1A^0^, 6A^2^, and 6A^4^), MMP12 (KO, 6A^4^), MYC (KO), STAT5a/b (KO, 1A^3^, and 6A^2^), TAP1 (KO, 6A^4^), TAP2 (KO), CDKN1B, and CTNNB1 (1A^0^, 6A^2^, and 6A^4^) and CCND1 (1A^3^) compared to males in response to infection (Figure 8).

**Figure 8:**
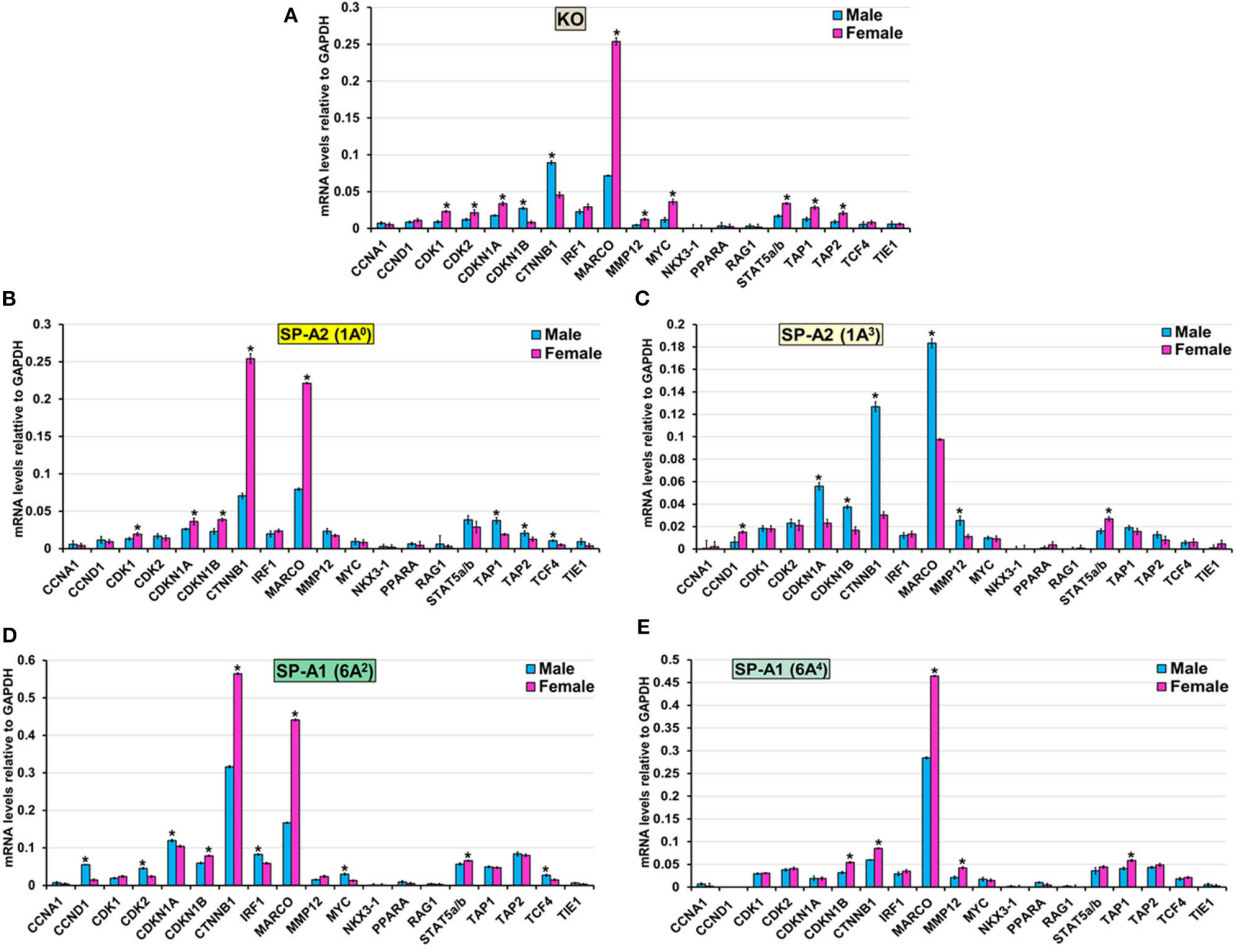
Effect of infection on the expression of genes involved in the Cell Cycle-node in SP-A1 (6A^2^, 6A^4^), SP-A2 (1A^0^, 1A^3^), and KO male and female. The expression level of genes involved in direct and indirect interactions with Cell Cycle shown in Figure 5A and Supplementary Figure 3 (CCNA1, CCND1, CDK1, CDK2, CDKN1A, CKDN1B, CTNNB1, IRF1, MARCO, MMP12, MYC, NKX3-1, PPARA, RAG1, STAT5a/b, TAP1, TAP2, TCF4, and TIE1) were measured in KO **(A)**, SP-A2 (1A^0^) **(B)**, SP-A2 (1A^3^) **(C)**, SP-A1 (6A^2^) **(D)** and SP-A1 (6A^4^) **(E)**. The expression levels were normalized to GAPDH and the significant differences (*P* < 0.05) between sexes are noted with an asterisk (*).

In summary, the collective information of the significant changes in expression of genes in response to infection in AM cells from different SP-A variants and KO indicate sex-specific differences in expression of genes as well as, a differential impact of SP-A variants in the regulation of genes and may provide the foundation for the identification of sex-specific targets in response to infection.

## Discussion

Of the many types of macrophages found in the body, alveolar macrophages are in contact with external stimuli most frequently. As such, they are the primary effector cell for lung innate immunity and shown to be influenced by SP-A (29, 30, 35, 68–70), however, the extent of this effect is not fully understood. Furthermore, sex-dependent survival in wild type and SP-A-KO mice in response to *K. pneumoniae* infection (29, 30) as well as sex differences in survival in mice carrying different human SP-A1 and SP-A2 variants (32) were observed. In this study, we wished to investigate AM gene expression and sex differences in hTG mice, SP-A1, SP-A2, and SP-A-KO in response to *K. pneumoniae*. We found (a) significant differences in gene expression of SP-A2 (1A^0^) AM at 6, 18, and 24 h post-infection, as well as sex differences at 6 and 24 h post-infection, but not at 18 h. (b) significant sex differences in AM gene expression of SP-A2 (1A^3^), SP-A2 (6A^2^, 6A^4^), and SP-A-KO mice at 6 h post-infection; (c) of the three pathways (TNF, TP-53, and cell cycle signaling nodes) studied here, all variants except SP-A2 (1A^3^) female, showed significance for at least 2 of these pathways, and KO male showed significance for all three pathways; (d) though the expression profile of validated genes was variant-specific, a similarity in the gene expression profile of KO and SP-A1 mice was observed.

In the present study, we build and extend on previous findings where functional differences of human SP-A1 and SP-A2 variants were investigated, in terms of their differential impact on AM miRNome after oxidative stress (64), the AM proteomic profile (61), and post-infection survival (32). The gene expression differences observed at 6 h post-infection are reminiscent with AM proteomics findings where mice carrying single gene variants of SP-A1 and SP-A2 exhibited variant-specific protein expression profile (61). More similarities in gene expression were observed in KO and SP-A1 compared to SP-A2. KO and SP-A1 have been shown previously to be more similar in regards to proteomic profile, miRNome of AM, and airway function but distinct from SP-A2 in response to infection with or without oxidative stress (62, 64, 73). IPA analysis of genes involved in molecular and cellular functions revealed differential expression of genes related to cell morphology, cell function and maintenance, cell development, and movement in both males and females. Out of all the nodes that appeared in IPA, we chose three nodes: TNF, TP53, and cell cycle signaling, for further study. These contained direct interactions for 4 or more molecules in at least one of the SP-A variants of either male or female. The TNF node for SP-A2 (1A^0^) males, although did not fulfill the selection criteria of direct interactions, was included for further study because of the large number of molecules (40–70% more compared to other variants) showing indirect interactions. Subsequently, genes that had direct or indirect interactions within these pathways were validated and discussed below.

### Sex Differences in Gene Expression

#### TNF Node: Pro-Inflammatory Responses

After infection, the 1A^3^, 6A^2^ variants, and KO male mice, and female 1A^0^ and 6A^4^ variants (but not males) exhibited higher expression levels of CXCL2 in response to infection. CXCL2 is an antimicrobial cell-signaling cytokine and a chemoattractant with a pro-inflammatory function and linked to ventilator (80) and hyperoxia-induced acute lung injury (81), and it contributes to chemotaxis, and immune and inflammatory response after infection (82). Hyperoxia increases neutrophil recruitment and lung injury that parallels the expression of CXCL2. Similarly, a higher number of neutrophils was observed in BAL of KO males in response to infection and ozone-induced oxidative stress (30). Moreover, inhibition of CXCL2 receptors has been shown to attenuate hyperoxia-induced inflammation and improved survival (81). Whether the higher expression of CXCL2 in the present study along with high neutrophil in the BAL of KO male observed in the previous study (30, 31) explain the lowest survival for KO male remains to be determined. Of interest, 1A^3^, and 6A^2^ males with high CXCL2 also showed low survival post-infection (32). However, in the present study, we observed high expression of CXCL2 in 1A^0^ and 6A^4^ female mice but these mice have shown to have the highest and lowest survival rate, respectively, post-infection (32). Although neutrophil levels were not assessed in that study, this observation points to potential mechanistic complexities incurred by SP-A genetics. Moreover, the CXCL2 gene expression in the present study varied as a function of sex and variant, and further study is needed to elucidate the complexity of the underlying mechanisms.

Male SP-A2 (1A^0^, 1A^3^) variants, and female KO and SP-A1 variant (6A^2^, 6A^4^) mice showed increased expression of SAMHD1 gene. An upregulation of SAMHD1 by LPS induced acute lung injury in as early as 6 h of post-stimulation and was thought to be one of the early cellular responses and an effector of innate immunity after infection (83). This particular gene plays an important role in the regulation of innate immune response via type 1 interferons (84). These interferons also activate JAK/STAT signaling pathways. Similar to the SAMHD1 gene, we observed higher expression of STAT1 and STAT3 genes in male SP-A2 (1A^0^, 1A^3^) and female KO, and SP-A1 (6A^2^, 6A^4^) mice. The STAT genes are a family of cytoplasmic transcription factors that are activated by various cytokines, growth factors, and other stimuli and phosphorylated by many protein kinases (85). Interferon-mediated activation of STAT3 in macrophages is an indispensable mechanism to prevent inflammation in mice (85). Moreover, increased STAT3 mRNA level at 4 h and 18 h, as well as increased IL-6 (a STAT3 regulator) at 18 h, in AM of SP-A2 male (but not female) mice after oxidative stress was observed (64) indicating a time, sex, and SP-A variant dependent changes in AM. We postulate that microbial infection, as in the present study, induces Janus kinase (JAK) family that mediates phosphorylation of STAT1 and STAT3. These, in turn, translocate into the nucleus, resulting in increased expression of IFN-stimulated genes, such as SAMHD1, that modulate host immune responses (86). Taken together, these indicate the potential role of SP-A genetics mediating AM gene expression in response to infection. Although the underlying mechanisms remain unclear, it is likely to be an interplay of sex and SP-A genetic variants.

The ingenuity pathway analysis revealed TNF node networks for SP-A2 (1A^0^) and KO males only. Although the network pathway is very complex there are a couple of interesting features. a) In KO male, the NF-κB complex is shown to be activated directly by the IKK complex 6 h post-infection (Supplementary Figure 3). It has been shown that in the classic NF-κB pathway, IKK molecules get phosphorylated in response to various stimuli such as bacterial or viral products, inflammatory cytokines, and oxidative stress (87). This modification allows their polyubiquitination and destruction by the proteasome. As a consequence, free NF-κB enters the nucleus and activates the transcription of genes that participate in the immune and inflammatory response after infection (87). In contrast, in SP-A2 mice, the NFκB complex does not appear in the TNF node pathway and the IKK complex appears to be directly activated by BCL10, the expression of which was similar in males and females in SP-A2 and KO male 6 h post-infection (Figure 6). The BCL10 is an upstream activator of the IKK complex in the innate immunity pathways, which in turn activates the NF-κB complex (88). SP-A is shown to activate the NF-κB complex (89). Moreover, a recent study of BAL proteomic profile after infection and oxidative stress showed upregulation of proteins that regulate the NF-κB pathway in SP-A1 and SP-A2 males but not in females (90). Of interest, ozone (O_3_)-induced oxidation of SP-A decreases its ability to activate the classic NF-κB pathway (91) and O_3_ exposure of THP-1 cells resulted in a decrease in SP-A mediated THP-1cell responsiveness, indicating an alternative mechanisms are involved when both THP-1 cells (a macrophage-like cell line) and SP-A are exposed to ozone simultaneously (91). We postulate that oxidation of SP-A, particularly of SP-A2, is responsible for the activation of a non-classic NF-κB pathway in SP-A2 (1A^0^) as shown in IPA (Figure 5). Of interest, a previous study of ozone-induced oxidative injury showed 18 h after ozone exposure a downregulation of AM miRNAs that target NF-κB in SP-A2 (1A^0^) male but not in KO male (64), indicating a potential upregulation of NF-κB in SP-A2 (1A^0^). However, the mRNA level of IKKβ decreased and NF-κB remained unchanged at 18 h post ozone exposure. Taken together, these observations indicate that activation of IKKB-NF-κB pathway is delayed in response to pulmonary insults in SP-A2 (1A^0^) male compared to KO male, whether this is due to SP-A2 oxidation (48, 92) remains to be determined. b) In SP-A2 (1A^0^) male, interleukin-1 (IL-1) and IL1 receptor antagonist (IL1RN) get indirectly activated at 6 h post-infection (Figure 5). SP-A induces IL-1 production in THP cell line after a short term exposure (2 h) of LPS (93). SP-A upregulates the IL-1 receptor-associated kinase M in response to long term exposure (6–24 h) of LPS which in turn suppresses the production of cytokines in alveolar macrophages (94, 95). The upregulation of IL-1 receptor-associated kinase M starts after 6 h of exposure to SP-A and gets maximized at 12 h. In the present study at 6 h post-infection, IPA showed indirect activation of both IL1 and IL1RN in AM of SP-A2 (1A^0^) male. Considering the role of SP-A in both pro- and anti-inflammation, we speculate that the balance starts to tilt toward anti-inflammatory response in AM at 6 h post-infection.

#### TP-53-Node

Although the TP-53 node is shown to associate with lung cancer (96), we observed in the present study a significant contribution of the TP-53 node by IPA analysis which is based on existing information about gene functions. Previous studies have shown that SP-A1 (6A^4^) and SP-A2 variants are associated with lung carcinoma (97–99). Therefore, it is possible that the TP-53 node genes are also involved and upregulated after infection. We found collectively among SP-A variants several genes such as AKT1, BTK, CCL9, PPARG, and RELA to exhibit higher expression in females, whereas, CFLAR, C1QC, LSP1, CKAP2, KAT2B, TACC2, and RCC2 exhibited higher expression in males after infection (Figure 7). These genes may represent mechanisms yet to be understood and new knowledge of processes operating during the early phase of infection. After qRT-PCR validation, we found that KO and 1A^3^ males, and 1A^0^, 6A^2^, and 6A^4^ females exhibited a higher expression of the FKBP5 gene. The FKBP5 gene encodes an immunophilin protein that plays a role in immunoregulation and basic cellular processes involving protein folding and trafficking. Furthermore, the FKBP5 gene is related to glucocorticoid receptor regulatory network and PI3K/Akt signaling pathways. A recent study showed an association of the FKBP5 gene with chronic obstructive pulmonary disease (COPD), and those with a particular genetic variant respond better to inhaled corticosteroids (100). However, the influence of sex was not studied. COPD is an inflammatory, non-reversible obstructive lung disorder with abnormal lung function showing obstruction to airflow and increased resistance (101). The gram-negative bacterial infection, particularly K. pneumoniae, is a common cause of acute exacerbation of COPD, and baseline pulmonary function is the strongest predictor of the outcome of acute exacerbation (102, 103). Of note, recently we showed a significant increase in resistance and decrease in lung compliance (the ease with which lung can be stretched) at 18 h after K. pneumoniae infection in females compared to males in KO, SP-A1 (6A^2^, 6A^4^), and SP-A2 (1A^0^, 1A^3^) variants mice (73). However, the pattern changed with males showing increased resistance in response to methacholine challenge after infection, especially for single SP-A1 or SP-A2 variants (73). Male sex is associated with severe COPD, and association of severe COPD and SP-A1 variant has been shown in smokers (104). The differential impact of SP-A genetic variants and sex on expression of the FKBP5 gene in the present study and on lung function in previous study (73), along with human studies shows predisposition of male sex and the FKBP5 gene for severe COPD, it will be interesting to explore further i.e., study the role of SP-A-mediated change in the FKBP5 gene in COPD patients, particularly in males.

Considering the diverse functional implications of SP-A in various lung diseases, it is not surprising that SP-A is also shown to regulate tumor microenvironment by inducing the production of inflammatory cytokines and controlling the polarization of tumor-associated macrophages in lung cancer (105). In the current study, we did not observe any changes in the expression levels of genes involved in the regulation of the mitotic and meiotic cell division, differentiation, and growth (AURKA, BUB1B, ESPL1, FOSL1, IER5, and MGMT). However, expression levels of genes involved in AM mediated inflammation and cytokine production (BTK, C1QC, CCL9, FKBP5, LSP1, PRDM1, and PPARG) were significantly increased. Although the higher expression of genes that regulate inflammation and cytokine production in the present study are due to bacterial infection rather than any true carcinogenic modulation, deranged immunity to foreign (i.e., bacterial, virus, toxic inhalants) or endogenous tumor-associated antigens is responsible for at least 15% of lung cancer (106). Based on the available information, we postulate that SP-A contributes to the tumor microenvironment by controlling AM genes that regulate inflammation and cytokine production.

#### Cell Cycle

Bacterial pathogens have shown to employ a variety of strategies to manipulate the host cell cycle (107). In the present study, the majority of the genes (CCNA1, MYC, NKX3-1, PPARA, TCF4, and TIE1) that regulate various phases of cell division are unchanged, except for the high expression of CDK1 and CDK2 genes in SP-A2 (1A^0^) female and SP-A1 (6A^2^) male, respectively. Of note, previous studies of oxidative stress-mediated change in AM miRNome showed downregulation of miRNAs that upregulate the CDK2 mRNA and other cell cycle genes in co-ex males (mice that expressed both SP-A1 and SP-A2) but not in a single SP-A variant mice indicating the need for both SP-A1 and SP-A2 to regulate cell cycle function in response to oxidative stress (64, 76). In response to infection, both gene products are needed to regulate cell cycle genes as shown for the AM miRNome in response to oxidative stress (76).

The majority of genes (CTNNB1, MARCO, STAT5a/b, TAP1, and TAP2) that regulate proliferation and differentiation of immune cells showed a differential higher expression in KO and SP-A variants in response to infection. Specifically, the MARCO gene exhibited higher expression in 1A^3^ male and KO, 1A^0^, 6A^2^, and 6A^4^ female. MARCO (Macrophage receptor with collagenous structure) is a distinct member of the scavenger receptor family and plays an important role in innate immune defense by acting as pattern recognition receptors (108). Though it is expressed only in some subpopulations of macrophage, it is shown to be upregulated in AM and correlates with survival after *Streptococcus pneumoniae* lung infection (109). Moreover, the downregulation of MARCO in AM is associated with a decreased clearance and increased susceptibility of *Streptococcus pneumoniae* after influenza infection (110). In the present study, MARCO is upregulated in AM of female mice except for 1A^3^. Previously, a better survival for female compared to male after *K. pneumoniae* infection was observed (32). We speculate that the upregulation of MARCO contributes to better survival for females. Of interest, the upregulation of MARCO in 1A^3^ male and KO showing lower survival is intriguing and puzzling, and further study is needed to explore the role of MARCO in *K. pneumoniae* infection. Moreover, we observed upregulation of the transporter associated with antigen processing 1 (TAP1) and TAP2 genes in 1A^0^ male and KO female. These proteins are located on the endoplasmic reticulum (ER) membrane and are necessary to translocate viral and bacterial peptides from the cytosol to the ER and ensure proper loading of those peptides to major histocompatibility complex (MHC) class I that gets presented to cytotoxic T cells (111). The observation of chronic bacterial lung infections in TAP1 and TAP2 deficient patients indicates that presentation of bacterial antigens by MHC on AM is defective (112), leading to ineffective clearance of bacteria from the lung. Furthermore, an increase in TAP gene expression and TAP activity in response to infection has been observed (113). Currently, it is unclear why the upregulation of TAP genes are specific to 1A^0^ male and KO female, particularly in light of the survival study that showed the highest survival for 1A^0^ female and the lowest survival for KO male (32). We speculate that if a more vigorous response occurs in mice of a given sex and/or mice that carry a specific SP-A variant (or lack SP-A as is the case in KO) making them presumably less capable to effectively handle or control the infection, then the survival of these mice is negatively affected.

Moreover, other genes such as CCNA1, CCND1, IRF1, NKX3-1, PPARA, RAG1, TIE1, CDK1, MMP12, MYC, STAT5a/b, CDKN1A and TCF4 that are part of the cell cycle node had sex and variant-specific differential gene expression changes in response to infection. Previous studies of AM gene profiling after infection (114, 115) have shown genes that regulate cell cycle to differ from the genes identified here. This is likely due to different conditions, type, and timing of infection.

Our study has few limitations: (a) we validated genes identified by IPA that had direct interactions in the TP53, TNF, and cell cycle signaling nodes, but we did not measure the protein levels. However, there is a significantly higher correlation between mRNA and protein level for genes that are differentially expressed (116), and we speculate that the mRNA levels of the differentially expressed genes studied here correlate in most (if not all) cases with protein levels, (b) the molecular mechanisms of the identified pathways were not studied, and (c) though the level of SP-A1 and SP-A2 is similar in single gene variants (Figure 1), we did not study the impact of varying amount of SP-A1 and SP-A2 on AM gene expression in response to infection. Previously, it has been shown, that the ratio of SP-A1 to total SP-A differs based on lung pathology, age, and sex (117, 118), and this may have consequences on AM given the relative functional differences of SP-A1 and SP-A2. Nonetheless, the results of the present study further shed light on the complexities of SP-A genetic variants on AM expression as well as the role of sex on AM after infection. Differences also exist in the receptors sensing infections.

#### Pros and Cons of Human Transgenic Mouse Model

There are significant differences between mice and humans that include aspects of the immune system development, activation, and response to infection (10, 119, 120). Differences also exist in the receptors sensing infections (121), and the ligand specificities and affinities of TLRs (122, 123). However, several studies have shown that the mouse pneumonia model recapitulates key features of Klebsiella-induced pneumonia in humans as well as differences. Mice have shown increased neutrophils in BAL in response to *K. pneumoniae* infection (124) similar to that of human BAL (125). It has been observed that although the phagocytic activity level of the rodent (rat) and human alveolar macrophages differs, the phagocytic activity of both rat and human AMs was enhanced in the presence of human SP-A variants, with SP-A2 exhibiting higher activity than SP-A1 (48). Similar observations have been made with mouse AMs (our unpublished preliminary data). Furthermore, similarities have been observed in survival in humans and mice with regards to SP-A variants. A better survival in the first year after lung transplantation was observed in humans if the transplanted lung carried a specific SP-A2 (1A^0^) variant (126) and this variant was also found to associate with better survival in mice after infection (32). This further supports the usefulness of the SP-A1 and SP-A2 transgenic mice to gain further insight into the human conditions.

#### Overall Comments

SP-A1 and SP-A2 exhibit gene-specific amino acid differences located within the collagen-like region at positions 66, 73, 81, and 85. The presence of cysteine at 85 position of SP-A1 and arginine for SP-A2 has a remarkable impact on SP-A structure and function (51). SP-A2 exhibits a significant higher activity of host-defense functions, such as phagocytosis (47, 48, 59) as well as in survival in response to infection (32) compared to SP-A1, whereas SP-A1 exhibits higher efficiency in pulmonary surfactant structural reorganization and in the inhibition of surfactant function by serum proteins (66). Moreover, both SP-A1 and SP-A2 are required to make tubular myelin, an extracellular structural form of surfactant (52). Studies of the AM miRNome in response ozone-induced oxidative stress showed that although SP-A1, by itself did not have any major effect on the AM miRNome under the studied conditions (64), in the presence of SP-A2, modulated gene expression in certain pathways (76). For the most part SP-A1 and SP-A2 exhibit similar functions but their activity level differs significantly. Although in human both genes are expected to be expressed, the relative levels of each may differ significantly (117), and these differences have been correlated with various lung disease such as asthma (118) and cystic fibrosis as well as culture positive bronchoalveolar lavage samples (117). The corollary to this that as the individual levels may vary, the SP-A1 and SP-A2 function in the lung may also vary especially in response to pressures and thus modify disease susceptibility of the host.

A recent study showed that SP-A1 and SP-A2 differentially bind to AM. The maximal binding (Bmax) of SP-A2 to AM was shown to be 2-3 times higher than that of SP-A1 binding (127). Moreover, SP-A2 exhibits a higher ability to bind phagocytic cells, such as AMs and THP-1 cells than SP-A1, but neither SP-A1 or SP-A2 bound CHO cells, a non-phagocytic cell line (32), further supporting a differential cell-specific receptor binding. Although the mechanistic details of how the differential binding may differentially affect AM function have not been investigated, several studies have shown that SP-A1 and SP-A2 exhibit differences in the phagocytic index of AM in *ex-vivo* studies with SP-A2 exhibiting higher activity (47, 48, 59).

In the present study, although in general, the gene expression profile and pathway analysis is distinct for each variant, we observed a few interesting patterns: (1) the expression profile of the genes that are involved in TNF node pro-inflammatory pathway is more similar for KO and SP-A1 than KO and SP-A2, particularly for females with 40% of the validated genes showing significantly increased expression (Figure 6). A similarity in the AM proteomic profile of SP-A1 (6A^2^) and KO has been previously observed, and the AM proteomic profile of SP-A2 (1A^0^) was similar to that of WT in basal conditions (61, 62). Functionally, SP-A2 enhances bacterial cell association, phagocytosis, and cytokine production by AM more effectively than SP-A1 (47, 48, 57), and exhibits a significantly better survival rate after infection (32). Residue 85 in SP-A1 (cysteine) and in SP-A2 (arginine) plays an important role in phagocytosis and other SP-A-mediated functions (51). The cysteine may further lead to structural instability in SP-A1 (128). Thus, the fact that the gene expression profile of the pro-inflammatory pathway is similar in KO and SP-A1 variants may not be that surprising. Though not studied here, we speculate that compared to SP-A1 and KO, the gene expression profile of the pro-inflammatory pathway would be more similar in WT and SP-A2 variants. (2) The expression profile of genes that are involved in TP53 node are similar in KO and SP-A2 (1A^0^) (Figure 7). Considering previous observations of similarity between KO and SP-A1 variants, the finding of similarity in TP53 node of KO and SP-A2 (1A^0^) is surprising and intriguing. (3) No significant differences in the expression pattern of genes that are involved in the cell cycle signaling node were observed. (4) Although canonical pathways appear distinct for each variant, the pattern is similar for KO and SP-A1 (6A^2^) variant with the SP-A1 (6A^4^) showing only the TP53 node to be significant. Whereas, for the SP-A2 variants, the picture was quite different, with the SP-A2 (1A^3^) showing only the cell cycle signaling node for females and none for males (Supplementary Figure 3).

In summary, although, collectively, the total amino acid differences among human SP-A1 and SP-A2 genetic variants is small (*n* = 10 with only four of them being gene-specific), their functional impact on AMs is varied and extensive and includes changes in the function, actin cytoskeleton, proteome, miRNome, and the gene expression profile and pathways involved (present study). Humanized transgenic mice, each carrying a different SP-A1 or SP-A2 variant have been shown to differentially affect lung function and survival after infection in a sex-dependent manner. These observations together beg the consideration of SP-A genotype in human lung diseases where dysregulation of inflammatory process and host defense, in general, are part of the underlying causes. In fact, a given SP-A2 genotype/variant, shown previously to associate with better mouse survival after infection (32), is also associated with better survival in lung transplant patients especially in the first year after lung transplant, which is the most critical time perhaps due to dysregulation of inflammation and host defense (126).

## Data Availability Statement

The datasets generated for this study are included in the article and the Supplementary Material, and have been deposited in the Gene Expression Omnibus repository GSE144595 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?&acc=GSE144595).

## Ethics Statement

The protocol used in this study was evaluated and approved by the Pennsylvania State University College of Medicine Institutional Animal Care and Use Committee and confirmed to the guidelines of the National Institute of Health on the Care and Use of Laboratory Animals.

## Author Contributions

NT performed experiments, mouse line maintenance, breeding, and infection, run statistics, analyzed and synthesized the data, and contributed to the manuscript writing. YK performed RNA sequence analysis. CG contributed to manuscript writing. JF designed the study and provided oversight to the entire project, involved in data analysis, integration, and writing of the manuscript. All authors read and approved the final manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

ADAMTSL4: ADAMTS-like 4
AKT1: AKT serine/threonine kinase 1
AM: Alveolar macrophages
ANOVA: Analysis of variance
AURKA: aurora kinase A
BAL: bronchoalveolar lavage
BCL3: B cell leukemia/lymphoma 3
BCL10: B cell leukemia/lymphoma 10
BTK: Bruton agammaglobulinemia tyrosine kinase
BUB1B: mitotic checkpoint serine/threonine kinase
C1QC: complement component 1, q subcomponent, C chain
CCL9: chemokine (C-C motif) ligand 9
CCNA1: cyclin A1
CCND1: cyclin D1
CCRL2: chemokine (C-C motif) receptor-like 2
CDK1: cyclin-dependent kinase 1
CDK2: cyclin-dependent kinase 2
CDKN1A: cyclin dependent kinase inhibitor 1A
CDKN1B: cyclin dependent kinase inhibitor 1B
CFLAR: CASP8 and FADD like apoptosis regulator
CKAP2: cytoskeleton associated protein 2
CTTNB1: catenin alpha 1
CXCL2: chemokine (C-X-C motif) ligand 2
CXCR6: chemokine (C-X-C motif) receptor 6
ERP44: endoplasmic reticulum protein 44
ESPL1: extra spindle pole bodies 1
FKBP5: FK506 binding protein 5
FOSL1: fos-like antigen 1
GBP2: guanylate binding protein 2
IER5: immediate early response 5
IFITM2: interferon induced transmembrane protein 2
IRF1: interferon regulatory factor 1
IPA: Ingenuity Pathway Analysis
KAT2B: K(lysine) acetyltransferase 2B
KO: knock-out
LSP1: lymphocyte specific 1
MARCO: macrophage receptor with collagenous structure
MGMT: O-6-methylguanine-DNA methyltransferase
MMP12: matrix metallopeptidase 12
MT2: metallothionein 2
MYC: MYC proto-oncogene
MYD88: myeloid differentiation primary response gene 88
MYO1E: myosin IE
NF-kB: Nuclear factor kappa-light-chain-enhancer of activated B cells
NKX3-1: NK3 homeobox 1
PPARA: peroxisome proliferator activated receptor alpha
PPARG: peroxisome proliferator activated receptor gamma
PRDM1: PR domain containing 1, with ZNF domain
PSMB8: proteasome (prosome, macropain) subunit, beta type 8
RAG1: recombination activating 1
RCC2: regulator of chromosome condensation 2
RELA: RELA proto-oncogene, NF-kB subunit
RSAD2: radical S-adenosyl methionine domain containing 2
RTP4: receptor transporter protein 4
SAMHD1: SAM domain and HD domain, 1
*SFTPA1*: gene encoding SP-A1
*SFTPA2*: gene encoding SP-A2
SP-A: surfactant protein A
STAT1: signal transducer and activator of transcription 1
STAT3: signal transducer and activator of transcription 3
STAT5a/b: signal transducer and activator of transcription 5A/B
TACC2: transforming, acidic coiled-coil containing protein 2
TAP1: transporter 1, ATP-binding cassette, sub-family B
TAP2: transporter 2, ATP-binding cassette, sub-family B
TCF4: transcription factor 4
TIE1: tyrosine kinase with immunoglobulin-like and EGF-like domains 1
UHRF1: ubiquitin-like, containing PHD and RING finger domains 1
ZFP36L1: zinc finger protein 36, C3H type-like 1.

## References

[1] PodschunRUllmannU. *Klebsiella* spp. as nosocomial pathogens: epidemiology, taxonomy, typing methods, and pathogenicity factors. Clin Microbiol Rev. (1998) 11:589–603.976705710.1128/cmr.11.4.589PMC88898

[2] KofteridisDPPapadakisJABourosDNikolaidesPKioumisGLevidiotouS. Nosocomial lower respiratory tract infections: prevalence and risk factors in 14 Greek hospitals. Eur J Clin Microbiol Infect Dis. (2004) 23:888–91. 10.1007/s10096-004-1245-y15558346

[3] BagleyST. Habitat association of Klebsiella species. Infect Control. (1985) 6:52–8. 10.1017/s01959417000626033882590

[4] RockCThomKAMasnickMJohnsonJKHarrisADMorganDJ. Frequency of *Klebsiella pneumoniae* carbapenemase (KPC)-producing and non-KPC-producing Klebsiella species contamination of healthcare workers and the environment. Infect Control Hosp Epidemiol. (2014) 35:426–9. 10.1086/67559824602950PMC4030386

[5] DaoTTLiebenthalDTranTKNgoc Thi VuBNgoc Thi NguyenDThi TranHK. Klebsiella pneumoniae oropharyngeal carriage in rural and urban Vietnam and the effect of alcohol consumption. PLoS ONE. (2014) 9:e91999. 10.1371/journal.pone.009199924667800PMC3965401

[6] PaczosaMKMecsasJ. *Klebsiella pneumoniae*: going on the offense with a strong defense. Microbiol Mol Biol Rev. (2016) 80:629–61. 10.1128/mmbr.00078-1527307579PMC4981674

[7] Munoz-PriceLSPoirelLBonomoRASchwaberMJDaikosGLCormicanM. Clinical epidemiology of the global expansion of *Klebsiella pneumoniae* carbapenemases. Lancet Infect Dis. (2013) 13:785–96. 10.1016/s1473-3099(13)70190-723969216PMC4673667

[8] MizgerdJP. Molecular mechanisms of neutrophil recruitment elicited by bacteria in the lungs. Semin Immunol. (2002) 14:123–32. 10.1006/smim.2001.034911978084

[9] BurnsARSmithCWWalkerDC. Unique structural features that influence neutrophil emigration into the lung. Physiol Rev. (2003) 83:309–36. 10.1152/physrev.00023.200212663861

[10] MizgerdJP. Acute lower respiratory tract infection. N Engl J Med. (2008) 358:716–27. 10.1056/NEJMra07411118272895PMC2711392

[11] Broug-HolubEToewsGBvan IwaardenJFStrieterRMKunkelSLPaineRIII. Alveolar macrophages are required for protective pulmonary defenses in murine Klebsiella pneumonia: elimination of alveolar macrophages increases neutrophil recruitment but decreases bacterial clearance and survival. Infect Immun. (1997) 65:1139–46.911944310.1128/iai.65.4.1139-1146.1997PMC175109

[12] NauGJRichmondJFSchlesingerAJenningsEGLanderESYoungRA. Human macrophage activation programs induced by bacterial pathogens. Proc Natl Acad Sci USA. (2002) 99:1503–8. 10.1073/pnas.02264979911805289PMC122220

[13] PittetLAQuintonLJYamamotoKRobsonBEFerrariJDAlgulH. Earliest innate immune responses require macrophage RelA during pneumococcal pneumonia. Am J Respir Cell Mol Biol. (2011) 45:573–81. 10.1165/rcmb.2010-0210OC21216972PMC3175578

[14] SchuursAHVerheulHA. Effects of gender and sex steroids on the immune response. J Steroid Biochem. (1990) 35:157–72. 10.1016/0022-4731(90)90270-32407902

[15] VerthelyiD. Sex hormones as immunomodulators in health and disease. Int Immunopharmacol. (2001) 1:983–93. 10.1016/s1567-5769(01)00044-311407317

[16] PerelmanRHPaltaMKirbyRFarrellPM. Discordance between male and female deaths due to the respiratory distress syndrome. Pediatrics. (1986) 78:238–44.3737300

[17] NielsenHC. Testosterone regulation of sex differences in fetal lung development. Proc Soc Exp Biol Med. (1992) 199:446–52. 10.3181/00379727-199-433791549623

[18] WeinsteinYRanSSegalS. Sex-associated differences in the regulation of immune responses controlled by the MHC of the mouse. J Immunol. (1984) 132:656–61.6228595

[19] SpitzerJA. Gender differences in some host defense mechanisms. Lupus. (1999) 8:380–3. 10.1177/09612033990080051010455517

[20] FitzSimmonsSC. The changing epidemiology of cystic fibrosis. J Pediatr. (1993) 122:1–9. 10.1016/s0022-3476(05)83478-x8419592

[21] KaplanVAngusDCGriffinMFClermontGScott WatsonRLinde-ZwirbleWT. Hospitalized community-acquired pneumonia in the elderly: age- and sex-related patterns of care and outcome in the United States. Am J Respir Crit Care Med. (2002) 165:766–72. 10.1164/ajrccm.165.6.210303811897642

[22] CaractaCF. Gender differences in pulmonary disease. Mt Sinai J Med. (2003) 70:215–24.12968194

[23] GannonCJPasqualeMTracyJKMcCarterRJNapolitanoLM. Male gender is associated with increased risk for postinjury pneumonia. Shock. (2004) 21:410–4. 10.1097/00024382-200405000-0000315087816

[24] GutierrezFMasiaMMireteCSoldanBRodriguezJCPadillaS. The influence of age and gender on the population-based incidence of community-acquired pneumonia caused by different microbial pathogens. J Infect. (2006) 53:166–74. 10.1016/j.jinf.2005.11.00616375972

[25] YamamotoYTomiokaHSatoKSaitoHYamadaYSetogawaT. Sex differences in the susceptibility of mice to infection induced by *Mycobacterium intracellulare*. Am Rev Respir Dis. (1990) 142:430–3. 10.1164/ajrccm/142.2.4302382907

[26] YamamotoYSaitoHSetogawaTTomiokaH. Sex differences in host resistance to Mycobacterium marinum infection in mice. Infect Immun. (1991) 59:4089–96.193776810.1128/iai.59.11.4089-4096.1991PMC259001

[27] YanceyALWatsonHLCartnerSCSimeckaJW. Gender is a major factor in determining the severity of mycoplasma respiratory disease in mice. Infect Immun. (2001) 69:2865–71. 10.1128/iai.69.5.2865-2871.200111292700PMC98236

[28] GuilbaultCStotlandPLachanceCTamMKellerAThompson-SnipesL. Influence of gender and interleukin-10 deficiency on the inflammatory response during lung infection with *Pseudomonas aeruginosa* in mice. Immunology. (2002) 107:297–305. 10.1046/j.1365-2567.2002.01508.x12423305PMC1782799

[29] MikerovANGanXUmsteadTMMillerLChinchilliVMPhelpsDS Sex differences in the impact of ozone on survival and alveolar macrophage function of mice after *Klebsiella pneumoniae* infection. Respir Res. (2008) 9:24 10.1186/1465-9921-9-2418307797PMC2268931

[30] MikerovANHaqueRGanXGuoXPhelpsDSFlorosJ. Ablation of SP-A has a negative impact on the susceptibility of mice to *Klebsiella pneumoniae* infection after ozone exposure: sex differences. Respir Res. (2008) 9:77. 10.1186/1465-9921-9-7719055785PMC2655296

[31] MikerovANHuSDurraniFGanXWangGUmsteadTM. Impact of sex and ozone exposure on the course of pneumonia in wild type and SP-A (-/-) mice. Microb Pathog. (2012) 52:239–49. 10.1016/j.micpath.2012.01.00522285567PMC3608432

[32] ThorenoorNUmsteadTMZhangXPhelpsDSFlorosJ. Survival of surfactant protein-A1 and SP-A2 transgenic mice after *Klebsiella pneumoniae* infection, exhibits sex-, gene-, and variant specific differences; treatment with surfactant protein improves survival. Front Immunol. (2018) 9:2404. 10.3389/fimmu.2018.0240430459763PMC6232836

[33] DurraniFPhelpsDSWeiszJSilveyraPHuSMikerovAN. Gonadal hormones and oxidative stress interaction differentially affects survival of male and female mice after lung *Klebsiella pneumoniae* infection. Exp Lung Res. (2012) 38:165–72. 10.3109/01902148.2011.65404522394250PMC3651915

[34] CrouchEHartshornKOfekI. Collectins and pulmonary innate immunity. Immunol Rev. (2000) 173:52–65. 10.1034/j.1600-065x.2000.917311.x10719667

[35] PhelpsDS. Surfactant regulation of host defense function in the lung: a question of balance. Pediatr Pathol Mol Med. (2001) 20:269–92.11486734

[36] WrightJRYoumansDC. Pulmonary surfactant protein A stimulates chemotaxis of alveolar macrophage. Am J Physiol. (1993) 264(4 Pt 1):L338–44. 10.1152/ajplung.1993.264.4.L3388476070

[37] MariencheckWISavovJDongQTinoMJWrightJR. Surfactant protein A enhances alveolar macrophage phagocytosis of a live, mucoid strain of *P. aeruginosa*. Am J Physiol. (1999) 277:L777–86. 10.1152/ajplung.1999.277.4.L77710516219

[38] KremlevSGUmsteadTMPhelpsDS. Effects of surfactant protein A and surfactant lipids on lymphocyte proliferation *in vitro*. Am J Physiol. (1994) 267(4 Pt 1):L357–64. 10.1152/ajplung.1994.267.4.L3577943339

[39] BorronPMcCormackFXElhalwagiBMChroneosZCLewisJFZhuS. Surfactant protein A inhibits T cell proliferation via its collagen-like tail and a 210-kDa receptor. Am J Physiol. (1998) 275:L679–86. 10.1152/ajplung.1998.275.4.L6799755099

[40] BrinkerKGGarnerHWrightJR. Surfactant protein A modulates the differentiation of murine bone marrow-derived dendritic cells. Am J Physiol Lung Cell Mol Physiol. (2003) 284:L232–41. 10.1152/ajplung.00187.200212388334

[41] FlorosJHooverRR. Genetics of the hydrophilic surfactant proteins A and D. Biochim Biophys Acta. (1998) 1408:312–22. 10.1016/s0925-4439(98)00077-59813381

[42] HooverRRFlorosJ. Organization of the human SP-A and SP-D loci at 10q22-q23. Physical and radiation hybrid mapping reveal gene order and orientation. Am J Respir Cell Mol Biol. (1998) 18:353–62. 10.1165/ajrcmb.18.3.30359490653

[43] KarinchAMFlorosJ. 5' splicing and allelic variants of the human pulmonary surfactant protein A genes. Am J Respir Cell Mol Biol. (1995) 12:77–88. 10.1165/ajrcmb.12.1.78114737811473

[44] DiAngeloSLinZWangGPhillipsSRametMLuoJ. Novel, non-radioactive, simple and multiplex PCR-cRFLP methods for genotyping human SP-A and SP-D marker alleles. Dis Markers. (1999) 15:269–81. 10.1155/1999/96143010689550PMC3851098

[45] OberleyRESnyderJM. Recombinant human SP-A1 and SP-A2 proteins have different carbohydrate-binding characteristics. Am J Physiol Lung Cell Mol Physiol. (2003) 284:L871–81. 10.1152/ajplung.00241.200212505869

[46] WangGBates-KenneySRTaoJQPhelpsDSFlorosJ. Differences in biochemical properties and in biological function between human SP-A1 and SP-A2 variants, and the impact of ozone-induced oxidation. Biochemistry. (2004) 43:4227–39. 10.1021/bi036023i15065867

[47] MikerovANUmsteadTMHuangWLiuWPhelpsDSFlorosJ. SP-A1 and SP-A2 variants differentially enhance association of *Pseudomonas aeruginosa* with rat alveolar macrophages. Am J Physiol Lung Cell Mol Physiol. (2005) 288:L150–8. 10.1152/ajplung.00135.200415377498

[48] MikerovANWangGUmsteadTMZacharatosMThomasNJPhelpsDS. Surfactant protein A2 (SP-A2) variants expressed in CHO cells stimulate phagocytosis of *Pseudomonas aeruginosa* more than do SP-A1 variants. Infect Immun. (2007) 75:1403–12. 10.1128/iai.01341-0617220308PMC1828577

[49] KarinchAMdeMelloDEFlorosJ. Effect of genotype on the levels of surfactant protein A mRNA and on the SP-A2 splice variants in adult humans. Biochem J. (1997) 321(Pt 1):39–47. 10.1042/bj32100399003399PMC1218034

[50] KumarARSnyderJM. Differential regulation of SP-A1 and SP-A2 genes by cAMP, glucocorticoids, and insulin. Am J Physiol. (1998) 274:L177–85. 10.1152/ajplung.1998.274.2.L1779486201

[51] WangGMyersCMikerovAFlorosJ. Effect of cysteine 85 on biochemical properties and biological function of human surfactant protein A variants. Biochemistry. (2007) 46:8425–35. 10.1021/bi700456917580966PMC2531219

[52] WangGGuoXDiangeloSThomasNJFlorosJ. Humanized SFTPA1 and SFTPA2 transgenic mice reveal functional divergence of SP-A1 and SP-A2: formation of tubular myelin *in-vivo* requires both gene products. J Biol Chem. (2010) 285:11998–2010. 10.1074/jbc.M109.04624320048345PMC2852938

[53] SilveyraPRavalMSimmonsBDiangeloSWangGFlorosJ. The untranslated exon B of human surfactant protein A2 mRNAs is an enhancer for transcription and translation. Am J Physiol Lung Cell Mol Physiol. (2011) 301:L795–803. 10.1152/ajplung.00439.201021840962PMC3290452

[54] SilveyraPDiAngeloSLFlorosJ. An 11-nt sequence polymorphism at the 3'UTR of human SFTPA1 and SFTPA2 gene variants differentially affect gene expression levels and miRNA regulation in cell culture. Am J Physiol Lung Cell Mol Physiol. (2014) 307:L106–19. 10.1152/ajplung.00313.201324793167PMC4080286

[55] NoutsiosGTGhattasPBennettSFlorosJ. 14-3-3 isoforms bind directly exon B of the 5'-UTR of human surfactant protein A2 mRNA. Am J Physiol Lung Cell Mol Physiol. (2015) 309:L147–57. 10.1152/ajplung.00088.201526001776PMC4504974

[56] WangGPhelpsDSUmsteadTMFlorosJ Human SP-A protein variants derived from one or both genes stimulate TNF-alpha production in the THP-1 cell line. Am J Physiol Lung Cell Mol Physiol. (2000) 278:L946–54. 10.1152/ajplung.2000.278.5.L94610781424

[57] WangGUmsteadTMPhelpsDSAl-MondhiryHFlorosJ. The effect of ozone exposure on the ability of human surfactant protein a variants to stimulate cytokine production. Environ Health Perspect. (2002) 110:79–84. 10.1289/ehp.021107911781168PMC1240696

[58] HuangWWangGPhelpsDSAl-MondhiryHFlorosJ. Human SP-A genetic variants and bleomycin-induced cytokine production by THP-1 cells: effect of ozone-induced SP-A oxidation. Am J Physiol Lung Cell Mol Physiol. (2004) 286:L546–53. 10.1152/ajplung.00267.200314617519

[59] MikerovANUmsteadTMGanXHuangWGuoXWangG. Impact of ozone exposure on the phagocytic activity of human surfactant protein A (SP-A) and SP-A variants. Am J Physiol Lung Cell Mol Physiol. (2008) 294:L121–30. 10.1152/ajplung.00288.200717981957PMC2964667

[60] FlorosJWangGMikerovAN. Genetic complexity of the human innate host defense molecules, surfactant protein A1 (SP-A1) and SP-A2–impact on function. Crit Rev Eukaryot Gene Expr. (2009) 19:125–37. 10.1615/critreveukargeneexpr.v19.i2.3019392648PMC2967201

[61] PhelpsDSUmsteadTMSilveyraPHuSWangGFlorosJ. Differences in the alveolar macrophage proteome in transgenic mice expressing human SP-A1 and SP-A2. J Proteom Genom Res. (2013) 1:2–26. 10.14302/issn.2326-0793.jpgr-12-20724729982PMC3981560

[62] PhelpsDSUmsteadTMFlorosJ. Sex differences in the acute *in-vivo* effects of different human SP-A variants on the mouse alveolar macrophage proteome. J Proteomics. (2014) 108:427–44. 10.1016/j.jprot.2014.06.00724954098PMC4128237

[63] TsotakosNPhelpsDSYengoCMChinchilliVMFlorosJ. Single-cell analysis reveals differential regulation of the alveolar macrophage actin cytoskeleton by surfactant proteins A1 and A2: implications of sex and aging. Biol Sex Differ. (2016) 7:18. 10.1186/s13293-016-0071-026998217PMC4797174

[64] NoutsiosGTThorenoorNZhangXPhelpsDSUmsteadTMDurraniF. SP-A2 contributes to miRNA-mediated sex differences in response to oxidative stress: pro-inflammatory, anti-apoptotic, and anti-oxidant pathways are involved. Biol Sex Differ. (2017) 8:37. 10.1186/s13293-017-0158-229202868PMC5716385

[65] NoutsiosGTThorenoorNZhangXPhelpsDSUmsteadTMDurraniF. Major effect of oxidative stress on the male, but not female, SP-A1 type II cell miRNome. Front Immunol. (2019) 10:1514. 10.3389/fimmu.2019.0151431354704PMC6635478

[66] Lopez-RodriguezEPascualAArroyoRFlorosJPerez-GilJ. Human pulmonary surfactant protein SP-A1 provides maximal efficiency of lung interfacial films. Biophys J. (2016) 111:524–36. 10.1016/j.bpj.2016.06.02527508436PMC4982931

[67] GuthAMJanssenWJBosioCMCrouchECHensonPMDowSW. Lung environment determines unique phenotype of alveolar macrophages. Am J Physiol Lung Cell Mol Physiol. (2009) 296:L936–46. 10.1152/ajplung.90625.200819304907PMC2692811

[68] BeharkaAAGaynorCDKangBKVoelkerDRMcCormackFXSchlesingerLS. Pulmonary surfactant protein A up-regulates activity of the mannose receptor, a pattern recognition receptor expressed on human macrophages. J Immunol. (2002) 169:3565–73. 10.4049/jimmunol.169.7.356512244146

[69] KuronumaKSanoHKatoKKudoKHyakushimaNYokotaS. Pulmonary surfactant protein A augments the phagocytosis of Streptococcus pneumoniae by alveolar macrophages through a casein kinase 2-dependent increase of cell surface localization of scavenger receptor A. J Biol Chem. (2004) 279:21421–30. 10.1074/jbc.M31249020014993215

[70] GilMMcCormackFXLevineAM. Surfactant protein A modulates cell surface expression of CR3 on alveolar macrophages and enhances CR3-mediated phagocytosis. J Biol Chem. (2009) 284:7495–504. 10.1074/jbc.M80864320019155216PMC2658045

[71] PhelpsDSUmsteadTMFlorosJ. Sex differences in the response of the alveolar macrophage proteome to treatment with exogenous surfactant protein-A. Proteome Sci. (2012) 10:44. 10.1186/1477-5956-10-4422824420PMC3570446

[72] CareyMACardJWVoltzJWGermolecDRKorachKSZeldinDC. The impact of sex and sex hormones on lung physiology and disease: lessons from animal studies. Am J Physiol Lung Cell Mol Physiol. (2007) 293:L272–278. 10.1152/ajplung.00174.200717575008

[73] ThorenoorNZhangXUmsteadTMScott HalsteadEPhelpsDSFlorosJ. Differential effects of innate immune variants of surfactant protein-A1 (SFTPA1) and SP-A2 (SFTPA2) in airway function after *Klebsiella pneumoniae* infection and sex differences. Respir Res. (2018) 19:23. 10.1186/s12931-018-0723-129394894PMC5797374

[74] FalagasMEMourtzoukouEGVardakasKZ. Sex differences in the incidence and severity of respiratory tract infections. Respir Med. (2007) 101:1845–63. 10.1016/j.rmed.2007.04.01117544265

[75] de TorresJPCoteCGLopezMVCasanovaCDiazOMarinJM. Sex differences in mortality in patients with COPD. Eur Respir J. (2009) 33:528–35. 10.1183/09031936.0009610819047315

[76] ThorenoorNKawasawaYIGandhiCKZhangXFlorosJ. Differential Impact of Co-expressed SP-A1/SP-A2 Protein on AM miRNome; Sex Differences. Front Immunol. (2019) 10:1960. 10.3389/fimmu.2019.0196031475015PMC6707024

[77] AllenIC. Bacteria-mediated acute lung inflammation. Methods Mol Biol. (2013) 1031:163–75. 10.1007/978-1-62703-481-4_1923824899

[78] RobinsonMDMcCarthyDJSmythGK. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics. (2010) 26:139–40. 10.1093/bioinformatics/btp61619910308PMC2796818

[79] SunJNishiyamaTShimizuKKadotaK. TCC: an R package for comparing tag count data with robust normalization strategies. BMC Bioinformatics. (2013) 14:219. 10.1186/1471-2105-14-21923837715PMC3716788

[80] BelperioJAKeaneMPBurdickMDLondheVXueYYLiK. Critical role for CXCR2 and CXCR2 ligands during the pathogenesis of ventilator-induced lung injury. J Clin Invest. (2002) 110:1703–16. 10.1172/jci1584912464676PMC151632

[81] SueRDBelperioJABurdickMDMurrayLAXueYYDyMC. CXCR2 is critical to hyperoxia-induced lung injury. J Immunol. (2004) 172:3860–8. 10.4049/jimmunol.172.6.386015004193

[82] GrigoryevDNFiniganJHHassounPGarciaJG. Science review: searching for gene candidates in acute lung injury. Crit Care. (2004) 8:440–7. 10.1186/cc290115566614PMC1065043

[83] JeyaseelanSChuHWYoungSKWorthenGS. Transcriptional profiling of lipopolysaccharide-induced acute lung injury. Infect Immun. (2004) 72:7247–56. 10.1128/iai.72.12.7247-7256.200415557650PMC529166

[84] MauneyCHHollisT. SAMHD1: Recurring roles in cell cycle, viral restriction, cancer, and innate immunity. Autoimmunity. (2018) 51:96–110. 10.1080/08916934.2018.145491229583030PMC6117824

[85] TakedaKAkiraS. STAT family of transcription factors in cytokine-mediated biological responses. Cytokine Growth Factor Rev. (2000) 11:199–207. 10.1016/s1359-6101(00)00005-810817963

[86] DarnellJEJrKerrIMStarkGR. Jak-STAT pathways and transcriptional activation in response to IFNs and other extracellular signaling proteins. Science. (1994) 264:1415–21. 10.1126/science.81974558197455

[87] IsraelA. The IKK complex, a central regulator of NF-kappaB activation. Cold Spring Harb Perspect Biol. (2010) 2:a000158. 10.1101/cshperspect.a00015820300203PMC2829958

[88] SunLDengLEaCKXiaZPChenZJ. The TRAF6 ubiquitin ligase and TAK1 kinase mediate IKK activation by BCL10 and MALT1 in T lymphocytes. Mol Cell. (2004) 14:289–301. 10.1016/s1097-2765(04)00236-915125833

[89] KoptidesMUmsteadTMFlorosJPhelpsDS. Surfactant protein A activates NF-kappa B in the THP-1 monocytic cell line. Am J Physiol. (1997) 273(2 Pt 1):L382–8. 10.1152/ajplung.1997.273.2.L3829277450

[90] WangGUmsteadTMHuSMikerovANPhelpsDSFlorosJ. Differential effects of human SP-A1 and SP-A2 on the BAL proteome and signaling pathways in response to *Klebsiella pneumoniae* and ozone exposure. Front Immunol. (2019) 10:561. 10.3389/fimmu.2019.0056130972061PMC6443908

[91] JanicBUmsteadTMPhelpsDSFlorosJ. Modulatory effects of ozone on THP-1 cells in response to SP-A stimulation. Am J Physiol Lung Cell Mol Physiol. (2005) 288:L317–25. 10.1152/ajplung.00125.200415466251

[92] HaqueRUmsteadTMPonnuruPGuoXHawgoodSPhelpsDS. Role of surfactant protein-A (SP-A) in lung injury in response to acute ozone exposure of SP-A deficient mice. Toxicol Appl Pharmacol. (2007) 220:72–82. 10.1016/j.taap.2006.12.01717307210PMC1906716

[93] SongMPhelpsDS. Interaction of surfactant protein A with lipopolysaccharide and regulation of inflammatory cytokines in the THP-1 monocytic cell line. Infect Immun. (2000) 68:6611–7. 10.1128/iai.68.12.6611-6617.200011083772PMC97757

[94] MagesJDietrichHLangR. A genome-wide analysis of LPS tolerance in macrophages. Immunobiology. (2007) 212:723–37. 10.1016/j.imbio.2007.09.01518086374

[95] NguyenHARajaramMVMeyerDASchlesingerLS. Pulmonary surfactant protein A and surfactant lipids upregulate IRAK-M, a negative regulator of TLR-mediated inflammation in human macrophages. Am J Physiol Lung Cell Mol Physiol. (2012) 303:L608–16. 10.1152/ajplung.00067.201222886503PMC3469587

[96] GuJZhouYHuangLOuWWuJLiS. TP53 mutation is associated with a poor clinical outcome for non-small cell lung cancer: evidence from a meta-analysis. Mol Clin Oncol. (2016) 5:705–13. 10.3892/mco.2016.105728101350PMC5228103

[97] SeifartCLinHMSeifartUPlagensADiAngeloSvon WichertP. Rare SP-A alleles and the SP-A1-6A(4) allele associate with risk for lung carcinoma. Clin Genet. (2005) 68:128–36. 10.1111/j.1399-0004.2005.00470.x15996209

[98] LinZThomasNJBibikovaMSeifartCWangYGuoX. DNA methylation markers of surfactant proteins in lung cancer. Int J Oncol. (2007) 31:181–91. 10.3892/ijo.31.1.18117549420

[99] GragedaMSilveyraPThomasNJDiAngeloSLFlorosJ. DNA methylation profile and expression of surfactant protein A2 gene in lung cancer. Exp Lung Res. (2015) 41:93–102. 10.3109/01902148.2014.97629825514367PMC4336205

[100] RussoPTominoCSantoroAPrinziGProiettiSKisialiouA FKBP5 rs4713916: a potential genetic predictor of interindividual different response to inhaled corticosteroids in patients with chronic obstructive pulmonary disease in a real-life setting. Int J Mol Sci. (2019) 20:2024 10.3390/ijms20082024PMC651477631022961

[101] RileyCMSciurbaFC. Diagnosis and outpatient management of chronic obstructive pulmonary disease: a review. JAMA. (2019) 321:786–97. 10.1001/jama.2019.013130806700

[102] BariMRHironMMZamanSMRahmanMMGangulyKC. Microbes responsible for acute exacerbation of COPD. Mymensingh Med J. (2010) 19:576–85.20956903

[103] FlattetYGarinNSerratriceJPerrierAStirnemannJCarballoS. Determining prognosis in acute exacerbation of COPD. Int J Chron Obstruct Pulmon Dis. (2017) 12:467–75. 10.2147/copd.S12238228203070PMC5293360

[104] GuoXLinHMLinZMontanoMSansoresRWangG. Surfactant protein gene A, B, and D marker alleles in chronic obstructive pulmonary disease of a Mexican population. Eur Respir J. (2001) 18:482–90. 10.1183/09031936.01.0004340111589345

[105] MitsuhashiAGotoHKuramotoTTabataSYukishigeSAbeS. Surfactant protein A suppresses lung cancer progression by regulating the polarization of tumor-associated macrophages. Am J Pathol. (2013) 182:1843–53. 10.1016/j.ajpath.2013.01.03023499372PMC4429178

[106] GomesMTeixeiraALCoelhoAAraujoAMedeirosR. The role of inflammation in lung cancer. Adv Exp Med Biol. (2014) 816:1–23. 10.1007/978-3-0348-0837-8_124818717

[107] BierneHCossartP. When bacteria target the nucleus: the emerging family of nucleomodulins. Cell Microbiol. (2012) 14:622–33. 10.1111/j.1462-5822.2012.01758.x22289128

[108] AreschougTGordonS. Scavenger receptors: role in innate immunity and microbial pathogenesis. Cell Microbiol. (2009) 11:1160–9. 10.1111/j.1462-5822.2009.01326.x19388903

[109] ArredouaniMYangZNingYQinGSoininenRTryggvasonK. The scavenger receptor MARCO is required for lung defense against pneumococcal pneumonia and inhaled particles. J Exp Med. (2004) 200:267–72. 10.1084/jem.2004073115263032PMC2212010

[110] SunKMetzgerDW. Inhibition of pulmonary antibacterial defense by interferon-gamma during recovery from influenza infection. Nat Med. (2008) 14:558–64. 10.1038/nm176518438414

[111] MomburgFHammerlingGJ. Generation and TAP-mediated transport of peptides for major histocompatibility complex class I molecules. Adv Immunol. (1998) 68:191–256. 10.1016/s0065-2776(08)60560-x9505090

[112] PfeiferJDWickMJRobertsRLFindlayKNormarkSJHardingCV. Phagocytic processing of bacterial antigens for class I MHC presentation to T cells. Nature. (1993) 361:359–62. 10.1038/361359a07678924

[113] VitalisTZZhangQJAlimontiJChenSSBashaGMoiseA. Using the TAP component of the antigen-processing machinery as a molecular adjuvant. PLoS Pathog. (2005) 1:e36. 10.1371/journal.ppat.001003616389301PMC1323471

[114] DozmorovMWuWChakrabartyKBoothJLHurstRECoggeshallKM. Gene expression profiling of human alveolar macrophages infected by *B. anthracis* spores demonstrates TNF-alpha and NF-kappab are key components of the innate immune response to the pathogen. BMC Infect Dis. (2009) 9:152. 10.1186/1471-2334-9-15219744333PMC2752459

[115] WillseyGGVentroneSSchutzKCWallaceAMRibisJWSurattBT. Pulmonary surfactant promotes virulence gene expression and biofilm formation in *Klebsiella pneumoniae*. Infect Immun. (2018) 86:18. 10.1128/iai.00135-1829712730PMC6013664

[116] KoussounadisALangdonSPUmIHHarrisonDJSmithVA. Relationship between differentially expressed mRNA and mRNA-protein correlations in a xenograft model system. Sci Rep. (2015) 5:10775. 10.1038/srep1077526053859PMC4459080

[117] TagaramHRWangGUmsteadTMMikerovANThomasNJGraffGR. Characterization of a human surfactant protein A1 (SP-A1) gene-specific antibody; SP-A1 content variation among individuals of varying age and pulmonary health. Am J Physiol Lung Cell Mol Physiol. (2007) 292:L1052–63. 10.1152/ajplung.00249.200617189324

[118] WangYVoelkerDRLugogoNLWangGFlorosJIngramJL. Surfactant protein A is defective in abrogating inflammation in asthma. Am J Physiol Lung Cell Mol Physiol. (2011) 301:L598–606. 10.1152/ajplung.00381.201021784968PMC3191759

[119] EisenhauerPBLehrerRI. Mouse neutrophils lack defensins. Infect Immun. (1992) 60:3446–7.163951310.1128/iai.60.8.3446-3447.1992PMC257335

[120] HaleyPJ. Species differences in the structure and function of the immune system. Toxicology. (2003) 188:49–71. 10.1016/s0300-483x(03)00043-x12748041

[121] TakeuchiOAkiraS. Pattern recognition receptors and inflammation. Cell. (2010) 140:805–20. 10.1016/j.cell.2010.01.02220303872

[122] HajjarAMErnstRKTsaiJHWilsonCBMillerSI. Human Toll-like receptor 4 recognizes host-specific LPS modifications. Nat Immunol. (2002) 3:354–9. 10.1038/ni77711912497

[123] MontminySWKhanNMcGrathSWalkowiczMJSharpFConlonJE. Virulence factors of Yersinia pestis are overcome by a strong lipopolysaccharide response. Nat Immunol. (2006) 7:1066–73. 10.1038/ni138616980981

[124] MikerovANPhelpsDSGanXUmsteadTMHaqueRWangG. Effect of ozone exposure and infection on bronchoalveolar lavage: sex differences in response patterns. Toxicol Lett. (2014) 230:333–44. 10.1016/j.toxlet.2014.04.00824769259PMC4169765

[125] MizgerdJPSkerrettSJ. Animal models of human pneumonia. Am J Physiol Lung Cell Mol Physiol. (2008) 294:L387–98. 10.1152/ajplung.00330.200718162603

[126] D'OvidioFFlorosJAraminiBLedererDDiAngeloSLArcasoyS. Donor surfactant protein A2 polymorphism and lung transplant survival. Eur Respir J. (2020) 55. 10.1183/13993003.00618-201931831583

[127] NalianAUmsteadTMYangCHSilveyraPThomasNJFlorosJ. Structural and functional determinants of rodent and human surfactant protein A: a synthesis of binding and computational data. Front Immunol. (2019) 10:2613. 10.3389/fimmu.2019.0261331781112PMC6856657

[128] Garcia-VerdugoIWangGFlorosJCasalsC Structural analysis and lipid-binding properties of recombinant human surfactant protein a derived from one or both genes. Biochemistry. (2002) 41:14041–53. 10.1021/bi026540l12437362

# Supplementary material for: Sex-Specific Regulation of Gene Expression Networks by Surfactant Protein A (SP-A) Variants in Alveolar Macrophages in Response to Klebsiella pneumoniae
**Source:** Front Immunol. 2020 Jun 24;11:1290. doi: 10.3389/fimmu.2020.01290
**Supplement:** Supplementary Figure 1 — Venn diagrams show the number of genes identified in comparisons of combined males and females from mice each carrying a different human variant in response to K. pneumoniae. (A) Comparison between SP-A1 (6A2 vs. 6A4). Out of 196 and 494 genes identified from 6A2 and 6A4 respectively, 5 are identified to be in common in both the SP-A1 gene-specific variants, 191 are specific to 6A2, and 489 are to 6A4. (B) Comparison between SP-A2 (1A0 vs. 1A3). Out of 276 and 397 genes identified from 1A0 and 1A3, respectively, 31 are identified to be in common in both the SP-A2 gene-specific variants, 245 are specific to 1A0 and 366 are to 1A3. (C) Comparison of genes between SP-A2 (1A0) vs. SP-A1 (6A2). Out of 276 and 196 genes identified from 1A0 and 6A2, respectively, 10 are identified to be in common in the SP-A1 (6A2) and SP-A2 (1A0) gene variants, 266 are specific to 1A0 and 186 are to 6A2. (D) Comparison of genes between SP-A2 (1A0) vs. SP-A1 (6A4). Out of 276 and 494 genes identified from 1A0 and 6A4, respectively, 15 are identified to be in common in the SP-A1 (6A4) and SP-A2 (1A0) gene variants, 261 are specific to 1A0 and 479 are to 6A4. (E) Comparison of genes between SP-A2 (1A3) vs. SP-A1 (6A2). Out of 397 and 196 genes identified from 1A3 and 6A2, respectively, 14 are identified to be in common in the SP-A1 (6A2) and SP-A2 (1A3) gene variants, 384 are specific to 1A3 and 182 are to 6A2. (F) Comparison of genes between SP-A2 (1A3) vs. SP-A1 (6A4). Out of 397 and 494 genes identified from 1A3 and 6A4, respectively, 31 are identified to be in common in the SP-A1 (6A4) and SP-A2 (1A3) gene variants, 366 are specific to 1A3 and 463 are to 6A4.

Supplementary Figure 1

A

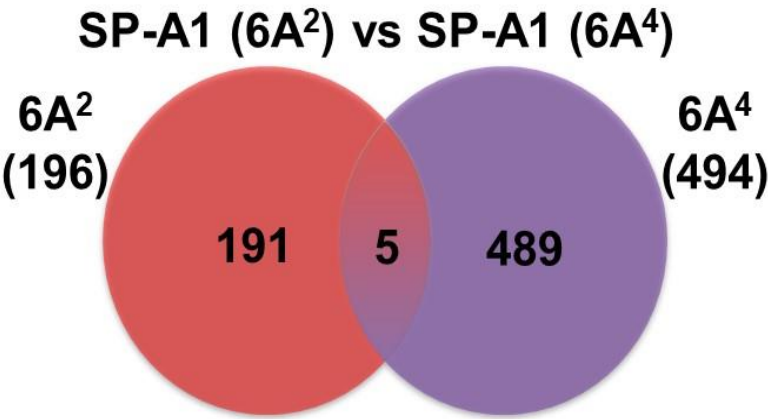

B

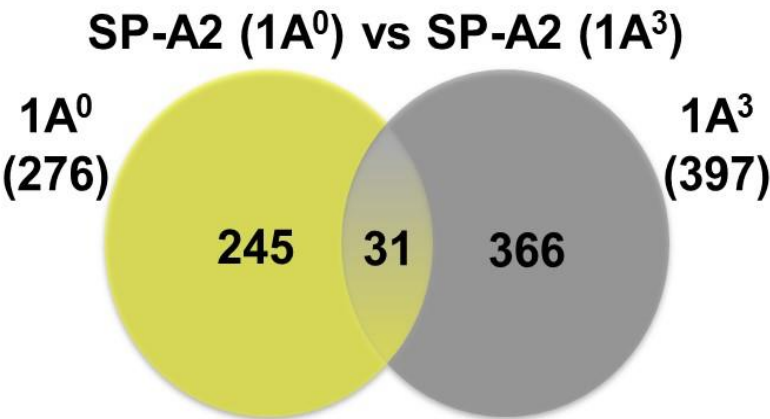

C

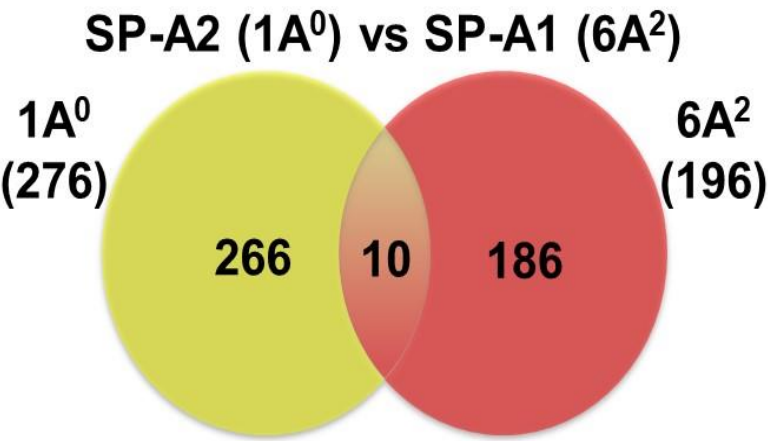

D

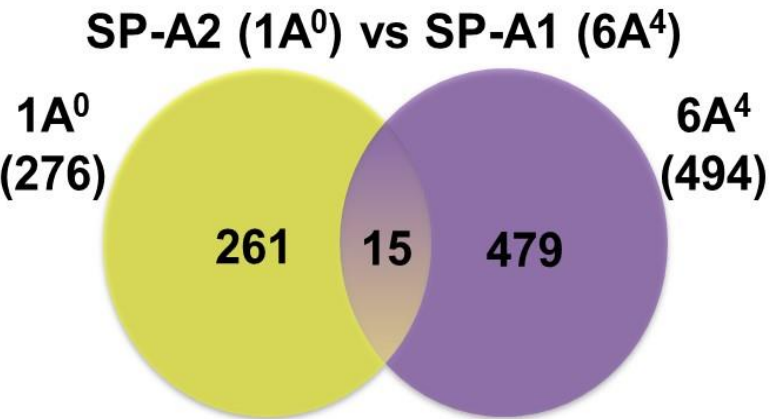

Supplementary Figure 1

E

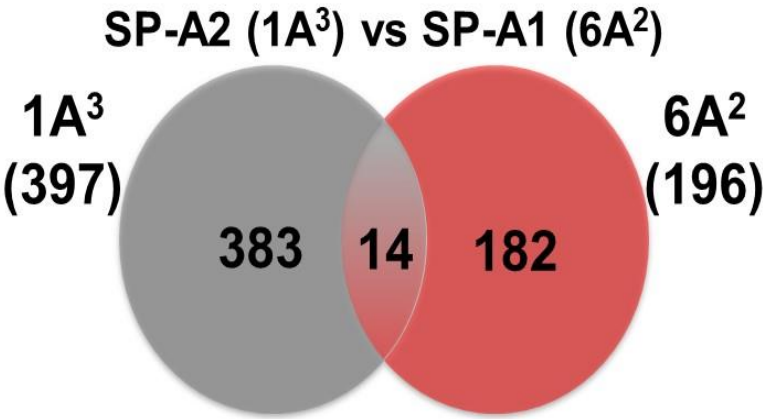

F

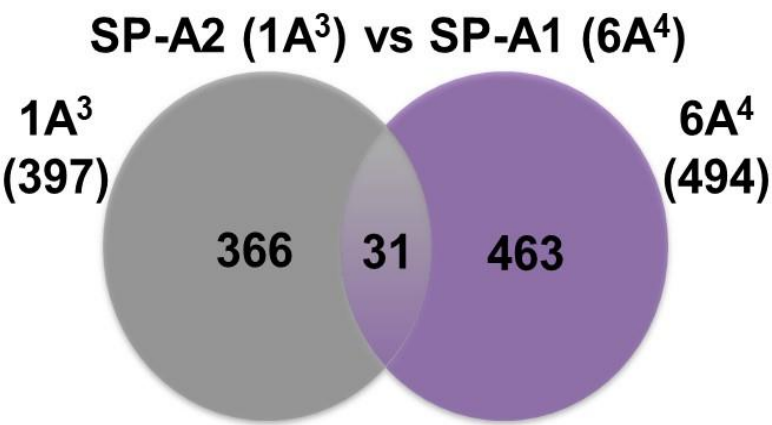

In all panels males and females are combined.

# Supplementary material for: Sex-Specific Regulation of Gene Expression Networks by Surfactant Protein A (SP-A) Variants in Alveolar Macrophages in Response to Klebsiella pneumoniae
**Source:** Front Immunol. 2020 Jun 24;11:1290. doi: 10.3389/fimmu.2020.01290

Males

Females

Cell cycle signaling node-1

TP-53 node

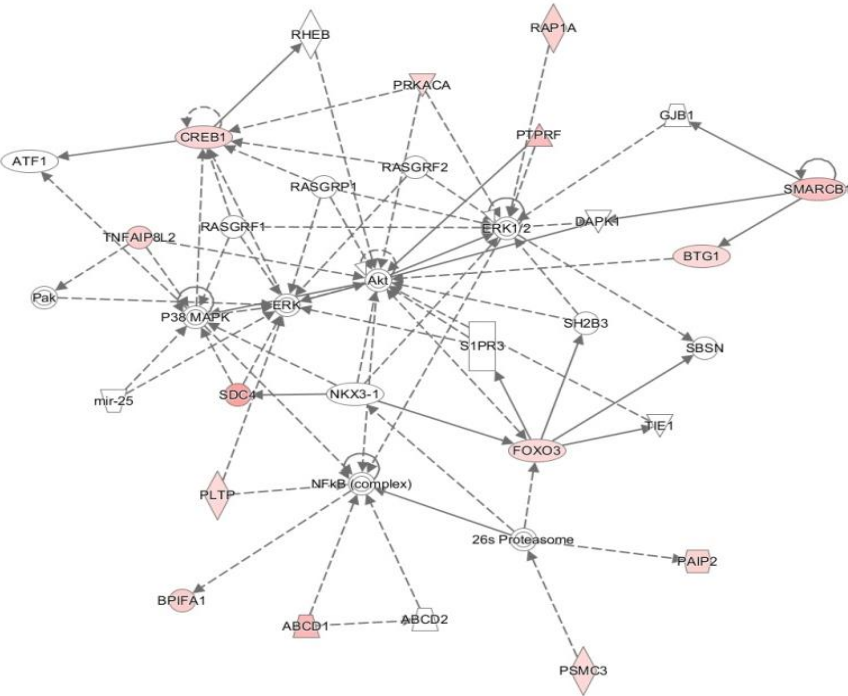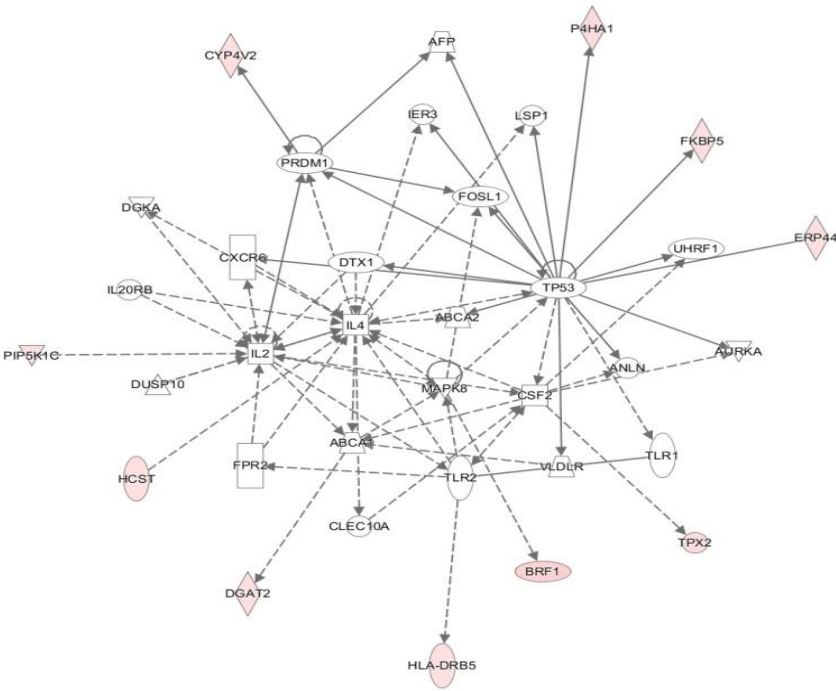

Cell cycle signaling node-2

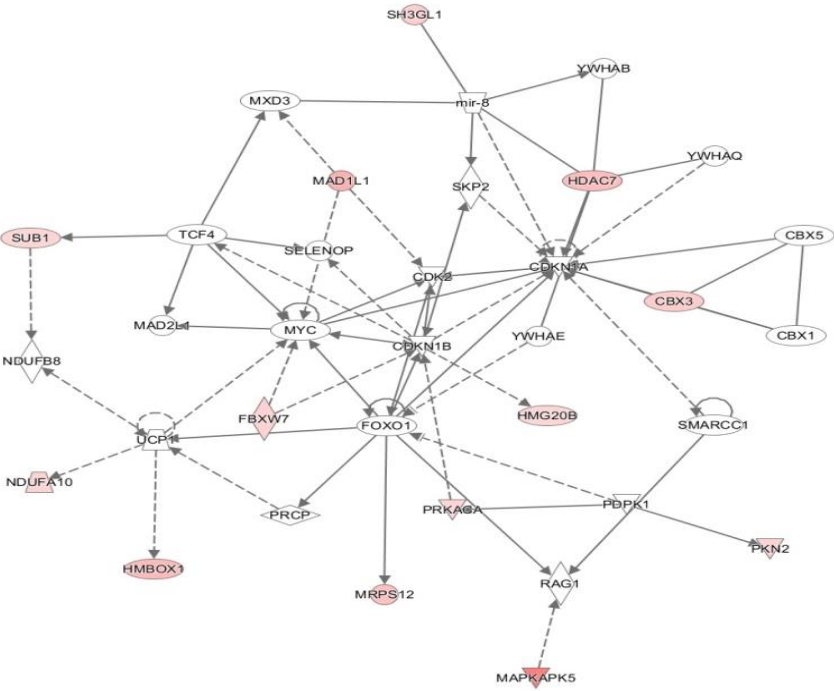

TP-53 node

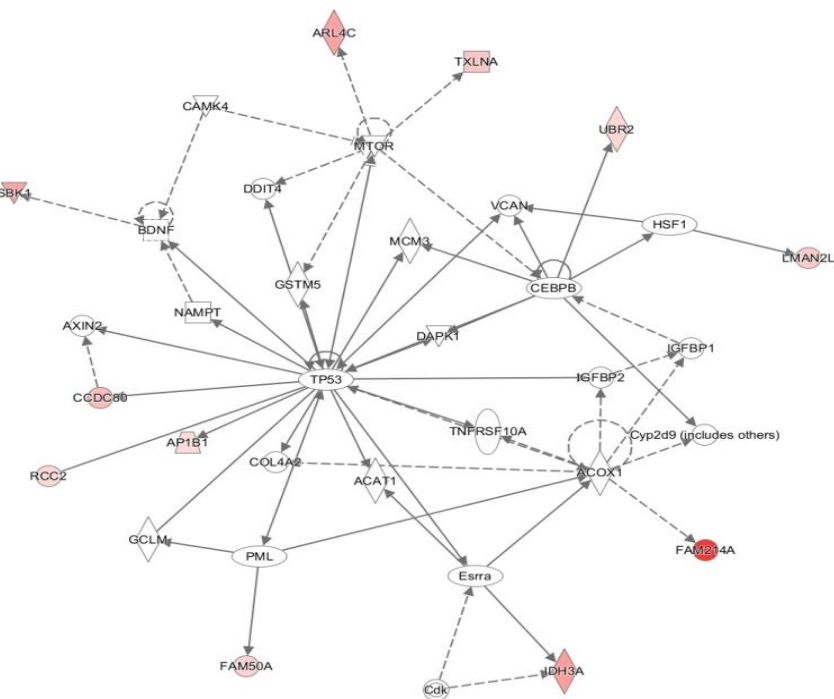

SP-A1 (6A<sup>4</sup>)

Males

TP-53 node

Females

TP-53 node

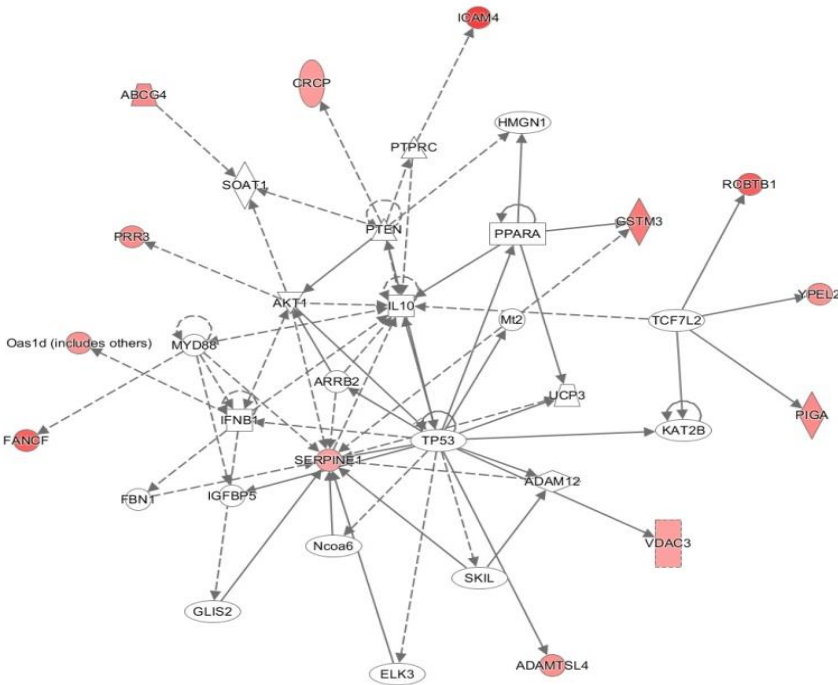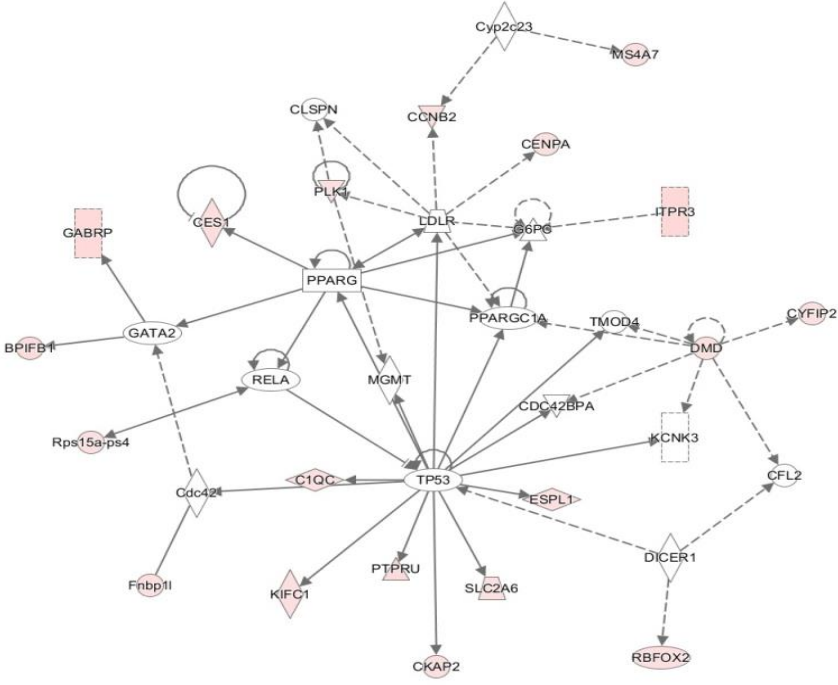

SP-A2 (1A<sup>3</sup>)

Females

Cell cycle signaling node

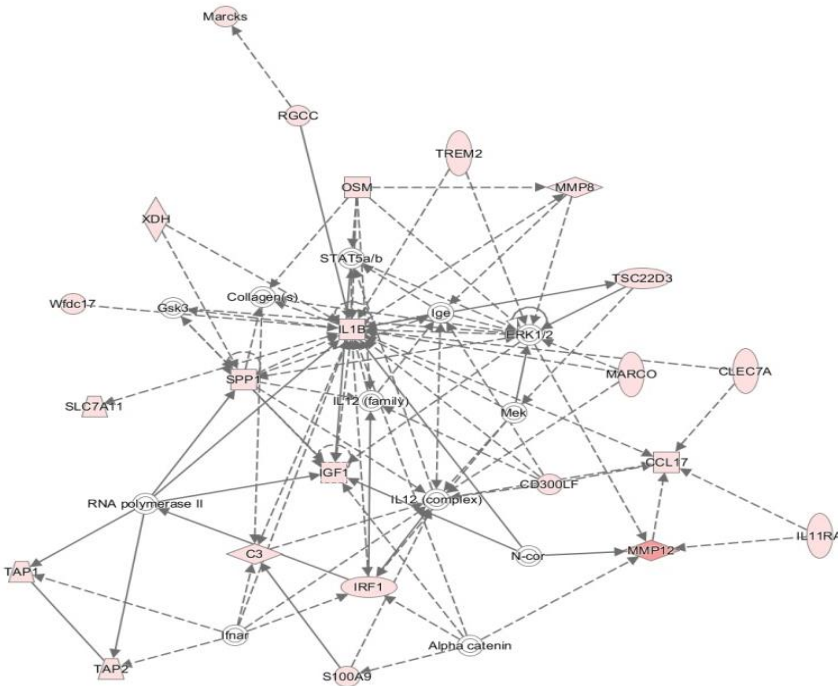

KO

Males

Females

TNF node

TP-53 node

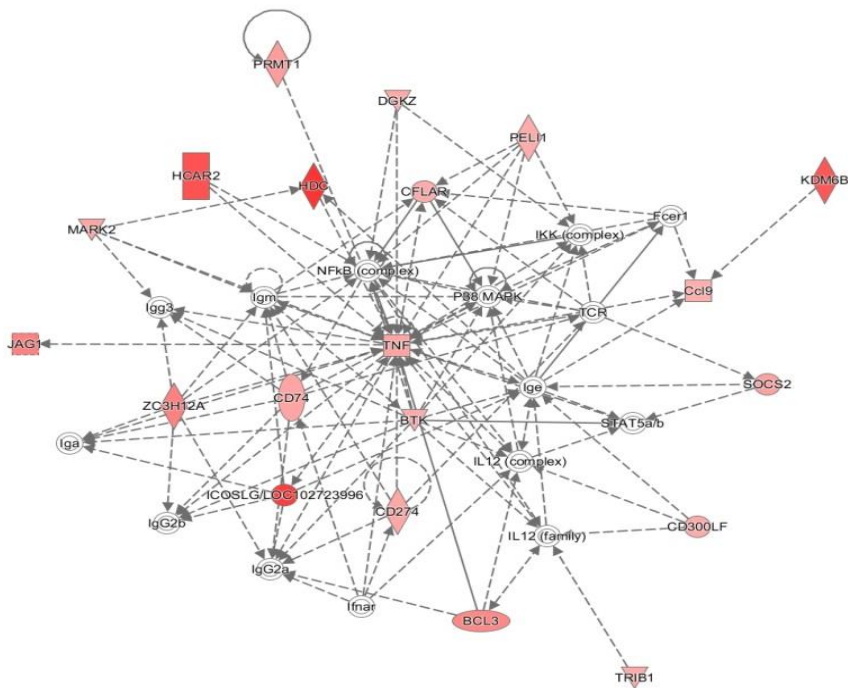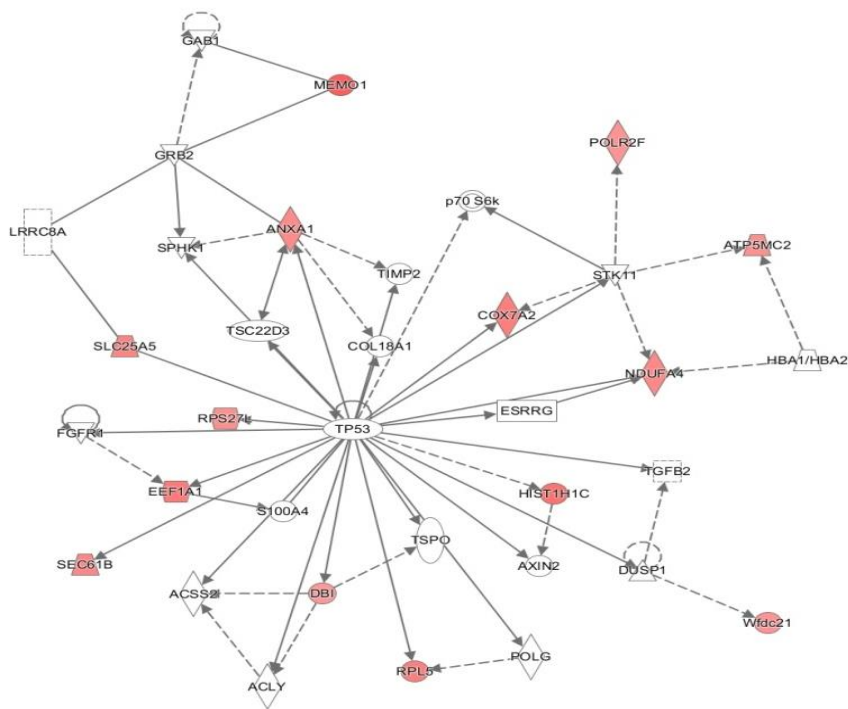

Cell cycle signaling node

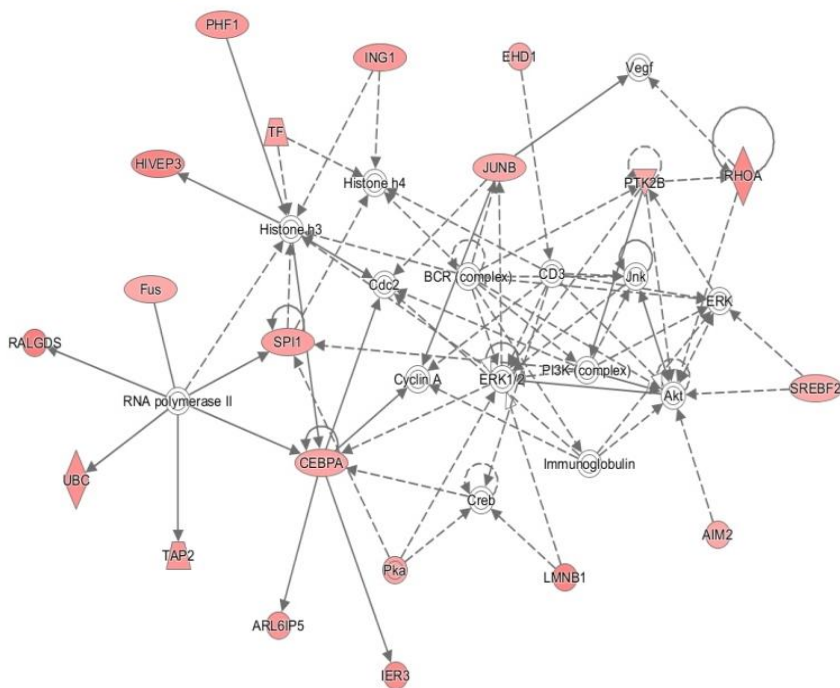

TP-53 node

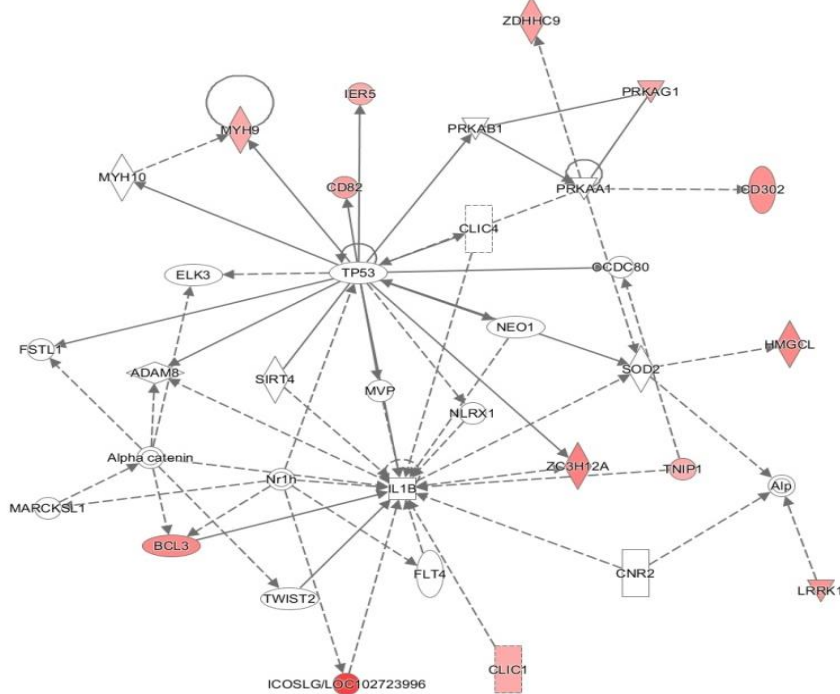

**Supplement:** Supplementary Figure 3 — Ingenuity Pathway Analysis for gene expression in males and females exposed to K. pneumoniae infection for 6 h in SP-A1 (6A2, 6A4), SP-A2 (1A3) and KO. Diagrams of biological networks of selected genes whose expression was ≥2-fold in the AM of male and female mice after infection are shown in color. Left, genes and pathways in male mice; right, genes and pathways in female mice. The diagrams show reported direct (solid lines) or indirect (dashed lines) gene interactions. Each gene or group of genes is represented as a node. Molecules that are significantly altered ≥2 are represented as node in red. Node shapes represent functional classes of gene products: Square for cytokines, Concentric (double) circle for complex/group, Diamonds for enzymes and peptidases, Ovals for transcription regulators and Transmembrane receptors, Triangle for phosphatases and Kinases, Rectangles for ligand-dependent nuclear receptors, G-protein coupled receptors, and ion channels, Trapezoids for transporters and microRNAs.

How the deposited data were processed for this re-analysis (not part of the article)

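QuantSeq 3′ mRNA libraries of AMs lavaged from single mice of 12 weeks of age after infection with K. pneumoniae at about 450 CFU in 50 µl were re-examined from the authors' tables. They come from humanized transgenic mice with the SP-A2 variants 1A0 and 1A3, the SP-A1 variants 6A2 and 6A4, and from KO mice, each of both sexes. The sample list holds 58 samples. Tables were used for 1A0 at 6 h and 24 h and for 6A2, 6A4, 1A3 and KO at 6 h, and the main comparisons rest on 48 libraries, 4 per sex in each of 6 comparisons. Samples of 1A0 at 18 h were not analysed here. The sample list names no uninfected mice, so a response to infection cannot be estimated from these libraries.

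The authors sequenced the libraries on a HiSeq 2500 with 50-cycle single reads, read them out with CASAVA 1.8 and ran the QuantSeq pipeline on the Bluebee platform. The aligner, the counting program, their versions and the annotation release are not given in the sources used here. For 1A0 the deposited per-library signal is a normalized count, which the authors made by dividing the reads of a gene by 1 size factor per library. This was tested on the values. In each of these libraries they are whole multiples of 1 step, within 0.02 of a whole read, and the whole reads were recovered by dividing by that step. For 6A2, 6A4, 1A3 and KO the deposited tables hold the read count of each gene as the authors' pipeline gave it, and beside it CPM that equals the count over the library total. These 4 tables hold fewer genes than those of 1A0 (12182 for 6A2, 17216 for the others), and the filter behind this is not stated. Per the file headings the deposited log2 fold changes are those of the authors' own comparisons of males with females. The deposited p-values and adjusted p-values are the authors' own too. The methods name edgeR and TCC 1.14.0, while the columns of the 1A0 tables are those that DESeq2 writes. Genome build GRCm38 is named in the headings of the 1A0 tables only, and coordinates are given for genes of these tables only, from their own columns. Of the per-sample columns in the tables, 128 were not used, 80 of CPM and 48 of counts repeated from other comparisons. CPM used here was computed again from the counts.

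The sex and line of a library were taken from the table headings, and for 1A0 also from the library name in the sample description. For 6A2 they were taken from the Female and male blocks of Supplementary File 2. The CPM values of these blocks equal those of the columns except for 36 of 1568 library values, in 23 of 196 listed genes. For 11 of the 58 samples the title and the library name in the description stand in conflict, since the library names appear to stand 1 place off the titles from an 18 h sample on. For this reason the sample labels leave open the sex of the 24 h library 58 and the line and time of the female library 74. Both libraries stand in the authors' 24 h table of 1A0, and they entered only an alternative. Sex-linked genes (Xist, Ddx3y, Eif2s3y, Kdm5d and Uty) were examined in each library and no label was changed on their account. The tables were normalized separately, so tests were run within a table. The exception is the interaction of sex with line, which was fitted on counts of 24 libraries of KO, 6A4 and 1A3, whose tables list the same genes.

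Library totals were between 381629 and 1550635 recovered reads in 1A0 and between 611298 and 3218721 counts in the other lines. With 4 libraries against 4 there are 35 splits of the libraries, and the smallest exact two-sided p that a permutation can give is 0.0286.

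Directions are males against females. In 1A0, limma 3.58.1 with a mean-variance trend was run on log2 (normalized count + 1) over genes with a mean of at least 10. The test plan had assumed normalized values in all tables and named edgeR quasi-likelihood for tables that hold counts, so in 6A2, 6A4, 1A3 and KO edgeR 4.0.16 with TMM normalization was run on the counts of genes with a mean CPM of at least 10. A gene is called at an unadjusted p under 0.05, as in the paper, and Benjamini-Hochberg adjusted p-values are given beside it. The 2-fold counts take called genes whose ratio of male to female mean is at least 2 or at most 0.5, as the paper's methods define the fold. No covariate or block was used. SE is the moderated standard error of limma, or for edgeR the log2 fold change over the root of its F statistic. Genes with non-overlapping sexes are those whose male libraries all lie on 1 side of the female ones. Genes called in 2 comparisons were counted over the genes tested in both for 11 pairs of comparisons, with a one-sided hypergeometric test (the one-sided Fisher's exact test) and an exact binomial test of the share with the same direction. For the comparison across listed genes, the mean log2 value over the called genes was compared between libraries by an exact permutation test, and the ratios were compared across genes by a rank permutation with 100000 resamples. The rank permutation took each ratio and its reciprocal as separate values, which makes its p-values too small. Single genes have an exact permutation p beside the model. The called genes were chosen on the same libraries.

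The lists of marker genes are neutrophil, red cell, T cell, B cell, epithelial, dividing cell and alveolar macrophage, compared between the sexes as the mean log2 value per library by exact permutation, in 42 tests with a Benjamini-Hochberg adjustment. They were written after the paper's tables had been read. The lists skeletal muscle and X-linked escape were added after the values had been seen. The directions that the paper gives from qRT-PCR of 3 other mice per sex were set beside those of the sequenced libraries.

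The genes named were set by a rule: every gene of Tables 3, 4 and 6, the first 5 of Tables 2 and 7 with Hba-a1, Hba-a2, S100a8, S100a9 and Il1b, the 5 sex-linked genes, Sftpa1, the genes Cxcl2, Samhd1, Stat3, Fkbp5, Marco, Tap1, Tap2, Cdk1 and Cdk2 of the discussion, and in each comparison the 3 genes with the largest change in each direction among those past the adjustment whose sexes do not overlap. The values in the paper's tables had been seen when the rule was written. Some genes that the rule covers are not reported here, and they were left out of the search for libraries that stand apart. Other genes named were chosen after their values were seen and are marked so.

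The alternatives tried were pseudocounts of 0.5 and 5, no minimum mean and a minimum of 50, edgeR on recovered reads for 1A0, DESeq2 1.42.0, rescaling to equal totals, the authors' p-values, the fold from medians or from the model, each library left out in turn, the libraries at a group boundary of the sample list left out, the unsettled 24 h libraries added, the sex-linked genes left out, and in 1A0 at 6 h the replicate number in the titles as a block, alone or with depth. No pairing of replicates is stated, and the deviations of male and female libraries of the same number from their group means correlated across genes by −0.09, −0.03, 0.08 and 0.25. Added after seeing the values were limma on log2 CPM, the authors' p-values with no minimum mean, the neutrophil list as a covariate, thinning of the 24 h reads to equal depth, and the interaction with each library left out. For each count, all 35 splits of the 8 libraries were fitted. For the pairs of comparisons 100 pairs of splits were drawn, with the called genes and, added after seeing the values, with as many genes of the smallest p as the real split called, and for the interaction 100 draws of the sex labels within line, the real one included in each case.

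The code was tested on simulated data drawn from the means, spread and totals of the real libraries with 4-fold changes in a drawn set of genes. In data with no changed gene between 4.37% (6A2, 7509 genes) and 5.34% (1A3, 7973 genes) passed an unadjusted p under 0.05. The sign was right for 96.5% of the changed genes in 1A0 at 6 h (6582 genes) and 82% of the changed genes were recovered by the adjusted interaction test (8001 genes). Values were set against those the paper states in its text, tables and supplementary lists, within a relative tolerance of 0.001 and an absolute one of 0.01 for the supplementary lists. A value is said to differ where 1 is more than 1.5 times the other and, for ratios of means, where it also lies beyond their SD.

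Fitting was done in R 4.3.3 and the other steps in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The pathway analysis of the paper, its protein and qRT-PCR measurements and its raw reads were not analysed here.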

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

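The tests of an explanation given here were chosen after the result was seen, whereas the interaction test and its draws of sex labels were not. Values are normalized counts in 1A0 and CPM in the other lines, and the values of the other 3 libraries of the same sex, line and time follow as a range.

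A library was taken to stand apart when its gap to the nearest of the 4 libraries of its group as a share of the group's range exceeded Dixon's critical value. This held for 27 of 331 groups (8.16%), 20 of 235 groups of named genes, 7 of 84 groups of marker lists and 0 of 12 groups of library totals. Chance flags about 1 in 20 groups, and groups that share libraries are not independent. Except where a test is named, no technical or biological explanation of these single values was tested, and differences between mice of the same sex and line stay open.

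In 1A0 at 6 h the male library JFRm42 was low in S100a6 (137.8, others 1137 to 1666), Mmp8 (23.65, others 380.1 to 619.2), S100a8 (130.7, others 5707 to 12160), S100a9 (90.47, others 4115 to 7529) and Il1b (658.1, others 3247 to 4380). Its neutrophil list mean was 3.05 on the log2 scale, beside 7.14 to 8.40 in the other males and 1.99 to 6.36 in the females. Mmp8, S100a8 and S100a9 belong to that list, so the list and these genes are not separate evidence. Its total of 1089474 recovered reads is the highest of the 4 males, which argues against low depth. Without this library 666 genes were called in place of 394, and 61 in place of 2 passed the adjustment. Fewer neutrophils in the lavage of this mouse and a different response to infection were not tested and stay open.

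The male library JFRm39 of the same group was low in the alveolar macrophage list (7.32 on the log2 scale, others 8.90 to 9.02). It held Xist at 336.6, where the other males had 0, a signal in a sample that the paper does not discuss. This is 27.5% of the female mean of 1224 and rests on 201 recovered reads. The sum of the 4 Y-linked genes was 98.8 in it, beside 64.54 to 151.7 in the other males (mean 97.69). A female library with a male label is argued against by these Y-linked values. RNA from female cells in this library cannot be told apart from other sources of Xist reads, because a share of that size would lower the Y-linked sum by less than the males differ among themselves. No biological explanation was tested. Without this library 329 genes were called and 1 passed the adjustment.

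At 24 h the male JFRm67 was high in Bst2 (138.9, others 58.62 to 60.92), the male JFRm70 low in mt-Nd6 (7.616, others 14.11 to 14.65) and the female JFRm60 low in Siae (1.006, others 9.043 to 10.6), where 1.006 is about 1 read.

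In 6A2 the female library X3 held Xist at 0.3585, which is 1 read, where the other females had 765 to 1593. With its 2789109 reads, the lowest share among the other females would give 2134 Xist reads, which argues against low depth. The lowest share among the males would give 421.9 reads of the 4 Y-linked genes, and the library holds 0, which argues against a male library with a female label. Cells with a single X chromosome stay open. The mean log2 value of Kdm6a, Kdm5c, Eif2s3x and Ddx3x, a list chosen after the values were seen, was 5.54, beside 4.59 to 6.22 in the other females and 0.95 above the lowest of them, so a single X cannot be told apart from 2 by these genes. For this library the paper's supplementary list gives Xist at 750.4, a value the table used here does not hold. No other explanation was tested. Without X3, 325 genes were called in place of 240, 2 passed the adjustment in place of 1, and those at least 2-fold different numbered 242 in place of 157.

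In 6A2 the male library X7 held Ckm at 1523, with at most 12.34 in any other 6A2 library, a signal in a gene that the paper does not discuss. Acta1 stood at 1696 (next highest 9.128) and Myh4 at 919.4 (next highest 0.3334). Of 8 further skeletal muscle genes listed after these values were seen, 3 are in the table and 3 of these were highest in X7, Actn3 (174.9, next 11.08), Eno3 (311.5, next 29.4) and Tnnt3 (409.2, next 28.51), with a smallest ratio of 10.59 to the next library. A candidate explanation is skeletal muscle tissue in the lavage of that mouse, a hypothesis from the same data. No other explanation was tested. The same library was highest among males in Xist (11.1, others 0 to 0.3418) and in Stat3 (697.3, others 365.1 to 385.4). Without X7, 228 genes were called.

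Also in 6A2, the red cell list was high in the male X8 (9.93 on the log2 scale, others 5.29 to 6.02) and the B cell list, of which 1 of 5 genes is in the table, in the female X2 (3.17, others 0). The female X1 was low in Fbxw5 (4.387, others 21.87 to 26.17), and X2 was low in Fkbp5 (143.4, others 305.9 to 356). In 6A4 the alveolar macrophage list was low in the male JF14 (9.68, others 10.12 to 10.17) and the B cell list high in the female JF10 (4.94, others 0.10 to 0.48), while Uty was high in the male JF16 (29.51, others 11.55 to 13.27) and Tap1 in the male JF13 (55.97, others 39.6 to 41.94). In 1A3 the dividing cell list was low in the male JF24 (4.62, others 5.44 to 5.58), Cd52 and Stat3 were low in the male JF22 (409.4, others 566.8 to 575.8, and 210.9, others 372.2 to 400.3), and Il1b was high in the female JF19 (1522, others 153.7 to 204.4). In KO the T cell list was high in the male JF7 (4.05, others 1.65 to 1.86) and Fkbp5 low in the female JF1 (339.3, others 493.2 to 521.4). For JF22, in which hemoglobin genes take 24.6% of the reads, less room for other transcripts stays open for the 2 lower genes and was not tested.

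The difference between the sexes itself differed among KO, 6A4 and 1A3 for 415 genes at an adjusted p under 0.05 (1669 unadjusted) in a test of the interaction over 24 libraries. With DESeq2 there were 673, with no minimum mean 240 and with the boundary libraries left out 75. The number was 102 without JF2, 230 without JF3, 227 without JF6, 195 without JF7 and 191 without JF8. Among 100 draws of the sex labels within line, the real one included, 1 gave a count as large unadjusted and 1 adjusted, so chance can be excluded. Line and sex are in the design and stay open. The libraries of a line form 1 block of numbers, so effects of handling by line and sex cannot be separated from them in this design. Library totals of the 3 lines overlap (1616156 to 3218721 reads), and depth was not tested for this result.

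In some pairs of comparisons genes were called in opposite directions with no overlap of the sexes in either. There were 4 between 1A0 and 1A3 at 6 h (Cd52, Ckap4, Gga1 and Rnf167), 1 between 1A0 and 6A4 (Ncf4), 2 between 1A3 and 6A2 (Lhfpl2 and Stom), 1 between 1A3 and 6A4 (Tmem135), 3 between KO and 1A0 (Ppp3ca, Socs2 and Ube2j2), 45 between KO and 1A3, 5 between KO and 6A2 (Fance, Phb2, Ppp3ca, Sub1 and Trim39) and 9 between KO and 6A4 (Aff1, Cd82, Coro1c, Eml2, Srebf2, Strn3, Tmem63b, Zswim8 and mt-Tm). Apart from Cd52 these genes were named after their values were seen. Within 1 comparison chance separates the sexes in 2.86% of the genes. For pairs with 1A0 or 6A2 the difference between the 2 effects was not tested. In the interaction test over KO, 6A4 and 1A3, the difference among the 3 lines passed the adjustment for 39 of the 45 genes of KO and 1A3, 9 of the 9 of KO and 6A4 and 0 of the 1 of 1A3 and 6A4 (by edgeR, 45, 9 and 1 unadjusted). These genes were chosen by their opposite directions in the same libraries, so this is no separate evidence. Line stays open as an explanation.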

How the results depend on the processing

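The tests chosen after the results were seen were limma on log2 CPM, the authors' p-values with no minimum mean, the neutrophil list as a covariate, the thinning of the 24 h reads and the interaction with libraries left out, and the other alternatives were set before the data were examined. A gene is called here at an unadjusted p under 0.05. Of the recomputed counts and comparisons, 937 kept their direction and side of the threshold or stayed within a factor of 1.5, 186 moved further, 20 came past the threshold, 22 fell short of it and 4 changed direction. Of the recomputed values of single genes and lists, 2184 were unchanged in this sense, 62 moved, 78 came past the threshold, 107 fell short of it and 4 changed direction. Where no cause is given below, the cause was not tested. Lists of values follow the order 1A0 6 h, 1A0 24 h, 6A2, 6A4, 1A3 and KO unless the comparison is named.

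With no minimum mean, which tests more genes, the called genes numbered 659, 459, 1058, 956 and 1565 in the first 5 comparisons, against 394, 183, 240, 346 and 981 in the main comparison, and those at least 2-fold different 591, 416, 962, 696, 893 and 1494. After adjustment 10 genes were left in 1A0 at 6 h, 5 in 6A2, 5 in 6A4 and 59 in 1A3. Shared genes rose to 67 between 6 h and 24 h, with 26.9% in the same direction, past the binomial threshold. They rose to 64 between 6A2 and 6A4, 158 between 1A0 and 1A3, 50 between 1A0 and 6A2, 62 between 1A0 and 6A4, 110 between 1A3 and 6A2 and 146 between 1A3 and 6A4. Between KO and 1A0, 6A2 and 6A4 they rose to 221, 179 and 225. The interaction gave 2658 genes unadjusted and 240 adjusted.

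With a minimum mean of 50, which tests fewer genes, 169, 50, 158, 546 and 1290 genes were called in 1A0 at 6 h and 24 h, 6A4, 1A3 and KO. Those at least 2-fold different numbered 127, 26, 90, 18, 88 and 254. By limma 0 genes passed the adjustment in 1A0 at 6 h, and by edgeR 1 in 6A4 and 1 in 1A3. Shared genes fell to 7 between 6 h and 24 h, 37 between 1A0 and 1A3, 9 between 1A0 and 6A4, 38 between 1A3 and 6A4, 49 between KO and 1A0 and 47 between KO and 6A4.

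DESeq2 called 450 genes in 6A2, 272 of them at least 2-fold different, and left 15, 2, 9, 6 and 130 genes after adjustment in the first 5 comparisons. With it 15 genes were shared between 6A2 and 6A4, 27 between 1A0 and 6A2, 67 between 1A3 and 6A2 and 144 between KO and 6A2, of which 54.9% had the same direction and no longer passed. Its likelihood ratio test left 673 genes in the interaction. With edgeR on the recovered reads 1 gene passed the adjustment in 1A0 at 6 h and 0 at 24 h, where it called 353 and 174 genes unadjusted. The authors' p-values, limited to the genes tested here, left 10, 2, 7, 5 and 48 genes after adjustment in the first 5 comparisons, 11 shared genes between 6 h and 24 h, and 61.7% in the same direction between KO and 6A2, short of the threshold. Without that limit they called 385 genes in 1A0 at 24 h, 743 in 6A2, 1170 in 6A4 and 1583 in 1A3, and left 11, 2, 7, 7 and 56 after adjustment. The genes at least 2-fold different were then 552, 342, 705, 859, 910 and 1383. Shared genes were 54 between 6A2 and 6A4, 36 between 1A0 and 6A2, 44 between 1A0 and 6A4, 81 between 1A3 and 6A2, 163 between 1A3 and 6A4 and 199 between KO and 6A4, and 59.0% had the same direction between KO and 6A2.

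For limma on log2 CPM, values are given for pseudocounts of 1, 0.5 and 5 in that order. In 6A2 it called 445, 430 and 473 genes, of which 309, 299 and 324 were at least 2-fold different and 0, 0 and 2 passed the adjustment. In 1A3, 16, 16 and 17 genes passed. Shared genes were 18, 17 and 19 between 6A2 and 6A4, 33, 32 and 35 between 1A0 and 6A2, and 130, 123 and 144 between KO and 6A2, with 56.9%, 57.7% and 58.3% in the same direction, short of the threshold. With a pseudocount of 0.5, limma left 0 of 373 called genes after adjustment in 1A0 at 6 h. The difference across the called genes in KO became −0.0012, and the T cell list changed sign at 24 h (0.0298) and in KO (−0.0188). With a pseudocount of 5, the B cell list changed sign at 24 h (−0.0192), and 2 of the 42 list tests reached an exact permutation p under 0.05. With the genes past the adjustment as the list, the difference was −0.93 in 1A0 at 6 h and 0.44 in 6A4, both reversed. At 24 h it was −8.01, where Xist is the list's single gene and its exact p passed. These lists hold sex-linked genes only, so the values do not bear on the other called genes.

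Rescaling to equal totals left 22 genes after adjustment in 1A3 and 9 shared genes between 1A0 and 6A2. Leaving out the libraries at the boundary of a group in the list (JF4, JF8, JF12, JF16, JF20, JF24 and X4) gave 15 shared genes between 6A2 and 6A4, and 77.8% in the same direction between 1A0 and 6A2, past the threshold. The same share fell short of it between KO and 1A0 (57.4%) and between KO and 6A2 (58.8%), and the interaction kept 75 genes after adjustment, with fewer libraries. Without the sex-linked genes 0 genes passed the adjustment by limma in 1A0 at 6 h and 24 h and by edgeR in 6A2, 6A4 and 1A3. There 5 genes were shared between 6A2 and 6A4, the share in the same direction was 25% between 6 h and 24 h, past the threshold, and 61.3% between KO and 6A2, short of it. The replicate numbers in the titles were used as a replicate block in 1A0 at 6 h, although no pairing of replicates is stated. The deviations of male and female libraries of the same number correlated across genes by −0.09, −0.03, 0.08 and 0.25. With the block 431 genes were called and 17 passed the adjustment, and with the block and depth 297 and 14.

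With the neutrophil list as a covariate 167 genes were called in 1A0 at 6 h and 453 at 24 h, and 0, 2 and 552 passed the adjustment in 1A0 at 6 h, 6A2 and KO. Those at least 2-fold different were 104 in 1A0 at 6 h, 251 in 6A2 and 197 in 1A3. Shared genes were 23 between 6A2 and 6A4, 31 between 1A0 and 1A3, 8 between 1A0 and 6A2, 15 between 1A0 and 6A4, 42 between KO and 1A0 and 176 between KO and 1A3. The share in the same direction fell short of the threshold between 1A0 and 1A3 (32.3%), between KO and 1A3 (43.2%) and between KO and 6A2 (60.9%), and it reversed between KO and 1A0 (33.3%).

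With 1 library left out in turn, the called genes in 1A0 at 6 h ranged from 293 (without JFRm65) to 666 (without JFRm42), those past the adjustment from 0 (without JFRm41 or JFRm40) to 61 (without JFRm42), and those at least 2-fold different from 267 to 604 without the same 2 libraries as for the calls. The adjusted count was also 1 without JFRm39, JFRm64 or JFRm46 and 4 without JFRm63. At 24 h the 2-fold count ranged from 122 (JFRm60) to 239 (JFRm67). In 6A2, 1 or 2 genes passed the adjustment (2 without X3), and the 2-fold count ranged from 119 (X5) to 242 (X3). In 6A4 it ranged from 105 (JF10) to 169 (JF9). In 1A3 the calls ranged from 652 (JF24) to 1222 (JF20), and the adjusted count from 2 (JF21, JF22 or JF23) to 46 (JF20), with 3 without JF17 or JF24. In KO the adjusted count ranged from 562 (JF2) to 1219 (JF1), with 660 without JF3.

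The genes shared between 6 h and 24 h ranged from 11 (JFRm71) to 49 (JFRm78), with 12 without JFRm41, 36 without JFRm70 and 48 without JFRm67, and the share in the same direction from 12.2% (JFRm78) to 72.7% (JFRm71). It also passed the threshold without JFRm42 (25.8%), JFRm63 (26.9%), JFRm70 (16.7%) or JFRm67 (14.6%). Between 6A2 and 6A4 the shared count ranged from 7 (JF13) to 17 (X2), with 14 without X1, X8, JF10 or JF15, 15 without X4 and 16 without JF14. Between 1A0 and 1A3 it ranged from 60 (JF19) to 143 (JFRm42). Between 1A0 and 6A2 it ranged from 7 (JFRm41) to 22 (JFRm42), with 8 without JFRm39 or JFRm40, and the share in the same direction from 30.8% (X6) to 90% (JFRm65), past the threshold also without JFRm46 (76.5%) or X4 (77.8%). Between 1A0 and 6A4 the count ranged from 17 (JF16) to 39 (JF12) and the share from 30.4% (JFRm65) to 75% (JF11), past the threshold without JF11 or JF12 (30.8%). Between 1A3 and 6A2 the count ranged from 22 (JF24) to 46 (X3) and the share from 37.1% (X2) to 70.6% (JF22). Between 1A3 and 6A4 the share ranged from 57.1% (JF11), short of the threshold, to 92.4% (JF12).

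Between KO and 1A0 the shared count ranged from 87 (JFRm40) to 208 (JFRm42), and between KO and 1A3 from 218 (JF24) to 418 (JF20). Between KO and 6A2 the share in the same direction ranged from 45.6% (X6) to 71.0% (JF5), and it fell short of the threshold without JF2 (60.7%), JF3 (61.8%), JF6 (60%), JF7 (57.6%), JF8 (60.9%), X2 (60.3%), X3 (56.6%), X6 or X7 (52.9%). Between KO and 6A4 it ranged from 21.6% (JF14) to 73.7% (JF11), and it passed the threshold also without JF9 (30.9%), JF12 (33.7%) or JF15 (72.6%). The interaction kept between 102 (JF2) and 557 (JF14) genes after adjustment, with 230 without JF3, 227 without JF6, 195 without JF7 and 191 without JF8. Among named genes, Btg2 in 1A3, which was not called, ranged from −0.68 (JF17) to 0.23, the reversed value without JF19.

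Depth and spread set what these libraries can show. On simulated counts with the means, spread and totals of these libraries, the share of genes with a true 4-fold change that reached an unadjusted p under 0.05 was 68.1% in 1A0 at 6 h (6582 genes), 73.9% at 24 h (6068 genes) and 64.4% in 6A2 (7567 genes), and after adjustment 30.8%, 9.09% and 22.8%. In 6A4 (7907 genes), 1A3 (7974 genes) and KO (7510 genes) 98.9%, 100% and 100% reached the unadjusted threshold and 91.0%, 96.1% and 99.5% the adjusted one. Genes under the minimum mean, such as Cdk2 in 1A0 and KO, were not tested.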

Differences from the paper's values

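The tests named here that were chosen after the values were seen are the neutrophil list as a covariate, limma on log2 CPM and the authors' p-values with no minimum mean. The alternatives set before the data were examined were pseudocounts of 0.5 and 5 and edgeR on recovered reads (1A0 only), rescaling to equal totals, no minimum mean, a minimum of 50, DESeq2, the authors' p-values for the genes tested here, the fold from medians or from the model (2-fold counts), each library left out in turn, the boundary libraries left out, the sex-linked genes left out, the replicate block alone or with depth (1A0 at 6 h) and the unsettled libraries added (24 h). For each value those that come within a factor of 1.5 of the paper's are named, and the others set before the data were examined do not come within it.

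For the genes listed at p under 0.05, the paper's 397 in 1A3 stands against 981 here, with 546 at a minimum mean of 50 and 0 of the other 14 alternatives within reach. The paper's 858 in KO stands against 2235, and 0 of the 15 alternatives set before the data were examined come within reach. For genes at least 2-fold higher in males, the paper's 54 in 6A4 stands against 26 (55 without JF11), the paper's 11 in 1A3 against 47 (9 at a minimum mean of 50), and the paper's 93 in KO against 289 (133 at a minimum mean of 50). For genes at least 2-fold lower in males, the paper's 75 in 1A0 at 6 h stands against 120. Within reach there were 108 with edgeR on recovered reads, 70 with the replicate block and depth, and 94, 69 and 106 without JFRm64, JFRm65 and JFRm63. The paper's 62 in 1A3 stands against 266 (79 at a minimum mean of 50), and the paper's 90 in KO against 334 (121 at a minimum mean of 50).

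For genes in common, the paper's 8 between 6 h and 24 h stands against 22, with 7 at a minimum mean of 50, 11 with the authors' p-values, 12 without JFRm41 and 11 without JFRm71. For 24 h the groups are unlike, since the ratios of Tables 3 and 4 equal, within 1%, those with the libraries 58 and 74 added, and with both added 20 were shared. The paper's 5 between 6A2 and 6A4 stands against 8, with 6 at a minimum mean of 50, 5 with the sex-linked genes left out and 7 without JF13. The paper's 14 between 1A3 and 6A2 stands against 35 and the paper's 27 between KO and 6A2 against 78, each with 0 of the 23 alternatives set before the data were examined within reach. The paper's 31 between 1A3 and 6A4 stands against 60, with 38 at a minimum mean of 50 and 45 without JF9. The paper's 42 between KO and 6A4 stands against 93, with 47 at a minimum mean of 50.

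The paper's 31 genes in common between 1A0 and 1A3 stand against 94, with 37 at a minimum mean of 50. The neutrophil list as a covariate, chosen after seeing the values, gave 31, and it drops 214 of the paper's 276 listed genes in 1A0 (69 are not called without it) and 201 of the 396 found in 1A3 (55 without it). The paper's 15 between 1A0 and 6A4 stand against 25. Within reach were 19 with the authors' p-values, 19 with the replicate block and depth, 18 without JFRm41, 20 without JFRm40, 18 without JFRm64, 22 without JFRm63, 19 without JF13, 21 without JF15 and 17 without JF16. The covariate, chosen after seeing the values, gave 15 there and drops 214 of the paper's 276 listed genes in 1A0 and 210 of its 494 in 6A4 (223 are not called without it). Limma on log2 CPM in 6A4, chosen after seeing the values, gave 19, 19 and 20 with pseudocounts of 1, 0.5 and 5, and it drops 257, 258 and 255 of those 494. The paper's 40 between KO and 1A0 stand against 126, with 49 at a minimum mean of 50, and the paper's 142 between KO and 1A3 against 330, with 0 of the 23 alternatives set before the data were examined within reach. The covariate, chosen after seeing the values, gave 42 and 176 for these pairs, and it drops 145 of the paper's 854 listed KO genes found (19 are not called without it), besides the 214 in 1A0 and 201 in 1A3.

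For Xist the paper's ratio of male to female mean is 0.3690 in 6A2 and 0.7587 in 6A4, against 0.003498 and 8.7e-05 here, and 0 of the 14 alternatives set before the data were examined come within reach in either line.

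Of the genes in the paper's supplementary lists, 207 of 276 are called here in 1A0 at 6 h, 150 of 196 in 6A2, 271 of 494 in 6A4, 341 of 396 found in 1A3 and 835 of 854 found in KO. By the authors' p-values, with no minimum mean, 276, 196, 488, 389 and 854 of them are under 0.05. The direction is the paper's for 273 of 273 tested in 1A0, 195 of 195 in 6A2, 410 of 411 in 6A4, 394 of 394 in 1A3 and 853 of 854 in KO.

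Some genes of the paper's tables are not called here, and each of them is called with the authors' p-values, with or without a minimum mean. In 1A0 at 6 h, RP23-59N15.4 (p of 0.150) and Tap1 (0.294) are called by edgeR on recovered reads, by DESeq2 and without JFRm42. Arl4c (0.0668) and Dgat1 (0.101) are called by these, with no minimum mean and without JFRm63. Lck (0.187) is called by DESeq2 and without JFRm42, Hif1a (0.236) by DESeq2, and Rnf213 (0.0918) by DESeq2 and without JFRm42, JFRm40 or JFRm65. Mt2 (0.107) is called by edgeR on recovered reads, by DESeq2, with the replicate block and depth, without JFRm46 and with the neutrophil list as a covariate. The covariate, chosen after seeing the values, leaves 214 of the paper's 276 listed genes uncalled.

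In 1A0 at 24 h, Rnf213 (p of 0.191) is called by DESeq2 and without JFRm78. Ifi203 (0.0647) is called with no minimum mean, by DESeq2, with the unsettled libraries added and without JFRm67 or JFRm78. Mt2 (0.0653) is called by edgeR on recovered reads, with no minimum mean, by DESeq2 and without JFRm70, JFRm78 or JFRm71. With the unsettled libraries added, Rab44 (0.0909), mt-Tv (0.0732), Ndufs8 (0.0551), Rpl37a (0.0760) and Tgs1 (0.154) are called. Rab44 is called too without JFRm60, mt-Tv without JFRm78, Ndufs8 without JFRm67 or JFRm78, and Rpl37a without JFRm67. Irf1 (0.220) is called without JFRm78 and Siae (0.203) without JFRm67. In 6A4, Socs3 (0.0686) is called with no minimum mean, without JF10, JF12 or JF13 and with the covariate, chosen after seeing the values, which leaves 210 of the paper's 494 listed genes uncalled. In 1A3, S100a9 (0.0543) is called with rescaled totals, with no minimum mean and without JF18, JF20 or JF22. It is called too by limma on log2 CPM with each pseudocount, chosen after seeing the values, which leaves 153, 152 and 155 of the 396 listed genes uncalled.

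In Tables 3 and 4 the ratios of the paper at 24 h equal those of the 8 libraries used here, within 1%, for 2 of 8 and 2 of 13 genes. With the unsettled libraries 58 and 74 added, they do so for 8 of 8 and 13 of 13. In Tables 2 and 7 and in the 6 h columns of Table 3 they do so for 37 of 37, 31 of 31 in each line and 8 of 8 genes, and in Table 6 for 4 of 5 in each line, the exception being Xist.

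The paper states a difference between the sexes across the listed genes of 1A0 at 24 h. Here the library means differ by −0.12 (exact permutation p of 0.314) and the ranks across genes give 0.404. These values are over 8 libraries where the paper's ratios equal those of 10, so that the groups are unlike. For KO the paper states such a difference, and here the library means differ by 2.9e-05 (exact permutation p of 1) and the ranks across genes give 0.0248. The lists hold 84 genes higher and 99 lower in males at 24 h and 1139 and 1096 in KO, so that a mean over both directions nearly cancels and says nothing against a difference in the single genes. For 1A0 at 6 h, where the paper states one too, the library means differ by 0.64 (exact permutation p of 0.0857) and the ranks across genes give 1e-05, the smallest that 100000 resamples can give. The library means take mice as units and the ranks take genes. The rank test took each ratio and its reciprocal as separate values, so its p-values are too small and its KO value decides nothing.

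The paper lists more genes in 6A4 than in 1A3, and here 346 were called in 6A4 and 981 in 1A3. This order was the same with each alternative that was run on both lines. The paper has more genes 2-fold higher than lower in males at 24 h, where 72 were higher and 80 lower here over 8 libraries, and 57 and 66 with the libraries 58 and 74 added, as in the paper's ratios. More were higher with DESeq2 (103 and 97), the authors' p-values (82 and 75), a minimum mean of 50 (14 and 12), without JFRm76 (91 and 80), JFRm71 (112 and 68) or JFRm59 (80 and 48), and with 2 tests chosen after seeing the values, the authors' p-values with no minimum mean (172 and 170) and the neutrophil list as a covariate (154 and 61). The paper has slightly more higher than lower in KO, where 289 were higher and 334 lower here. More were higher at a minimum mean of 50 (133 and 121), with no minimum mean (833 and 661), without JF1 (430 and 400) and with the authors' p-values and no minimum mean (736 and 647), the last chosen after seeing the values. Of the 20 genes of Tables 3 and 4, the covariate leaves 13 uncalled (10 are uncalled without it) and the authors' p-values with no minimum mean leave 0 uncalled, as they do for the 854 listed KO genes found.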

Other observations

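The tests chosen after the result was seen are those of the direction of shared genes against other splits, of shared genes at equal list lengths, of neutrophils, of red cells in JF22 and of depth at 24 h, and the skeletal muscle and X-linked escape lists, while the other tests against splits and the 7 other lists were planned.

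Each count was compared with the same count over all 35 splits of its 8 libraries into 4 and 4, the real split included. In 1A0 at 6 h a count as large as that of the called genes, of those past the adjustment and of those at least 2-fold different came from 8, 2 and 6 splits, at 24 h from 15, 4 and 15, in 6A2 from 7, 3 and 6 and in 6A4 from 13, 4 and 13. In these 4 comparisons chance cannot be excluded for any of the 3 counts. In 1A3 the called genes and those past the adjustment came from the real split only, 1 of 35, the smallest share this test can give. These shares were not adjusted for the number of counts, and another 1A3 split called 912 genes beside the real 981. This is weak evidence against chance. Those at least 2-fold different came from 2 splits, so that chance cannot be excluded for them. The 9 past the adjustment include Xist, Ddx3y and Eif2s3y, and with the sex-linked genes left out edgeR gave 0 past the adjustment (976 unadjusted), so that for the other genes chance cannot be excluded by this count. In KO each of the 3 counts came from the real split only. The highest in any other KO split were 1150 called genes, 1 past the adjustment and 286 at least 2-fold different, which argues against chance. For 1A3 the number past the adjustment (9) fell to 2 without JF21, JF22 or JF23 and 3 without JF17 or JF24.

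The genes shared between comparisons were set against 100 pairs of splits, the real pair included. As many shared genes came from 16 pairs for 6 h and 24 h in 1A0, 63 for 6A2 and 6A4, 17 for 1A0 and 6A2, 27 for 1A0 and 6A4, 6 for 1A3 and 6A2, 8 for 1A3 and 6A4 and 6 for KO and 6A4, where chance cannot be excluded. They came from 4 pairs of splits for 1A0 and 1A3, 2 for KO and 1A0, 1 for KO and 1A3 and 2 for KO and 6A2, and as large an excess of 1 direction from 4 for 1A0 and 1A3, 2 for KO and 1A3, 11 for 1A3 and 6A4, 5 for KO and 1A0 and 6 for KO and 6A2. These counts grow with the number of called genes, which in KO was 2235, beside a median of 258.5 in the other splits, so they do not test the overlap or its direction apart from the length of the lists. In a test chosen after seeing the values, each split therefore gave as many genes of the smallest p as the real split called. As many shared genes then came from 2 pairs of splits for 1A0 and 1A3, a share not adjusted for the 11 pairs of comparisons tested. They came from 6 for 6 h and 24 h in 1A0, 87 for 6A2 and 6A4, 41 for 1A0 and 6A2, 22 for 1A0 and 6A4, 43 for 1A3 and 6A2, 23 for 1A3 and 6A4, 23 for KO and 1A0, 5 for KO and 1A3, 10 for KO and 6A2 and 66 for KO and 6A4, where chance cannot be excluded. As large a share of the shared genes in 1 direction came from 7 pairs of splits for 1A0 and 1A3, 21 for 1A3 and 6A4, 20 for KO and 1A0, 16 for KO and 1A3 and 50 for KO and 6A2, so that chance cannot be excluded for the direction in any of these 5 pairs. Between 1A0 and 1A3 the shared genes numbered 143 without JFRm42 and 60 without JF19, and between KO and 1A0 208 without JFRm42.

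In 1A0 and 1A3, 82 of the 94 shared genes had opposite directions. A candidate explanation is a different share of neutrophils in the libraries of the sexes. With the mean of the neutrophil list in the model, 31 genes were shared and 21 of them opposite. Of the 12 genes of that list 3 stand in the paper's tables, and the rest of the list differed between the sexes by 2.62 in 1A0 (higher in males for 8 of 9 genes, exact p of 0.143) and by −1.55 in 1A3 (for 0 of 8 genes, exact p of 0.0857). Of the alveolar macrophage list 9 genes outside Table 7 differed by −0.31 (exact p of 0.657) and −0.27 (exact p of 0.171). The share of neutrophils cannot be told apart from a change of these genes within cells, because the list shares its direction with the genes but the difference between the sexes in it does not pass an exact test, and the model removes any gene that follows the list. Line and sex stay open, untested.

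Hba-a1 and Hba-a2 were called higher in males of 1A3. In the male library JF22 Hba-a1 stood at 42270 CPM, next to 5614 in the next highest and 61.14 in the lowest library, and hemoglobin genes took 24.6% of its reads. Without JF22 the p-values of Hba-a1 and Hba-a2 were 0.0781 and 0.113, and 6 of 6 other red cell genes were highest in this library. A candidate explanation is red cells in the lavage of 1 male mouse. Sex stays open, untested.

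At 24 h each female library of 1A0 held more recovered reads than each male one (607173 to 762007 against 381629 to 540492). With reads thinned to equal depth 184 genes were called, and 76.5% of the 183 called before stayed so, which argues against depth as the whole cause. What sets the others apart was not tested.

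The marker lists gave the following differences of males against females in mean log2 value, in the order 1A0 6 h, 1A0 24 h, 6A2, 6A4, 1A3 and KO, with exact permutation p-values in parentheses. No gene is in 2 lists. The paper's tables hold 3 genes of the neutrophil list, 2 of the red cell list, 2 of the T cell list, 1 of the dividing cell list and 1 of the alveolar macrophage list. The studied cells had a mean of at least 10 in 8 to 11 of 12 neutrophil genes, 5 to 6 of 8 red cell genes, 1 to 2 of 8 T cell genes, 0 to 1 of 5 B cell genes, 3 to 6 of 8 epithelial genes, 5 to 10 of 10 dividing cell genes and 10 of 10 alveolar macrophage genes, depending on the comparison. Neutrophil: 2.80 (0.114), −0.84 (0.286), −0.13 (0.857), 0.41 (0.771), −1.86 (0.0857) and 0.73 (0.229). Red cell: 2.30 (0.143), 1.09 (0.114), −0.31 (0.83), 1.5 (0.0571), 2.91 (0.0857) and 0.85 (0.343). T cell: 0.23 (0.543), −0.0026 (0.971), 0.13 (0.857), 0.07 (0.83), −1.35 (0.0571) and 0.03 (0.971). B cell: 0.16 (0.429), 0.03 (1), 0.63 (0.714), −1.25 (0.229), −0.93 (0.0857) and −0.52 (0.571). Epithelial: −0.77 (0.257), 0.09 (0.800), 1.11 (0.171), −0.42 (0.257), −0.23 (0.629) and 0.06 (0.943). Dividing cell: −0.47 (0.286), −0.11 (0.714), −0.33 (0.600), −0.85 (0.0857), 0.03 (0.83) and −0.54 (0.0286). Alveolar macrophage: −0.36 (0.629), −0.21 (0.514), −0.16 (0.143), −0.05 (0.629), −0.19 (0.314) and −0.29 (0.0571). Of the 42 tests 1 had an exact p under 0.05, the dividing cell list in KO, whose 4 male libraries all lay below the 4 female ones, and after adjustment over the 42 tests its p was 0.450, the smallest of all. The T cell list changes sign at 24 h and in KO with a pseudocount of 0.5, and the B cell list at 24 h with a pseudocount of 5. In 6A2 only 9 of 12 neutrophil, 2 of 8 T cell, 1 of 5 B cell and 7 of 8 epithelial genes are in the table.

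The 2 lists added later gave −0.0037 (0.971), 0.84 (0.0857), 1.52 (0.686), −0.0088 (1), 0.90 (0.971) and 0.21 (0.429) for skeletal muscle, of which 3 of 8 genes are in the 6A2 table and 0 to 4 reach a mean of 10. X-linked escape gave −0.78 (0.0857), −0.63 (0.0857), 0.39 (0.429), −0.84 (0.0286), −0.81 (0.0286) and −0.16 (0.314), with 3 to 4 of 4 genes at a mean of 10. In the 1A3 male library JF24 the skeletal muscle list had a mean of 6.18, beside 0.50 to 0.97 in the other males and 0.67 to 1.73 in the females, and no explanation of this was tested.

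In the 24 h table the library 58, whose sex the sample list leaves open, and the library 74, whose line and time it leaves open, held Xist at 9.731 and 530.2 and Ddx3y at 52.55 and 0. The 4 males had Xist at 0 to 30.39 and Ddx3y at 8.694 to 74.63, and the 4 females 682 to 934.2 and 0, so that 58 lies in the range of the males and 74 has no Ddx3y and a Xist value nearer the females, although labels were not assigned by such values. With library 58 as male and 74 as female, 174 genes were called at 24 h and 1 passed the adjustment, and 102 genes (55.7% of the 183) were called in both.

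For 111 gene and line pairs measured by the authors with qRT-PCR in 3 other mice per sex, the direction of the sequenced libraries at 6 h was the paper's for 50 (45.0%, exact binomial p of 0.343). Among 30 pairs with an unadjusted p under 0.05 in the sequenced libraries it was the paper's for 11 (36.7%, exact binomial p of 0.201). By line the tally was 11 of 22 in 1A0, 11 of 26 in 6A2, 9 of 17 in 6A4, 8 of 19 in 1A3 and 11 of 27 in KO. Of the 118 pairs 7 lay under the minimum mean.

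The paper's supplementary list gives Xist a male mean of 371 in 6A2, 677 in 6A4, 789 in 1A3 and 527 in KO, where the tables used here give 2.86, 0.0777, 1.07 and 1.58. The female means are 1006 against 818 in 6A2 and equal in 6A4 (893), 1A3 (1075) and KO (523). In 6A2 the list gives X5 to X8 the Xist values 260.3, 351, 511 and 362, where the table gives 0.342, 0, 11.1 and 0. For Tnni2, a muscle gene, the list gives 43.4 in X7 and 10.3 in X4, where the table gives 743 and 0. In 6A4 the list gives Ddx3y a female mean of 83.6, where the table gives 0.0947. Values differ for 23 of 196 listed genes in 6A2 (36 of 1568 library values), 5 of 494 in 6A4, 1 of 396 found in 1A3, 1 of 854 found in KO and 0 of 276 in 1A0 at 6 h.

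The authors' tables hold 587 genes at an unadjusted p under 0.05 in 1A0 at 6 h, 743 in 6A2, 1170 in 6A4, 1583 in 1A3 and 2848 in KO, of which the paper's lists hold 276, 196, 488, 389 and 854. The methods of the paper name the p-value and the fold change as the basis of selection, and the p-value alone gives the larger numbers.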
